# Digital gene expression approach over multiple RNA-Seq data sets to detect neoblast transcriptional changes in *Schmidtea mediterranea*

**DOI:** 10.1186/s12864-015-1533-1

**Published:** 2015-05-08

**Authors:** Gustavo Rodríguez-Esteban, Alejandro González-Sastre, José Ignacio Rojo-Laguna, Emili Saló, Josep F Abril

**Keywords:** Planaria, Neoblast, Stem cell, Transcriptome, Transcription factor

## Abstract

**Background:**

The freshwater planarian *Schmidtea mediterranea* is recognised as a valuable model for research into adult stem cells and regeneration.

With the advent of the high-throughput sequencing technologies, it has become feasible to undertake detailed transcriptional analysis of its unique stem cell population, the neoblasts. Nonetheless, a reliable reference for this type of studies is still lacking.

**Results:**

Taking advantage of digital gene expression (DGE) sequencing technology we compare all the available transcriptomes for *S. mediterranea* and improve their annotation. These results are accessible via web for the community of researchers.

Using the quantitative nature of DGE, we describe the transcriptional profile of neoblasts and present 42 new neoblast genes, including several cancer-related genes and transcription factors. Furthermore, we describe in detail the *Smed-meis-like* gene and the three Nuclear Factor Y subunits *Smed-nf-YA*, *Smed-nf-YB-2* and *Smed-nf-YC*.

**Conclusions:**

DGE is a valuable tool for gene discovery, quantification and annotation. The application of DGE in *S. mediterranea* confirms the planarian stem cells or neoblasts as a complex population of pluripotent and multipotent cells regulated by a mixture of transcription factors and cancer-related genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1533-1) contains supplementary material, which is available to authorized users.

## Background

During the last decade, there has been increasing interest in the use of *Schmidtea mediterranea* as a model organism for the study of stem cells. These freshwater planarians contain a population of adult stem cells known as neoblasts, which are essential for normal cell renewal during homeostasis and which confers them with amazing regeneration capabilities [1-4]. Although a number of studies based on massive RNA interference (RNAi) [5], gene inhibition [6], microarray [7], and proteomics [8,9] approaches have been carried out to identify the crucial neoblast genes responsible for their stemness, our understanding of their biology is far from complete. The use of next generation sequencing (NGS) technologies provides an opportunity to study these cells in depth at a transcriptional level. For that to be accomplished, however, a reliable transcriptome and genome references are required. Up to eight versions of the transcriptome for this organism have been published to date, making use of different RNA-Seq technologies [10-16], including one meta-assembly which slightly improves each one separately [17]. Despite all these efforts, a consistent reference transcriptome is still lacking.

Some studies have provided quantitative data on transcripts and their respective assemblies, focusing on regeneration [13,17,18] or directly on neoblasts [11,14,15,19]. However, RNA-Seq suffers from an intrinsic bias that affects the quantification of transcript expression in a length-dependent manner. This bias is independent of the sequencing platform and cannot be avoided nor removed by increasing the sequencing coverage or the length of the reads. Furthermore, it cannot be corrected a posteriori during the statistical analysis (by transcript length normalization, for instance). Consequently, the quantification of the transcripts and the detection of differentially expressed genes is compromised [20-22]. Digital gene expression (DGE) [23] is a sequence-based approach for gene expression analyses, that generates a digital output at an unparalleled level of sensitivity [22,24]. The output is highly correlated with qPCR [25-27] and does not suffer from sequence-length bias. The combination of DGE and RNA-Seq data has been shown to help overcome the specific limitations of RNA-Seq [28], and the usefulness of DGE has been thoroughly demonstrated in research ranging from humans [26,29] to non-model organisms [22,24]. However, to date, DGE has not been extensively applied to the study of the planarian transcriptome.

Here, we have compiled and analyzed all the transcriptomic and genomic data available for *S. mediterranea* using DGE. This has facilitated an improved annotation and provided tools to ease the comparison and browsing of all the information available for the planarian community.

We have taken advantage of the resolution of DGE to quantitatively characterize isolated populations of proliferating neoblasts, their progeny, and differentiated cells through fluorescence-activated cell sorting (FACS) [30,31]. The resulting changes in transcription levels were analyzed to obtain transcript candidates for which an extensive experimental validation was performed. This has yielded new neoblast-specific genes, including many transcription factors and cancer-related homologous genes, confirming the validity of our strategy and the utility of the tools that we have implemented. Moreover, we provide a deeper molecular description of four of those candidates, the *Smed-meis-like*, and the three subunits of the Nuclear Factor Y (NF-Y) complex *Smed-nf-YA*, *Smed-nf-YB-2*, and *Smed-nf-Y-C*. Both families of genes are attractive candidates to be studied in planaria. The Meis family of transcription factors specify anterior cell fate and axial patterning [32], whereas the NF-Y complex is a heterotrimeric transcription factor that promotes chromatin opening and is involved in the regulation of a wide number of early developmental genes [33].

## Results and discussion

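Digital gene expression (DGE) counts short sequence tags that stand for messenger RNAs. The authors captured polyadenylated RNA on oligo-dT beads, cleaved its cDNA with NlaIII at CATG and released with MmeI the bases that follow the CATG nearest the 3′ end. Each tag is 17 bases long, or 21 bases with the CATG. For each cell fraction, X1, X2 and Xin, 1 library was made from animals at 2 days of regeneration. The authors deposited a raw count for every distinct tag of a library, without normalization and without gene names. There are no replicates, so the spread between animals is unknown, and every test on reads compares the libraries, not the conditions. Counts were divided by the library total and expressed in cpm, the counts per 1,000,000 reads. A tag was compared between 2 libraries by an exact two-sided binomial test on its reads, doubling the smaller tail, with the share set by the library totals and a threshold of 0.001. The test covered the tags with at least 5 reads over the 3 libraries. For log2 ratios, 0.5 reads were added to each count. With 3 reads as the smallest number taken as detected, the floor was 0.824 cpm in X1, 0.86 cpm in X2 and 2.57 cpm in Xin. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. A gene listed by the paper was joined to a tag through its 3 listed cpm values, turned back into whole reads, so that the reads of a joined gene equal the paper's by construction. Of the 244 entries in Tables 2 to 4 and Additional file 7, 243 were joined. Of these, 192 were joined to a single tag and 51 to several tags with the same 3 counts. Some genes, such as Smed-pes1, are listed in Table 4 and again as a clone in Additional file 7, so entries outnumber genes. Triplets mixed at random from the listed counts matched a tag in 9.25% of cases.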

Three DGE libraries were obtained from FACS-isolated cell populations X1 (proliferating stem cells, S/G2/M), X2 (a mix of stem cell progeny and proliferating, G0/G1), and Xin (differentiated cells, G0/G1) [30] (Additional file 1). 8,298,210 total reads were sequenced (X1: 3,641,099; X2: 3,488,712; Xin: 1,168,399), representing 98,156 distinct tags (X1: 70,849; X2: 24,621; Xin: 25,221), with an average of 84.5 reads per tag (X1: 51.4; X2: 141.7; Xin: 46.3). 

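The same totals were counted from the deposited tags, and the averages followed from them. Tags seen once made up 43.4% of the distinct tags in X1, 34.5% in X2 and 38.9% in Xin, and the median was 2 reads per tag in X1 and 4 in X2 and in Xin. The 10 most abundant tags held 15.6% of the reads in X1, 83.2% in X2 and 44.3% in Xin. In X1 and in Xin the most abundant tag was CATCGTATGCCGTCTTC, with 101,423 reads in X1, 1,199,340 in X2 and 390,667 in Xin. In X2 it was TCGTATGCCGTCTTCTG, with 1,600,617 reads or 45.9% of the library, against 76,566 reads in X1 and 53,251 in Xin. The start of the Illumina 3′ adapter reads TCGTATGCCGTCTTCTGCTT. The most abundant tag of X2 is its first 17 bases, and that of X1 and Xin is its first 15 bases after CA. Tags that share at least 10 bases with these 20 bases numbered 250 in X1, 554 in X2 and 516 in Xin. They held 6.87% of the X1 reads (95% Wilson interval 6.84 to 6.90), 82.9% of the X2 reads (82.8 to 82.9) and 42.2% of the Xin reads (42.1 to 42.3). The remaining reads numbered 3,390,951 in X1, 597,451 in X2 and 675,133 in Xin. On these reads alone the floor was 0.885 cpm in X1, 5.02 cpm in X2 and 4.44 cpm in Xin. The library totals that convert counts to cpm include the adapter-matching reads.

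**Figure D1:**
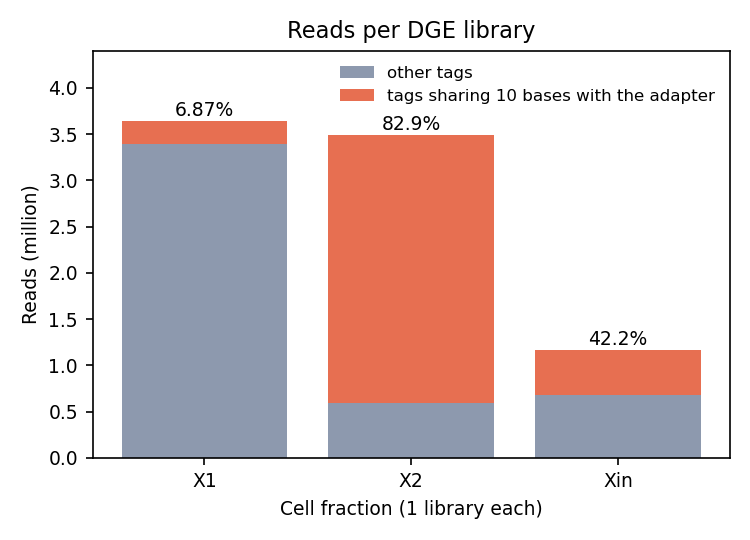
Reads per DGE library, in units of 1,000,000 reads, with 1 bar per cell fraction. The upper part of each bar, with its percent of the library above the bar, stands for tags that share 10 bases with the sequencing adapter and the lower part for all other tags; the adapter part is 6.87% of X1, 82.9% of X2 and 42.2% of Xin.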

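Of the 98,156 distinct tags, 54,785 (55.8%) were found in X1 only, 11,231 (11.4%) in X2 only and 14,725 (15.0%) in Xin only. A further 6,919 tags were shared by X1 and X2, 4,025 by X1 and Xin and 1,351 by X2 and Xin, and 5,120 tags (5.22%) were found in all 3 libraries. Some tags could be found in no more than 2 of the libraries. The sample labels give each library a barcode of 4 bases, ACGT for X1, AATG for X2 and AGCA for Xin, and no tag of a library contained its own barcode. The sequence ACGT occurred in 0 tags of X1, 693 of X2 and 644 of Xin. The sequence AATG occurred in 8,468 tags of X1, 0 of X2 and 3,065 of Xin, and AGCA in 3,918 tags of X1, 1,405 of X2 and 0 of Xin.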

The distribution of the tags in each cell population can be observed in Additional file 2A. DGE is reported to achieve near saturation in genes detected after 6-8 million tags [22]. Furthermore, for moderately to very highly expressed genes (>2 cpm) it occurs with three or even just two million tags [22,34]. Figure 1 shows that saturation was reached at around two million tags for most of the data sets which the distinct tags were mapped to, although the slope for the total number of distinct tags decreases without saturating. It is worth noting that all the reference transcriptome sets performed similarly, achieving a maximum near 20,000 mapped tags. However, when looking at how many distinct tags map to any of those transcriptomes, about 5,000 tags appear not to be shared among all of them (see the “All mapped” and the “All distinct” data series on Figure 1, and further details on mapping below).

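The expected number of distinct tags was computed for random draws from the 8,298,210 reads of the 3 libraries, in steps of 200,000 reads, without mapping. At 2,000,000 reads, 95.2% of the 40,670 tags with at least 5 reads in the full set had been seen, and 98.9% of those with at least 10 reads. Both groups were chosen by their reads in the same full set, so their curves must level off. Tags that match the adapter held 43.8% of the pooled reads. With them left out before the draw, 99.3% of the remaining tags with at least 5 reads were seen. Over all distinct tags the share seen at 2,000,000 reads was 57.7%. The last full step, up to 8,200,000 reads, still added 1031 distinct tags, against 2144 in the step up to 2,000,000. Counting all distinct tags in place of those with at least 5 reads was the alternative that moved the share most.

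**Figure D2:**
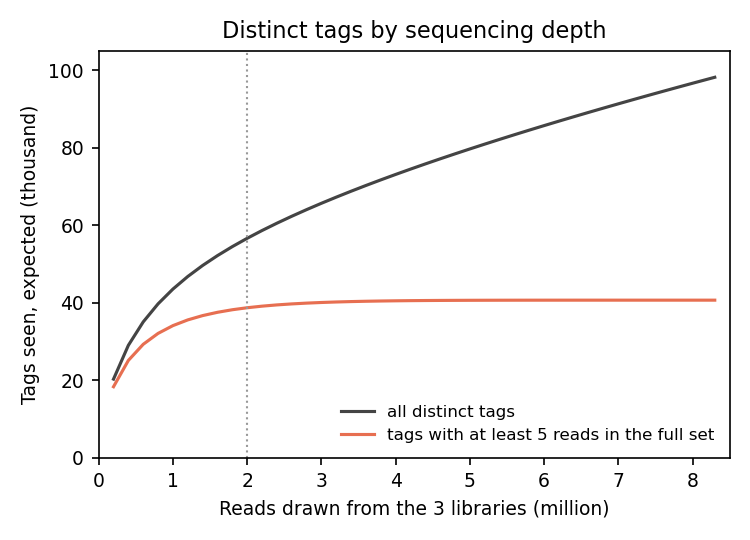
Expected number of distinct tags (vertical axis) against the number of reads drawn from the 3 libraries (horizontal axis, in units of 1,000,000 reads). The upper line counts all distinct tags and the lower line tags with at least 5 reads in the full set, of which 95.2% are seen at 2,000,000 reads (dotted line).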

**Figure 1:**
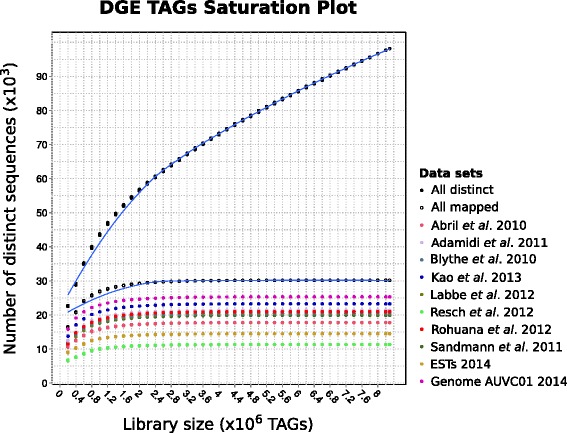
Saturation plot for the distinct tags mapped over each reference data set. Tag sequences were randomly taken to build, by steps of 200,000 tags, increasing-size libraries that were then mapped against the reference data sets. Saturation is reached for libraries around two million tags.

A critical point in this kind of experiment has to do with the number of times a tag has to be seen so that it can be considered reliable. Discarding too many tags in an attempt to increase reliability will result in a loss of information whereas keeping all of them may generate background noise. To estimate the specificity of our tags and to establish an optimal cutoff for the minimum number of counts a tag should have in order not to be considered artefactual, we performed a series of simulations mapping iteratively randomized sets of our data. 

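Additional file 3 sets the number of tags that hit each transcript set against the number that hit it after randomization of the tags or of the transcripts, and against the number to be met by chance. Hits are given as a total and relative to the length of the set, so that sets of unlike size can be compared. Before any mapping, the deposited counts gave the number of tags that enter at each cutoff on the reads summed over the 3 libraries. All 98,156 tags have at least 1 read, 40,670 at least 5, 30,806 at least 10, 23,980 at least 15 and 19,168 at least 20. The tags kept held 99.0% of all reads at the cutoff of 5 and 96.2% at the cutoff of 20.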

The results are summarized in Additional file 3 for the different cutoffs tested (1, 5, 10, 15 and 20 minimum occurrences of tags). For cutoffs higher than five there is no substantial gain in terms of specificity (the number of hits decreases less than one order of magnitude). Thus, we defined reliable tags as those sequenced five times or more and discarded the rest. Thereafter, for the subsequent computational and experimental analyses, only those tags occurring at least five times were considered. 

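The cutoff of 5 reads, summed over the 3 libraries, discarded 57,486 tags and kept 41.4% of the distinct tags, which held 99.0% of all reads. Among the 40,670 tags kept, 31,048 had reads in X1, 15,105 in X2 and 14,158 in Xin. Of the tags kept, 355 share at least 10 bases with the sequencing adapter. Requiring 10 reads in place of 5 was the alternative that moved the number most, to 30,806 tags, and requiring the 5 reads within a single library gave 40,015 tags.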

From the initial set of 98,156 distinct tags, 40,670 passed that cutoff (Additional file 2B).

The low technical variability of DGE and its high reproducibility, together with the digital quantification of transcripts, enables direct comparison of samples across different experiments, even from different laboratories [21,22,24-26,29,35]. That property allowed us to contrast our results with those from Galloni [36], who used DGE to identify neoblast genes by comparing irradiated versus control animals over the same strain of clonal *S. mediterranea*. A Venn diagram showing the similarity of the strategies can be seen in Additional file 4. From the total distinct tags, 31.38% (30,806 out of 98,156) were sequenced 10 times or more in our study, compared with just 11,28% (42,159 out of 373,532) in the irradiation strategy, indicating a greater representation of each tag. This suggests, as expected, that the cell-sorting approach has higher specificity. In addition, the strand-specific nature of DGE allows the discrimination of sense and antisense transcripts. 

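Counted from the deposited tags, 30,806 of the 98,156 distinct tags had at least 10 reads over the 3 libraries. These tags held 98.2% of all reads, and 273 of them share at least 10 bases with the sequencing adapter. Of them, 24,382 had reads in X1, 12,231 in X2 and 12,180 in Xin. The tags of the irradiation study were not analysed here.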

Almost 30% of the transcripts successfully identified also presented antisense transcription, even though at lower levels than canonical transcription. This confirms the findings of the aforementioned study in planarians [36] and others [37], and shows that a large proportion of the genome is transcribed from both strands of the DNA. Although the purpose of these transcripts is still open to debate, evidences point to a post-transcriptional gene regulatory function [38].

### Tag mapping to reference sequence data sets

An essential step in DGE is the recovery of the transcript represented by each tag. The nature of the DGE methodology, which generates reads of only 21 nucleotides, implies mapping short reads against a reference genome or a collection of ESTs to retrieve full-length sequences for the original transcripts. On the other hand, the short length facilitates the fast mapping of the tags against the reference sequence data set. To obtain the maximum number of transcripts, tags were mapped against the 94,876 *S. mediterranea* ESTs from the NCBI dbEST[39-42] and all the available transcriptomes (formally those can also be considered as ESTs libraries). 26,822 tags (65.95%) mapped over at least one set of ESTs/transcripts, leaving a huge number (34.05%) unmapped.

In an attempt to recover tags that did not map over the transcripts, tags were also mapped over the *S. mediterranea* genome assembly draft AUVC01 masked with the *S. mediterranea* repeats [23,43-45] (Table 1 and Figure 2). The overlap between transcriptomes was high. Although in most cases sets of reads mapping over a single transcriptome has a very low incidence, there were two cases where one could find a relatively small number of tags mapping to only one transcriptome: 327 tags (1.1%) for Labbé et al. 2012; 208 tags (0.7%) for Rohuana et al. 2012; 3,231 tags (10.7%) remarkably mapping only over the genome; and 26.1% of tags (10,617 out of 40,670) not mapping at all. For tags sequenced 10 times or more, the proportion of unmapped tags is similar: 20.5% (6,327 out of 30,806) (Additional file 2B). Even allowing up to two mismatches, 9.36% of the reads remain not mappable to the genome. This is still an important amount, considering that two mismatches is very permissive (it represents almost a 10% of nucleotide substitution in the read with respect to the reference sequence).

**Table 1:** **Summary of mapped tags**

**Reference**	**Mapped**	**One match**	**More than one match**	**Orphan**	**Contigs per tag**
Abril et al. 2010	17,760	12,848	4,912	22,910	1.616
Adamidi et al. 2011	21,364	18,024	3,340	19,306	1.282
Blythe et al. 2010	20,518	17,649	2,869	20,152	1.204
Kao et al. 2013	23,477	15,791	7,686	17,193	1.444
Labbé et al. 2012	20,339	19,513	826	20,331	1.040
Resch et al. 2012	11,334	9,789	1,545	29,336	1.158
Rouhana et al. 2012	21,768	14,891	6,877	18,902	1.579
Sandmann et al. 2011	19,885	14,774	5,111	20,785	1.407
ESTs 2014	14,482	3,650	10,832	26,188	5.442
Genome AUVC01 2014	25,328	19,019	6,309	15,342	1.272

Counts for the tags mapping over the reference data sets depicted in Figure 2. Total (distinct) tags: 40,670; mapped tags: 30,053; orphan tags (tags not mapped): 10,617.

**Figure 2:**
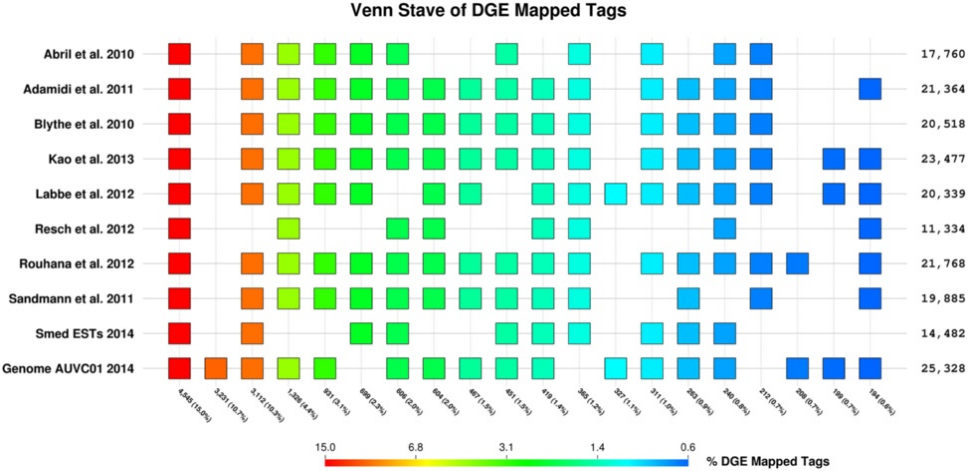
Venn stave showing the proportions of the distinct tags mapped over the different reference data sets. Integrating data for Venn diagrams for sets larger than four or five can be a challenging task, so that, a linear projection of such a diagram is provided in the stave—showing the 20 topmost scoring comparisons from 752 different subsets, accounting for 62.26% (18,710 out of 30,053) of total mappings—for ten reference sequence sets: eight transcriptomes, the *S. mediterranea* ESTs from NCBI dbESTs [39-42], and the latest genome draft AUVC01 [43,44]. Color gradient scale is provided on the bottom bar and it is proportional to the number of unique tags mapped over each sequence subset. X-axis ticks present the number of tags and their relative percent; the numbers on the right Y-axis correspond to the total number of tags mapped into a given sequence sets comparison. It is easy to spot that 15% of the unique reads are mapping onto all the sequence sets.

These results indicate that there will be a significant number of transcripts that are not represented yet neither in the current transcriptomic sets nor in the reference genome, despite their coverage depth [46-49], and may correspond, for instance, to weakly expressed genes [50]. Mapping tags are expressed on average at 50.78 cpm, while non-mapping tags only at 19.85 cpm. Nonetheless, since transcriptomes currently available lack the complete annotation of 3’-UTR regions and the DGE libraries were made from the 3’-ends, reads that map to genomic sequences but not to current transcripts may potentially come from the 3’-UTR ends not yet sequenced. To evaluate this possibility, we have projected the transcriptome from Kao et al. 2013 [17] over the genome and looked for the proximity of the tags mapping next to the 3’-end of the transcripts (Additional file 5). Downstream sequenced DGE tags account for 4.12% of all the possible CATG targets. This small amount of sequenced tags only mapping to the genome may correspond to potential novel unsequenced transcripts, alternative 3’-UTR exons of splicing isoforms, misannotated or alternative poly-adenylation sites, or even to non-coding RNAs not represented yet in the present transcriptome sets. Future RNA-Seq experiments may provide further sequence evidences supporting transcripts for those tags.

### Functional annotation

8,903 contigs from Smed454_90e—Smed454 from now on—[10] showing significant expression changes (*p* < 0.001) were selected and, from those, 7,735 contigs presented a hit to a Pfam domain model (Figure 3). For those sequences having a significant hit to a known domain/protein, gene ontology (GO) analysis was performed in order to summarize changes on the biological processes and molecular functions due to the observed expression patterns of the enriched sets of transcripts. Those transcripts were classified according to the cell type in which they were mostly expressed, then their significant GO annotations were clustered (also taking into account their parent nodes in the ontology), to calculate the terms abundance log-odds ratio. Comparison of GO categories between transcripts predominantly expressed in X1, X2 or Xin cell fractions revealed significant patterns of enrichment as indicated in Additional file 6 (see also the “Transcriptomes” tables available from the web site—planarian.bio.ub.edu/SmedDGE—for specific GO terms assigned to each transcript).

**Figure 3:**
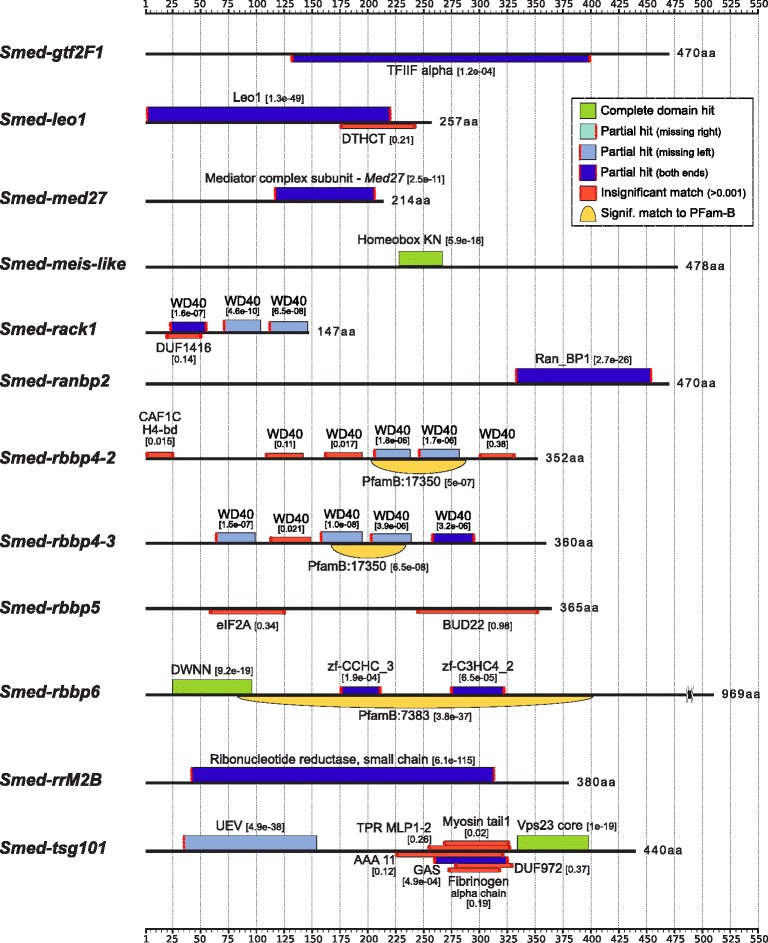
Predicted functional domains for several of the selected transcript candidates. Functional domains annotation based on Pfam hidden Markov models. Legend box shows a classification of the domain hits based on its match to complete domain model; the boxes height is proportional to the E-value score provided for each match. Significant matches were considered for HMMER [117] E-value < 0.001; however, low-significance matches are also shown, as well as hits to Pfam-B models produced by automated alignment protocols. Further annotation over Smed454 transcripts is already available at the GBrowse2 URL planarian.bio.ub.edu/gbrowse/smed454_transcriptome; an example can also be found on Figure 4.

The GO comparison between the neoblast population (X1) and the differentiated cells (Xin) reflects distinct functional signatures: X1 is enriched in ubiquitin-dependent protein catabolic process, nucleic acid binding, RNA-binding, helicase activity, ATP binding, translation, and nucleosome assembly; Xin most represented categories include actin binding, actin cytoskeleton organization, small GTPase mediated signal transduction, proteolysis, and calcium ion binding; whereas in X2, markers of secretory activity such as vacuolar transport are more abundant.

### Browsing data

All tag mappings over the different transcriptome versions are available in the form of dynamic tables from our web site (planarian.bio.ub.edu/SmedDGE, Figure 4A). The relationship between Smed454, along with their domains and functional annotation, with the other reference transcriptomes described in this manuscript can be browsed on a subset of those tables. In order to establish the correspondence between the transcriptomes, a megablast—NCBI BLAST+ 2.2.29 [51]—was performed, filtering the resulting hits afterwards by three levels of coverage (90%, 95% and 98%). Although the focus is set on Smed454, the user can reorder those tables by columns containing identifiers for other transcriptome versions or she can choose to jump to the transcriptome version specific summary table.

**Figure 4:**
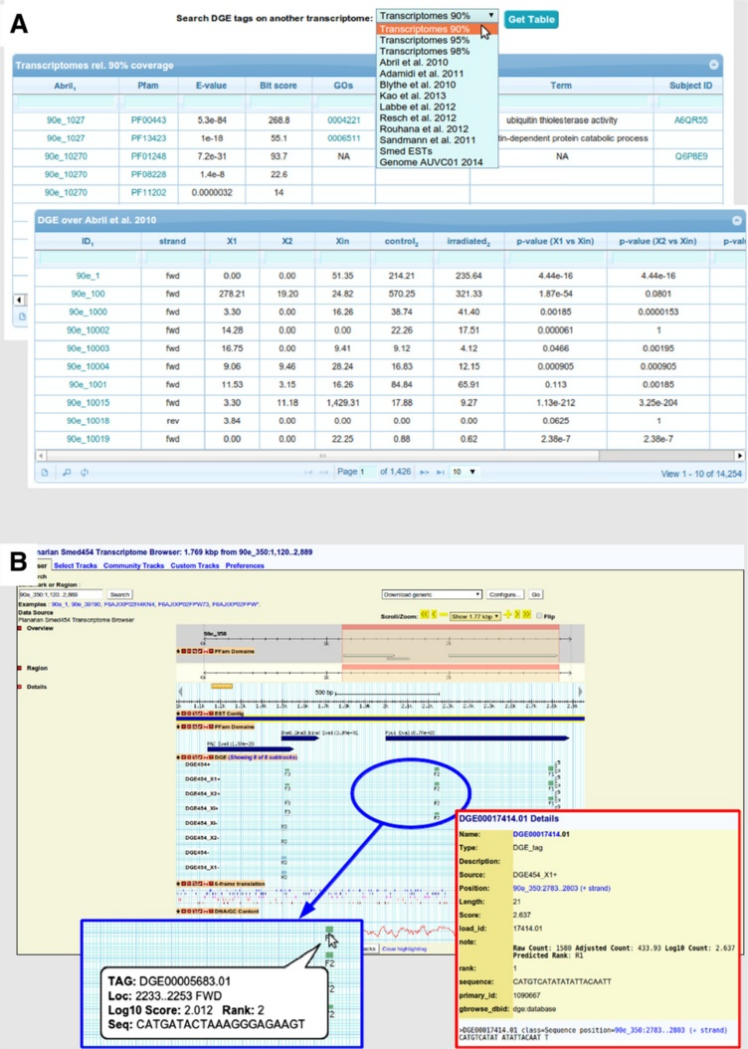
Online data sets and DGE data on Smed454 GBrowse2.**A** - To facilitate browsing of mapped tags over the transcripts we have worked with, we provide a dynamic table interface that paginates through the huge lists of records. This jQuery [112] interface allows the user to easily sort the output table by a given column—just by clicking on the column label—or to search for specific values on the cells—using either the form box just below the column labels or the advanced search available from the magnifying glass icon at the bottom of the table. Three tables, like the one in the background, contain the equivalences between contigs from different transcriptomes, as well as functional annotations, always focusing on the Smed454 data set. The other tables, like the one in the foreground, contain the tag mappings for each single transcriptomes considered to date. **B** - Previously published Smed454 database [10] has been ported to GBrowse2 in order to facilitate navigating through the transcripts annotations, such as predicted domains from Pfam, assembly reads mapping, etc. This panel shows the annotations on *Smed-wi-3* homologous contig as an example. A customized track allows the integration of information about mapped DGE tags into single or combined tracks; tags are represented as boxes with height proportional to log of the normalized tag counts, the rank and the strand for the tag hit are shown in the label just below that box. Bottom left blue box zooms into one of those combined tracks to visualize the pop-up box that the user can recover when moving the mouse over a given tag feature. In addition, bottom right red box displays the details page one can get when clicking on a tag feature.

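The tag shown for Smed-wi-3 in Fig. 4B has the sequence TCATATATATTACAATT after the CATG. In the deposited counts this tag had 1580 reads in X1, 268 in X2 and 25 in Xin, or 434 cpm, 76.8 cpm and 21.4 cpm. The join of listed values to tags led to the same sequence without use of the figure. The log2 ratio of X1 over Xin was 4.31 (95% interval 3.77 to 4.97, exact Clopper-Pearson; exact binomial p = 7.15e-152) and that of X2 over Xin was 1.82 (1.25 to 2.50; exact binomial p = 6.74e-13). With the adapter-matching reads left out of the totals, the log2 ratio of X1 over X2 fell from 2.50 to 0.05.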

Moreover, the Smed454 contig browser [10,52]has been revamped into a more flexible interface based on GBrowse2 (planarian.bio.ub.edu/gbrowse/smed454_transcriptome). One can find there different types of annotation tracks: reads coverage, homology to known genes/proteins, hits to Pfam domains, and also the information of the tags mapped over the sequence. One track-specific GBrowse2 Perl module was modified to display DGE tags data, such as the sequence, counts and rank position. Further customization of the GBrowse2 configuration facilitates the access to most of that information in the form of pop-up summary boxes, but also by means of additional “Details” page (see yellow panel on the right side of Figure 4B).

This browser has been developed under the principle of easy accessibility, in the hope that it will become a useful and informative user friendly tool for experimental researchers in their daily work.

### Experimental validation

The validity of our approach is corroborated by the expression levels detected in 40 already known and well-characterized neoblast genes (Table 2), plus another 29 genes described in the literature with evidence of also being neoblast related (Table 3). 

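Of the 40 genes of Table 2, 39 were joined to tags, and 35 of these were higher in X1 than in Xin past the threshold of the exact binomial test. Of the 29 genes of Table 3, all were joined and 28 were higher in X1 than in Xin by the same test. The median log2 ratio of X1 over Xin was 4.75 in Table 2 and 5.60 in Table 3, and the median level in X1 was 43.1 cpm and 42.0 cpm. X1 held the highest cpm of the 3 fractions for 37 genes of Table 2 and for 27 of Table 3, or for 33 and 24 with the adapter-matching reads left out of the totals. Smed-pcna had the largest log2 ratio of Table 2, 10.73, with 2653 reads in X1, 84 in X2 and 0 in Xin, and Smed-mcm7 that of Table 3, 9.68, with 1281, 84 and 0 reads; the tag of Smed-mcm7 ends in AGC, the first 3 bases of the Xin barcode. Many of these ratios rest on 0 reads in Xin, where the floor was 2.57 cpm: 22 joined genes of Table 2 and 24 of Table 3 had none there. In Table 2, Smed-dlx, Smed-p53 and Smed-sd-2 did not pass the threshold, with 19, 19 and 17 reads in X1 and 0 in Xin, and Smed-prog-1 was lower in X1. In Table 3 only Smed-nlk-1 did not pass. With the adapter-matching tags left out of the totals, 29 genes of Table 2 and 26 of Table 3 passed, and with an assumed biological coefficient of variation of 0.4 in the edgeR exact test, 25 and 22 passed. Among the genes joined to a single tag, 24 of 25 in Table 2 and 18 of 19 in Table 3 passed. The tags of Smed-hdac-1, Smed-hsp70, Smed-smB, Smed-rbbp4-1 and Smed-sz12-1 contain AATG, which no X2 tag contains, and these genes had 0 reads in X2. The tags of Smed-sae2 and Smed-znf207-1 contain AGCA, which no Xin tag contains, and both had 0 reads in Xin.

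**Figure D3:**
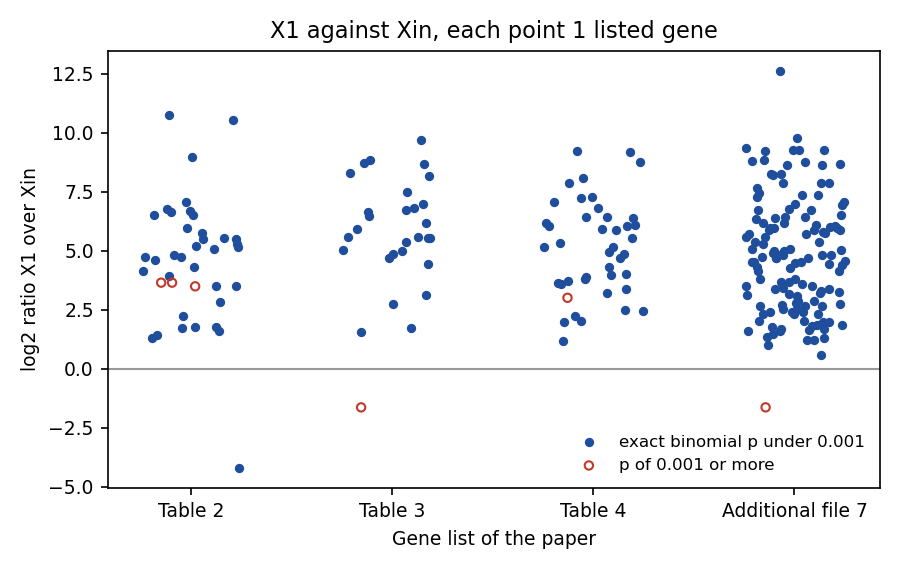
The log2 ratio of X1 over Xin for every joined entry of Tables 2 to 4 and Additional file 7. Each point is 1 entry with no error bars, with 0.5 reads added to each count. Filled points passed the threshold of the exact binomial test and open points did not. Below 0 lie Smed-prog-1 in Table 2 and, with 0 reads in X1 and in Xin, Smed-nlk-1 in Table 3 and 1 clone of Additional file 7.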

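Smed-nlk-1 had 0 reads in X1, 105 in X2 and 0 in Xin, a level of 30.1 cpm in X2. Its log2 ratio of X2 over Xin was 6.14 (exact binomial p = 1.34e-13) and its log2 ratio of X1 over X2 was -7.78 (exact binomial p = 5.10e-33). The values match a single tag, GTGTAACGTATATATAT, while counts moved by up to 10 reads match some tag in 10% of cases. This tag contains ACGT, the barcode of the X1 library, which no X1 tag contains, so its 0 reads in X1 cannot be told apart from a loss of such tags in processing. Smed-prog-1, joined to the tag AAATTATACGAAGAAAC, had 7 reads in X1, 1359 in X2 and 44 in Xin, or 1.92 cpm, 390 cpm and 37.7 cpm. Its log2 ratio of X2 over Xin was 3.35 (95% interval 2.94 to 3.84, exact Clopper-Pearson; exact binomial p = 1.53e-113). Its log2 ratio of X1 over Xin was -4.21 (-5.69 to -3.13; exact binomial p = 3.18e-20). The tag of Smed-prog-1 contains none of the 3 barcodes.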

As can be observed in Figure 5, both sets of genes show the expected expression pattern along the vertical right hyperbola, indicating a clear X1 specificity, with two exceptions overrepresented in X2: *Smed-nlk-1* and *Smed-prog-1*, which is described to be found in postmitotic cells [53]. 

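Smed-dlx had 19 reads in X1 and 0 in X2 and in Xin, a level of 5.22 cpm in X1. The difference between X1 and Xin did not pass the threshold (log2 ratio 3.65, exact binomial p = 0.0101), while that between X1 and X2 did (log2 ratio 5.22, exact binomial p = 5.70e-06). With the adapter-matching reads left out of the totals, neither passed (exact binomial p = 0.0635 and p = 0.0916). At this depth 5.22 cpm in X1 is above the floors of X2 and Xin, but 483 tags share these 3 counts, so the tag of Smed-dlx is not identified. Smed-sp6-9 had 141 reads in X1, 2 in X2 and 0 in Xin, or 38.7 cpm in X1 and 0.573 cpm in X2. Its log2 ratio was 6.50 for X1 over Xin (exact binomial p = 1.81e-17) and 5.76 for X1 over X2 (exact binomial p = 3.49e-38). These counts are shared by 2 tags.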

*Smed-dlx* and *Smed-sp6-9* are key genes in eye formation [54]; despite their localized activation, DGE was sensitive enough to identify both of them predominantly in the X1 subfraction. Moreover, we could detect expression of genes such as *Smed-smg-1*—which is described as broadly expressed through all tissues, including neoblasts [55]—in both neoblasts and differentiated cells. 

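Smed-smg-1, joined to the tag GCGGAAATAAACGGCGC, had 265 reads in X1, 40 in X2 and 31 in Xin, or 72.8 cpm, 11.5 cpm and 26.5 cpm, all above the floors of the libraries. The log2 ratio of X1 over Xin was 1.44 (95% interval 0.92 to 2.04, exact Clopper-Pearson; exact binomial p = 2.52e-09). The log2 ratio of X2 over Xin was -1.22 (-1.92 to -0.49; exact binomial p = 9.88e-04). The direction of X2 against Xin depended on the scaling, since the ratio was 1.06 with the TMM factors of edgeR and 0.54 with the adapter-matching reads left out of the totals. Neither of these ratios passed the threshold (exact binomial p = 0.00291 and p = 0.143). With the adapter-matching reads left out, the ratio of X1 over Xin was 0.75 and no longer passed the threshold (exact binomial p = 0.00377). X1 against Xin also fell short in the edgeR exact test. With an assumed biological coefficient of variation of 0.2 its p was 0.00345, and with 0.4 it was 0.107.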

Finally, 133 clones from two different studies [6,56] focussing on regeneration, stemness and tissue homeostasis are, indeed, significantly overexpressed in neoblasts (Additional file 7).

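All 133 clones of Additional file 7 were joined to tags, 113 of them to a single tag. The clones were listed by the paper for overexpression in these same libraries, and their joined reads equal the paper's, so that passing a similar test was set beforehand. Every clone passed the threshold of the exact binomial test for X1 over Xin or X2 over Xin, 132 of them for X1 over Xin, 33 for X2 over Xin and 32 for both. With the adapter-matching reads left out of the totals, 123 clones passed for X1 over Xin and 77 for X2 over Xin, and the highest cpm was in X1 for 97 clones and in X2 for 36. The median level was 132 cpm in X1, 8.89 cpm in X2 and 5.14 cpm in Xin, and the median log2 ratio of X1 over Xin was 4.69. The largest ratio, 12.63, was that of clone nbe.8.08b, with 9897 reads in X1, 864 in X2 and 0 in Xin. The smallest ratio of a clone past the threshold, 0.59, was that of 00466_V2 calreticulin-1, with 825, 248 and 176 reads; with the adapter-matching reads left out it was -0.10 and did not pass (exact binomial p = 0.428). The clone that passed for X2 only, annotated as a hypothetical protein, had 257 reads in X2 and 0 in X1 and in Xin. In Xin, 59 clones had 0 reads, and the tags of 10 of these contain AGCA, which no Xin tag contains; clone nbe.8.08b is among them. The tag of the clone that passed for X2 only contains ACGT, which no X1 tag contains. With an assumed biological coefficient of variation of 0.4 in the edgeR exact test, 88 of the 133 clones passed.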

**Table 2:** **Neoblast genes**

**Gene**	**X1**	**X2**	**Xin**	**p-val X1-Xin**	**p-val X2-Xin**	**Accession**	**PubMed**
*Smed-bruli*	212.57	122.68	0	2.20e-062	1.58e-035	DQ344977	16890156
*Smed-chd4*	159.84	18.34	13.69	5.91e-032	1.10e-001	GU980571	20223763
*Smed-coe*	10.16	0	0	9.77e-004	1	KF487109	25356635
*Smed-cycD*	18.95	0	0	1.91e-006	1	JX967267	23123964
*Smed-dlx*	5.22	0	0	3.12e-002	1	JN983829	21852957
*Smed-e2f4-1*	141.72	23.50	29.96	6.24e-018	7.79e-002	JX967265	23123964
*Smed-egfr-3*	19.50	0.57	0	1.91e-006	5.00e-001	HM777016	21458439
*Smed-egr-1*	510.01	37.26	153.20	9.16e-045	3.06e-017	JF914965	21846378
*Smed-foxA*	15.65	0	0	1.53e-005	1	JX010556	24737865
*Smed-hdac-1*	1086.49	0	60.77	4.19e-122	4.34e-019	JX967266	23123964
*Smed-hnf4*	30.21	8.31	8.56	3.85e-004	1.85e-001	JF802199	21566185
*Smed-hsp60*	113.43	10.32	33.38	8.64e-011	2.18e-004	GU591874	21356107
*Smed-hsp70*	326.28	0	11.13	3.98e-081	4.88e-004	GU591875	21356107
*Smed-jnk*	87.61	13.47	11.98	8.29e-016	1.55e-001	KC879720	24922054
*Smed-lst8*	43.12	1.43	0	1.14e-013	5.00e-001	JN815261	22479207
*Smed-msh2*	57.13	2.58	0	6.94e-018	1.25e-001	JF511467	21747960
*Smed-nanos*	39.27	1.15	0	1.82e-012	5.00e-001	EF153633	17390146
*Smed-ncoa5*	48.34	30.38	0	1.46e-011	5.96e-008	KF668097	24268775
*Smed-nf-YB*	11.26	2.58	0	4.88e-004	1.25e-001	HM100653	20844018
*Smed-p53*	5.22	5.73	0	3.12e-002	1.56e-002	AY068713	12421706
*Smed-papbc*	46.96	0	0	7.11e-015	1	HM100651	20844018
*Smed-pbx*	226.03	38.12	19.69	1.17e-044	6.41e-003	KC353351	23318635
*Smed-pcna*	728.63	24.08	0	3.51e-217	5.96e-008	EU856391	18786419
*Smed-prmt5*	43.67	0.57	0	5.68e-014	5.00e-001	JQ035529	22318224
*Smed-prog-1*	1.92	389.54	37.66	7.09e-010	7.42e-074	JX122762	18786419
*Smed-runt-1*	16.48	0	0	1.53e-005	1	JF720854	21846378
*Smed-sd-1*	14.28	0.57	0	6.10e-005	5.00e-001	KF990481	24523458
*Smed-sd-2*	4.67	0	0	3.12e-002	1	KF990482	24523458
*Smed-smB*	461.12	0	29.96	1.72e-099	9.31e-010	GU562964	20215344
*Smed-smg-1*	72.78	11.47	26.53	1.51e-006	4.38e-003	JF894292	22479207
*Smed-soxP-1*	15.11	3.15	0	3.05e-005	1.25e-001	JQ425151	22385657
*Smed-sp6-9*	38.72	0.57	0	1.82e-012	5.00e-001	JN983830	21852957
*Smed-srf*	40.37	0.29	16.26	5.78e-004	1.53e-005	JX010474	22549959
*Smed-tert*	19.22	0	0	1.91e-006	1	JF693290	22371573
*Smed-tor*	31.86	0	10.27	3.35e-004	9.77e-004	JF894291	22479207
*Smed-vasa-1*	1209.52	22.93	22.25	3.39e-162	1.17e-001	JQ425140	22385657
*Smed-wi-1*	644.59	13.47	0	6.01e-192	1.22e-004	DQ186985	16311336
*Smed-wi-2*	724.78	50.45	26.53	1.41e-176	2.90e-003	DQ186986	16311336
*Smed-wi-3*	433.93	76.82	21.40	9.76e-101	4.01e-009	EU586258	18456843
*Smed-xin-11*	26.64	0	0	7.45e-009	1	DQ851133	17670787

X1, X2 and Xin DGE expression levels of already known and deeply characterized neoblast genes.

**Table 3:** **Likely neoblast genes**

**Gene**	**X1**	**X2**	**Xin**	**p-val X1-Xin**	**p-val X2-Xin**	**Accession**	**PubMed**
*Smed-armc1*	20.60	2.01	0	4.77e-007	2.50e-001	JQ425158	22385657
*Smed-ash2*	17.58	0.86	0	3.81e-006	5.00e-001	KC262336	23235145
*Smed-cpsf3*	19.77	0	0	9.54e-007	1	KJ573358	24737865
*Smed-da*	13.46	0	0	1.22e-004	1	KF487093	24173799
*Smed-eed-1*	42.02	0	0	2.27e-013	1	JQ425136	22385657
*Smed-ezh*	31.03	2.01	0	4.66e-010	2.50e-001	JQ425137	22385657
*Smed-fer3l-1*	12.36	1.15	0	2.44e-004	5.00e-001	KF487094	24173799
*Smed-fhl-1*	158.19	8.31	23.11	2.79e-025	3.67e-003	JQ425148	22385657
*Smed-hcf1*	20.60	0	0	4.77e-007	1	KC262343	23235145
*Smed-hesl-3*	26.09	0.57	0	1.49e-008	5.00e-001	KF487112	24173799
*Smed-junl-1*	173.30	4.59	0	1.97e-050	3.12e-002	JQ425155	22385657
*Smed-khd-1*	29.94	4.87	8.56	3.85e-004	1.22e-001	JQ425142	22385657
*Smed-mcm7*	351.82	24.08	0	5.22e-104	5.96e-008	KJ573361	24737865
*Smed-mll5-2*	97.50	15.48	32.52	7.09e-008	3.88e-003	KC262344	23235145
*Smed-mrg-1*	53.28	3.44	0	1.11e-016	1.25e-001	JQ425133	22385657
*Smed-nlk-1*	0	30.10	0	1	9.31e-010	JQ425157	22385657
*Smed-nsd-1*	135.40	8.03	0	4.23e-039	3.91e-003	JQ425134	22385657
*Smed-pabp2*	191.98	2.58	8.56	2.84e-045	5.37e-002	KJ573359	24737865
*Smed-rbbp4-1*	121.67	0	0	3.13e-035	1	JQ425135	22385657
*Smed-sae2*	19.77	6.02	0	9.54e-007	1.56e-002	KJ573350	24737865
*Smed-setd8-1*	10.99	0.57	0	4.88e-004	5.00e-001	JQ425139	22385657
*Smed-soxP-2*	37.63	4.01	0	3.64e-012	6.25e-002	JQ425152	22385657
*Smed-soxP-3*	14.01	14.62	0	6.10e-005	3.05e-005	JQ425153	22385657
*Smed-sz12-1*	76.90	0	0	6.62e-024	1	JQ425138	22385657
*Smed-tcf15*	47.51	16.05	0	3.55e-015	1.53e-005	JQ425150	22385657
*Smed-vasa-2*	491.06	184.02	55.63	6.25e-087	2.39e-016	JQ425141	22385657
*Smed-wdr82-2*	195.55	16.63	0	2.66e-057	7.63e-006	KC262342	23235145
*Smed-zmym-1*	180.99	6.31	0	8.05e-053	1.56e-002	JQ425146	22385657
*Smed-znf207-1*	44.77	3.73	0	2.84e-014	6.25e-002	JQ425147	22385657

X1, X2 and Xin DGE expression levels of genes described in the literature with some evidences of being neoblast genes.

**Figure 5:**
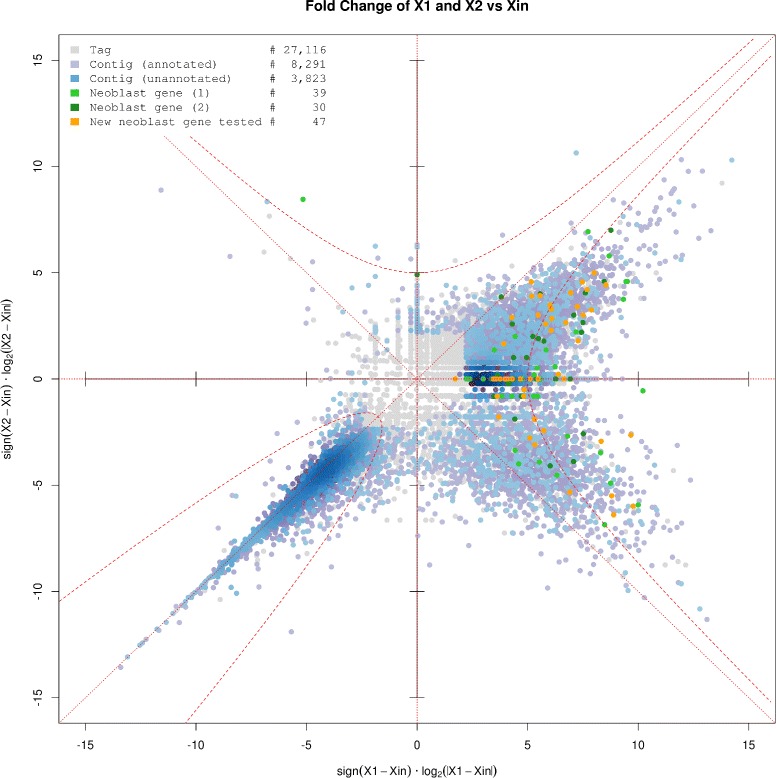
Splashplot projection of the X1/X2 versus Xin expression changes. X-axis represents tags fold change of X1 with respect to Xin, while Y-axis corresponds to fold change differences between X2 and Xin. Fold change is here calculated as the log base 2 of absolute value of difference between X1, or X2, and Xin, while the direction of the change will be given by the sign of that subtraction. Each of the figure quadrants provide insights on tags expression considering the three cell fractions simultaneously. Upper right quadrant contain tags being overexpressed in both X1 and X2 with respect to Xin; bottom left quadrant has those tags overexpressed in Xin versus the other two fractions. Points over the X-axis or Y-axis correspond to tags for which expression levels change only in one cell fraction, X1 or X2, with respect to Xin. The shift trend on most points towards the right vertical hyperbola reflects a higher expression level in X1 when compared to X2 or Xin (otherwise points will fit closer to both diagonals).

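Over the 40,670 tags with at least 5 reads, 63.7% had their highest cpm in X1, 11.0% in X2 and 25.3% in Xin. Relative to Xin, 6,419 tags (15.8%) were higher in both X1 and X2, 20,347 (50.0%) in X1 only, 3,599 (8.85%) in X2 only and 10,305 (25.3%) in neither. With the adapter-matching tags left out of the tags and of the totals, the highest cpm was in X1 for 54.0%, in X2 for 21.1% and in Xin for 24.9% of the remaining 40,315 tags. By the exact binomial test, 7,741 tags were higher in X1 than in Xin and 8,065 higher in Xin than in X1. In the same way, 1,176 tags were higher in X2 than in Xin and 10,289 higher in Xin than in X2. Between X1 and X2, 17,986 tags were higher in X1 and 2,125 higher in X2. Among the alternatives set before the data were examined, the test on rounded cpm left 313 tags higher in X2 than in X1. With the TMM factors of edgeR, 6,439 tags were higher in X2 than in Xin, 5,114 higher in X1 than in X2 and 6,022 higher in X2 than in X1. Another alternative, chosen after seeing the data, left out the adapter-matching tags and the tags with a barcode. It gave 2,402 tags higher in X1 than in X2 and 5,801 higher in X2 than in X1. Among tags without a gene name, ATCATAGCAACAATAGA rose most in X1 over Xin, with 17,945 reads in X1, 3,051 in X2 and 0 in Xin, followed by CAAAGCCGTATTGTAGC, with 11,588, 1,732 and 0 reads. AAGTTACGTTTAGGCCG, with 0 reads in X1, 12,341 in X2 and 3,580 in Xin, and AATCCTGACAATCGCGG, with 0, 71 and 2,141 reads, fell most in X1 against Xin. In X2 over Xin, AAAGCAGAAAAAGTGAA rose most, with 534 reads in X1, 5,578 in X2 and 0 in Xin, and ATCATAGCAACAATAGA came next. AAATGCGATGTCGATAT, with 4,839 reads in X1, 0 in X2 and 14,253 in Xin, and GGCTTTACAATGCTATT, with 1,338, 0 and 4,258 reads, fell most in X2 against Xin. Of these 7 tags, 5 contain the barcode of the library in which they had 0 reads; the exceptions are CAAAGCCGTATTGTAGC, which ends in AGC, the first 3 bases of the Xin barcode (of abundant tags with the matching ending, 17 of 26 were at 0 in Xin, but 0 of 9 in X1 and 1 of 21 in X2), and AATCCTGACAATCGCGG.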

Based on their X1/Xin expression ratio, we selected a collection of potential new neoblast genes among the most represented in the X1 population. 

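All 42 genes of Table 4 were joined to tags, 35 of them to a single tag, and 41 were higher in X1 than in Xin by the exact binomial test. All 42 had their highest cpm in X1 with library totals; with the adapter-matching reads left out of the totals, 31 had it in X1 and 11 in X2. The genes were chosen by the paper for this ratio in the same libraries, so the choice favours a high count. The median level was 78.7 cpm in X1, 8.17 cpm in X2 and 0.856 cpm in Xin, and the median log2 ratio of X1 over Xin was 5.15. Smed-traf-4 had the largest ratio, 9.24, with 940 reads in X1, 111 in X2 and 0 in Xin, and its tag contains AGCA, which no Xin tag contains. Smed-srrt followed with 9.19, from 907, 124 and 0 reads. The smallest ratio of a gene past the threshold was that of Smed-tsg101, 1.17 (exact binomial p = 4.24e-27), with 1162, 575 and 165 reads. Smed-tusc3, with 12 reads in X1 and 0 in X2 and in Xin, did not pass (exact binomial p = 0.0709). In Xin, 18 of the genes had 0 reads, and 12 of the genes were also higher in X2 than in Xin, or 23 with the adapter-matching reads left out. The alternative that moved the count of 41 most was the edgeR exact test with an assumed biological coefficient of variation of 0.4, by which 30 genes passed. The tags of Smed-mlx, Smed-ncapD2 and Smed-set contain AATG, which no X2 tag contains, and these genes had 0 reads in X2. The tag of Smed-traf-5 ends in AGC, the start of the Xin barcode. It had 172 reads in X1, 53 in X2 and 0 in Xin.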

With the chosen candidates we performed expression pattern analysis by whole mount in situ hybridization (WISH) in irradiated animals. At different times after irradiation, as the neoblasts and its progeny decline, the hybridizationsignal disappears [57]. The expression of 42 out of 47 genes tested was diminished or completely lost in irradiated animals (Table 4 and Additionalfile 8).

**Table 4:** **New neoblast genes experimentally validated**

**Gene**	**X1**	**X2**	**Xin**	**p-val X1-Xin**	**p-val X2-Xin**	**TR**	**TF**	**ED**	**CC**	**OG**	**Accession**	**PubMed**
*Smed-atf6A* (*Smed-atfl1*)	12.36	0.57	0	2.44e-004	5.00e-001	∙	∙				JX010554	22549959
*Smed-ccar1*	184.01	79.11	0	1.02e-053	1.65e-024	∙		∙	∙	∙	KM981922	
*Smed-dnaJA3*	133.75	26.94	10.27	2.65e-028	2.53e-003	∙				∙	KM981923	
*Smed-ergic3*	66.74	4.87	0	6.78e-021	3.12e-002					∙	KM981924	
*Smed-got2 ∥ Smed-maspat*	106.29	7.17	0.86	1.78e-030	3.12e-002					∙	KM981925	
*Smed-gtf2E1*	36.25	14.91	0	1.46e-011	3.05e-005	∙	∙				KM981926	
*Smed-gtf2F1*	25.54	0	0	1.49e-008	1	∙	∙				KM981927	
*Smed-hadhB*	153.80	12.33	1.71	4.86e-043	5.55e-003					∙	KM981928	
*Smed-hnrnpA1/A2B1*	341.93	13.76	21.40	3.70e-075	6.75e-002			∙			KM981929	
*Smed-leo1* (*NBE.6.06A*)	377.36	26.66	5.14	3.79e-104	4.69e-005	∙		∙		∙	AY967650	15866156
*Smed-lin9*	47.51	13.76	2.57	9.25e-012	5.19e-003	∙			∙	∙	KM981930	
*Smed-maf*	19.50	7.45	0	1.91e-006	7.81e-003	∙	∙	∙			KM981931	
*Smed-med7*	162.86	11.18	7.70	3.59e-038	1.44e-001	∙					KM981932	
*Smed-med27*	72.51	14.91	5.14	6.99e-017	1.48e-002	∙					KM981933	
*Smed-meis-like*	10.99	0	0	4.88e-004	1	∙	∙	∙		∙	KM981934	
*Smed-mlx*	160.12	0	40.23	1.81e-017	9.09e-013	∙	∙		∙		KM981935	
*Smed-ncapD2*	84.86	0	0.86	1.11e-024	5.00e-001				∙		KM981936	
*Smed-nfx1 ∥ Smed-stc*	28.29	0.57	0	3.73e-009	5.00e-001	∙	∙	∙			KM981937	
*Smed-nf-YA*	31.31	1.15	2.57	3.48e-007	2.50e-001	∙	∙	∙	∙	∙	KM981938	
*Smed-nf-YB-2*	17.03	0	0	7.63e-006	1	∙	∙	∙	∙	∙	KM981939	
*Smed-nf-YC*	589.38	97.74	142.93	4.54e-064	1.46e-002	∙	∙	∙	∙	∙	KM981940	
*Smed-nme1 ∥ Smed-nm23H1*	603.39	45.00	129.24	4.69e-073	6.54e-010			∙		∙	KM981941	
*Smed-nup50*	45.32	8.89	0.86	6.54e-013	9.77e-003			∙			KM981942	
*Smed-pes1* (*Smed-pescadillo-1*)	228.23	46.15	18.83	5.45e-046	3.34e-004			∙	∙	∙	JX010566	22549959
*Smed-rack1*	115.90	30.10	0	1.91e-033	9.31e-010			∙	∙	∙	KM981943	
*Smed-ranbp2 ∥ Smed-nup358*	45.32	0.86	0.86	6.54e-013	5.00e-001					∙	KM981944	
*Smed-rbbp4-2* (*Smed-rbbp-1*)	100.24	0	0	1.08e-028	1	∙				∙	JX010613	22549959
*Smed-rbbp4-3* (*NBE.6.02C*)	254.04	27.52	17.97	7.94e-054	4.01e-002	∙				∙	AY967644	15866156
*Smed-rbbp4-4*	56.30	6.02	0	1.39e-017	1.56e-002	∙			∙	∙	KM981945	
*Smed-rbbp5*	43.94	0.57	4.28	6.91e-010	1.56e-001	∙		∙		∙	KM981946	
*Smed-rbbp6*	64.27	11.18	0	5.42e-020	4.88e-004					∙	KM981947	
*Smed-rrM2B* (*Smed-rnr2-2*)	826.40	7.45	13.69	1.07e-111	5.54e-002				∙	∙	JX010501	22549959
*Smed-serinc*	12.91	0.29	0	1.22E-004	1						KM981948	
*Smed-set*	936.53	0	63.33	1.70e-100	1.08e-019			∙		∙	KM981949	
*Smed-srrt ∥ Smed-ars2*	249.10	35.54	0	3.75e-073	1.46e-011	∙	∙	∙			KM981950	
*Smed-thoc2*	184.01	9.75	1.71	6.45e-052	1.61e-002			∙		∙	KM981951	
*Smed-tif1A*	63.99	5.73	11.13	1.30e-010	9.44e-002	∙	∙	∙		∙	KM981952	
*Smed-traf-4*	258.16	31.82	0	7.59e-076	2.33e-010	∙				∙	KM981953	
*Smed-traf-5*	47.24	15.19	0	7.11e-015	3.05e-005	∙				∙	KM981954	
*Smed-tsg101* (*NBE.2.10C*)	319.13	164.82	141.22	4.42e-016	3.90e-001	∙		∙	∙	∙	AY967577	15866156
*Smed-tssc1*	48.61	0	8.56	3.69e-008	1.95e-003					∙	KM981955	
*Smed-tusc3*	3.30	0	0	1.25e-001	1			∙		∙	KM981956	

For those genes whose sequence had already been annotated in *S. mediterranea*—although only a slight or no experimental characterization at all had been carried out with them—former gene name is in parentheses and Pubmed identifier of the original publication is provided. When a gene was traditionally known by a different name from the recommended (see Gene nomenclature section in Methods), a synonym name is shown separated by a double bar. Transcription regulators (TR) modulate gene expression. Transcription factors (TF), in addition, posses specific DNA binding domains. Genes involved in embryogenesis/development (ED) and control of cell cycle (CC) are also noted. Oncogenes (OG) have a human homolog related to oncogenesis. Predicted functional domains for several of the selected transcript candidates are visualized in Figure 3.

Although neoblasts are essential also during homeostasis for normal cell renewal, the phenotype becomes more evident during regeneration. Functional analyses were therefore carried out by RNAi followed by head and tail amputation in order to visualize defects in the regenerating process. From the 42 genes whose expression was affected by irradiation, 24 showed a phenotype after RNAi (Additional file 9), most of them preventing a successful regeneration and leading to the death of the animals, the usual phenotype for neoblast genes [58,59].

### New neoblast genes

Interestingly, several of the new genes identified as neoblast genes correspond to transcription factors, which are key elements implicated in cell fate decisions. Furthermore, many are also homologous to cancer related genes. We briefly describe those that produce planarian regeneration impairment after RNAi (Additional file 9). The inhibition of six of them produce a reduced blastema with defective head and eyes. *Smed-atf6A*, is a cyclic AMP-dependent transcription factor, which interacts with the Nuclear Transcription Factor Y (NF-Y) complex (further analyzed later). *Smed-ccar1*, is a perinuclear phospho-protein that functions as a p53 coactivator modulating apoptosis and cell cycle arrest [60]. *Smed-hnrnpA1/A2B1*, a component of the ribonucleosome, is involved in the packaging of pre-mRNA into hnRNP particles in embryonic invertebrate development [61] and in stem cells [62]. *Smed-srrt*, modulates arsenic sensitivity, a carcinogenic compound that inhibits DNA repair [63]. *Smed-med7* and *Smed-med27* belong to a mediator complex essential for the assembly of general transcription factors. *Smed-ranbp2* is a member of the nuclear pore complex and is implicated in nuclear protein import. Within the same family, *Smed-nup50* shows also a stronger phenotype. The knockdown of the other 14 genes prevents the formation of the blastema completely. *Smed-gtf2E1* and *Smed-gtf2F1*, are components of the general transcription factors IIE and IIF. *Smed-ncapD2* is necessary for the chromosome condensation during mitosis [64]. *Smed-pes1*, is required in zebrafish for embryonic stem cell proliferation [65]. *Smed-rack1*, is an intracellular adaptor of the protein kinase C in a variety of signaling processes. *Smed-lin9*, is related to the retinoblastoma pathway interacting with Retinoblastoma 1, which is required for cell cycle progression [66]. All six different retinoblastoma binding proteins produce a non-blastema phenotype. The retinoblastoma pathway has been described to regulate stem cell proliferation in planarians [67] and some of its genes are already identified. Despite that, most of them are yet to be analyzed. Finally, *Smed-rrM2B*, is a subunit of the ribonucleotide reductase (RNR) complex required for DNA repair [68]. Details on these genes as well as the rest of the genes tested from the X1 population can be examined in the Additional file 10.

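Smed-meis-like had 40 reads in X1 and 0 in X2 and in Xin, a level of 11.0 cpm in X1. Its log2 ratio of X1 over Xin was 4.70 (exact binomial p = 2.93e-05), and with the adapter-matching reads left out of the totals it was 4.01 and no longer passed the threshold (exact binomial p = 0.0014). Smed-nf-YA, joined to the tag ATTTATCTCTCTCTCTC, had 114 reads in X1, 4 in X2 and 3 in Xin, or 31.3 cpm, 1.15 cpm and 2.57 cpm. Its log2 ratio of X1 over Xin was 3.39 (95% interval 2.02 to 5.91, exact Clopper-Pearson; exact binomial p = 1.35e-10). Smed-nf-YB-2 had 62 reads in X1, or 17.0 cpm, and 0 in X2 and in Xin, with a log2 ratio of X1 over Xin of 5.33 (exact binomial p = 6.42e-08). Smed-nf-YC, joined to the tag GAGCTGTGCAGTATGTT, had 2146 reads in X1, 341 in X2 and 167 in Xin, or 589 cpm, 97.7 cpm and 143 cpm. Its log2 ratio of X1 over Xin was 2.04 (1.82 to 2.28; exact binomial p = 2.45e-103). Between X2 and Xin, Smed-nf-YA showed no detectable difference (log2 ratio -1.22, exact binomial p = 0.491) and Smed-nf-YC was lower in X2 (log2 ratio -0.55, exact binomial p = 1.01e-04). The sign in X2 depended on the scaling for both. Under the TMM factors of edgeR the log2 ratio was 1.06 for Smed-nf-YA (exact binomial p = 0.511) and 1.72 for Smed-nf-YC (exact binomial p = 2.04e-39). Only Smed-nf-YC passed the threshold in both directions. X1 stayed above Xin for all 4 genes under both scalings. In the edgeR exact test with an assumed biological coefficient of variation of 0.4, X1 against Xin no longer passed the threshold for Smed-meis-like (p = 0.00303), Smed-nf-YA (p = 0.00142) and Smed-nf-YC (p = 0.0191), while Smed-nf-YB-2 passed (p = 3.97e-04). The 3 counts of Smed-meis-like are shared by 55 tags and those of Smed-nf-YB-2 by 24, so their tags are not identified.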

The four remaining genes presenting an aberrant phenotype during regeneration when inhibited by RNAi are described in detail in the following two sections: the *Smed-meis-like*, a new member of the Meis family, and the three components of the Nuclear Factor Y complex, all of them found to be overexpressed in neoblasts.

### *Smed-meis-like*

*Smed-meis-like* is a member of the TALE-class homeobox family, similar to Meis genes, which was found to be overexpressed in the X1 subpopulation. This gene family is characterized by the presence of a homeobox domain with three extra amino acids between helices 1 and 2 [69]. Some of its members can act as cofactors for *Hox* genes [32]. In *S. mediterranea*, other members of the family have been described: *Smed-prep* [70], *Smed-meis* [54] and *Smed-pbx* [71,72].

WISH on intact animals shows that it is expressed in the cephalic ganglia, the pharynx, the tip of the head, and the parenchyma (Figure 6A). The downregulation observed three days after irradiation suggests that the parenchyma-associated expression is related to neoblasts and early postmitotic cells. To corroborate this, a double fluorescence in situ hybridization (FISH) together with the neoblast marker *Smed-h2b* [59] has been carried out (Figure 6B and Additional file 11A). Confocal microscopy shows colocalization of both genes in some cells, which confirms the expression of *Smed-meis-like* in neoblasts and, thus, the DGE results. Nevertheless, not all *Smed-meis-like* positive cells are expressing *Smed-h2b*, reinforcing the idea that *Smed-meis-like* is not exclusive of neoblasts.

**Figure 6:**
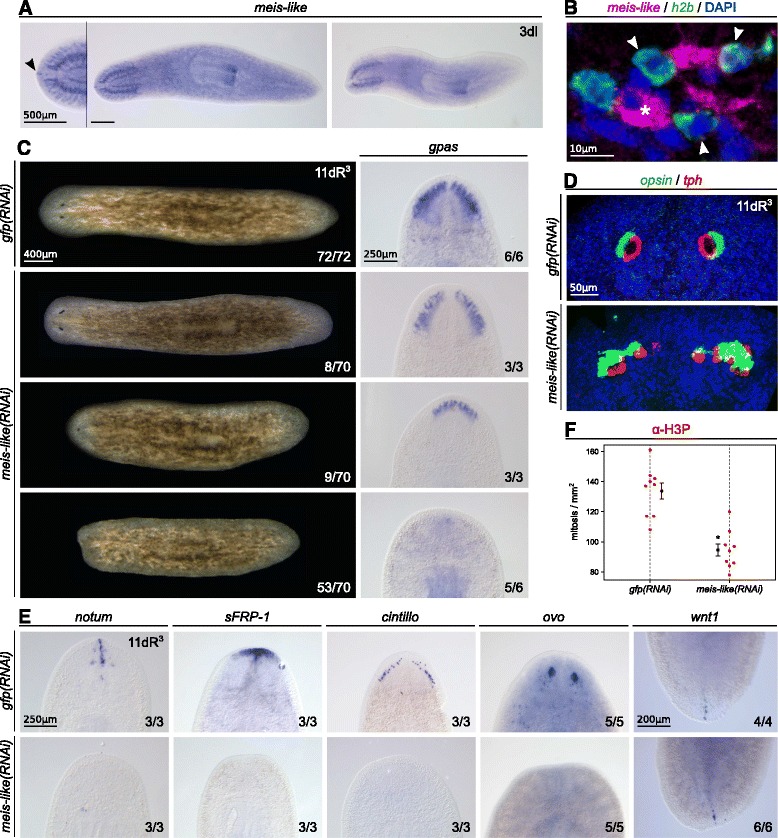
*Smed-meis-like* is essential for anterior regeneration.**A** - WISH reveals that *Smed-meis-like* is expressed in the cephalic ganglia, the pharynx, the tip of the head (arrowhead) and the parenchyma, from where it is downregulated three days after irradiation. **B** - Double FISH of *Smed-meis-like* together with the neoblast marker *Smed-h2b*, shows that *Smed-meis-like* is expressed in neoblasts (arrowheads) as well as in differentiated cells (asterisk). DAPI labels the cell nuclei. See Additional file 11A for the separate channels of fluorescence. **C** - *Smed-meis-like(RNAi)* produce defects in anterior regeneration, which range from an squared head with elongated eyes, cyclops, to complete loss of anterior regeneration. The marker of brain branches *Smed-gpas* also shows this different penetrance. **D** - Double FISH with *Smed-opsin* and *Smed-tph* shows aberrant eyes in the less severe phenotype. **E** - The anterior markers *Smed-notum*, *Smed-sfrp1*, *Smed-cintillo*, and the eye progenitor marker *Smed-ovo* disappear after *Smed-meis-like(RNAi)*, while the posterior marker *Smed-wnt-1* remains. **F** - Quantification of mitotic cells by *α*-H3P immunohistochemistry in the whole animal (*p* < 0.001, *t*-test). All the experiments are done on bipolar regenerating trunks, at 11 days of regeneration after three rounds of injection.

Knockdown of *Smed-meis-like* through RNAi produced a diverse range of anterior regeneration phenotypes (Figure 6C), which can be explained by a different penetrance. The mildest phenotype produced a squared head with elongated and disorganized eyes. This phenotype was also clearly visible with fluorescence in situ hybridization (FISH) against *Smed-opsin* [5] and *Smed-tph* [73], which label the photoreceptor and the pigment cells of the eye (Figure 6D). In an intermediate phenotype, cyclopic animals are obtained, whereas in the strongest one there is no anterior blastema formation. This range of phenotypes can also be observed with the marker of brain branches *Smed-gpas* [74], which shows a gradual reduction of brain regeneration after *Smed-meis-like* inhibition. These results are also confirmed by the reduction of the brain signal of the pan-neural marker *α*-SYNAPSIN (Additional file 11B). Posterior regeneration was normal.

In the strongest phenotype, there is also no expression of the anterior markers *Smed-notum* [75] and *Smed-sfrp-1* [76,77], and the marker of sensory-related cells *Smed-cintillo* (Figure 6E) [78]. This indicates that *Smed-meis-like* is necessary for anterior identity. In contrast, expression of the posterior marker *Smed-wnt-1* [77] remains after *Smed-meis-like* inhibition. Thus, we can conclude that *Smed-meis-like* is necessary for anterior, but not for posterior regeneration.

Finally, immunohistochemistry against H3P (Figure 6F) shows a slight—but significant—decrease in proliferation in the whole animal (133.8 ±5.22 mitosis/mm^2^ in *n*=9 controls versus 94.6 ±4.06 cells/mm^2^ in *n*=9*Smed-meis-like(RNAi)*, mean ±s.e.m.). This decline in mitosis is matched by the lack of progenitors of some anterior structures, indicating also defects in differentiation. Thus, eye progenitor cells, which are labeled with *Smed-ovo* [54], are not present in *Smed-meis-like(RNAi)* animals (Figure 6E).

The requirement for *Smed-meis-like* in anterior regeneration is similar to another member of the family, *Smed-prep* [70]. This differential phenotype is also observed after the inhibition of other genes, such as *Smed-egr4* [79], *Smed-zicA* [80,81] and *Smed-FoxD* [82]. The milder phenotype, showing elongated eyes, is similar to the effect of *Smed-meis(RNAi)* [54], and also to the mild inhibition of *Smed-bmp4* [83]. Altogether, these results suggest that *Smed-meis-like* is important for eye and anterior regeneration, similarly to other members of the TALE-class homeobox family. However, given the lack of expression of *Smed-meis-like* in the eyes, the abnormal eye formation could be a consequence of the anomalous brain regeneration.

### Nuclear Factor Y complex

The Nuclear Factor Y complex (NF-Y) is an important transcription factor composed by three subunits (NF-YA, NF-YB and NF-YC), each one encoded by a different gene. This heterotrimeric complex acts as both an activator and a repressor, and it regulates other transcription factors, including several growth-related genes, through the recognition of the consensus sequence CCAAT localized in the promoter region [84-88]. In addition, it has been reported that the NF-Y complex regulates the transcription of many important genes like *Hoxb4*, *y-globin*, *TGF-beta receptor II*, or the *Major Histocompatibility Complex class II* and *Sox* gene families [89]. This large number of interactions makes the NF-Y complex an important mediator in a wide range of processes, from cell-cycle regulation and apoptosis-induced proliferation to development and several kinds of cancer [90].

In the sexual strain of *S. mediterranea*, an NF-YB is necessary to maintain spermatogonial stem cells [91]. We have isolated a different NF-YB subunit (NF-YB-2), and also a member of the other two subunits (NF-YA and NF-YC). WISH shows that the three genes are expressed ubiquitously and in the cephalic ganglia (Figure 7A). Moreover, the expression decrease one day after irradiation indicating a linkage with stem cells, as described in other organisms [92]. Double FISH of each NF-Y subunit together with *Smed-h2b* confirms the expression of this complex in neoblasts and also in some determined cells (Figure 7B and Additional file 12A).

**Figure 7:**
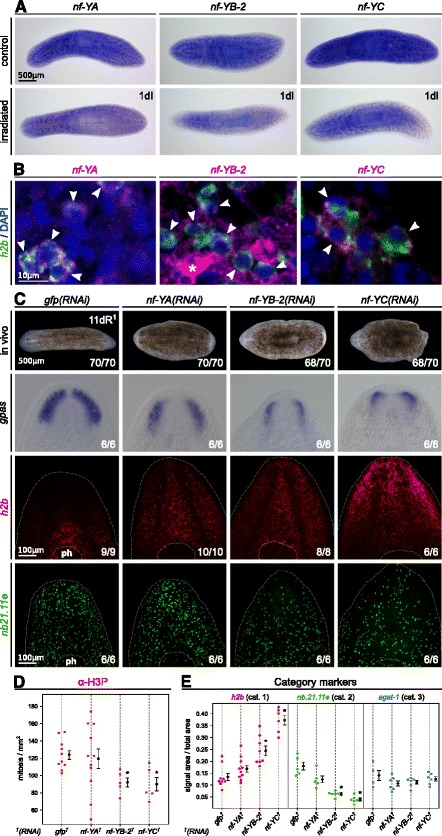
*Smed-nf-Y* gene complex is required for the proper neoblast differentiation and localization.**A** - WISH shows that the three *Smed-nf-Y* genes are expressed ubiquitously and in the cephalic ganglia, and one day after irradiation their expressions decrease. **B** - Double FISH of *Smed-nf-YA*, *Smed-nf-YB-2*, and *Smed-nf-YC* together with the neoblast marker *Smed-h2b* shows colocalization with the NF-Y subunits (arrowheads), demonstrating the expression of this complex in neoblasts as well as in differentiated cells (asterisk). DAPI labels the cell nuclei. See Additional file 12A to check each channel of fluorescence separately. **C** - *Smed-nf-Y(RNAi)* animals regenerate thinner blastemas with non well formed eyes and shape defects, and fail to differentiate a proper brain, with reduced cephalic ganglia as revealed with *Smed-gpas*. FISH with the neoblast marker *Smed-h2b* shows an accumulation of neoblasts in the region in front of the eyes while the early progeny marker *Smed-nb.21.11e* reveals a decrease of early postmitotic cells in *Smed-nf-Y(RNAi)* animals. **D** - Immunohistochemistry with the mitotic marker *α*-H3P shows a reduction in the number of mitosis. **E** - Quantification with category markers indicate a significant increase of *Smed-h2b* ^+^ cells in *Smed-nf-YB-2(RNAi)* and *Smed-nf-YC(RNAi)* animals and a significant decrease of *nb.21.11e* ^+^ cells in all of the RNAi animals, whereas *Smed-agat-1* ^+^ cells do not show significant changes (*p* < 0.001, *t*-test). Counts are referred to the whole body. ph: pharynx. All the experiments are done on bipolar regenerating trunks, at 11 days of regeneration after one round of injection.

It has been suggested that each NF-Y component could have a specific role [93]. Therefore, to better understand the function of this complex, we knocked down each subunit separately. Although the penetrance varies depending on the subunit inhibited, the phenotype observed after RNAi treatment is the same. In intact non-regenerating animals, RNAi resulted in head regression, ventral curling and, finally, death by lysis (data not shown), as described for other neoblast-related genes [58,59]. After 11 days, head and tail amputated animals failed to regenerate properly, with a smaller brain and fewer brain ramifications as revealed by *Smed-gpas* (Figure 7C) and by *α*-SYNAPSIN (Additional file 12B). Furthermore, we observe an increase in the number of *Smed-h2b*^+^ cells (Figure 7C,E), also in the area in front of the eyes, where there should not be undifferentiated neoblasts, even though mitosis are reduced (Figure 7D). There is also a decrease in the number of early postmitotic cells (*Smed-nb.21.11e*^+^) (Figure 7C,E), whereas late postmitotic cells (*Smed-agat-1*^+^) do not present significant differences (Figure 7E) [53]. These early progeny markers have recently been associated with epidermal renewal [94]. Hence, the accumulation of neoblasts and the decrease of the subepidermal postmitotic population suggest a defect in the early stages of the differentiation process affecting the epidermal linage. The neural lineage may also be compromised according to the atrophied cephalic ganglia.

## Conclusions

This work presents experimental validation of a collection of putative neoblast genes obtained from a DGE assay on cell fractions. As clearly depicted in the splashplot for the comparison of expression levels between X1, X2 and Xin fractions (Figure 5 and Additional file 13A), there are only a few transcripts specific to X2. 

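A tag was taken as specific to a fraction when it was higher there than in each of the other fractions by the exact binomial test. Of the 40,670 tags tested, 289 (0.711%) were specific to X2, 7,334 (18.0%) to X1 and 7,735 (19.0%) to Xin. Of the X2-specific tags, 80 share at least 10 bases with the sequencing adapter and 66 contain ACGT or AGCA, the barcodes of the other libraries. The library scaling moved the number most. With the TMM factors of edgeR in place of the library totals, 3,511 tags were specific to X2, 4,371 to X1 and 4,033 to Xin. With the adapter-matching tags left out of the tags and of the totals, an alternative chosen after seeing the data, 2,704 tags were specific to X2, 2,676 to X1 and 5,671 to Xin. With an assumed biological coefficient of variation of 0.4 in the edgeR exact test, the X2-specific tags numbered 105 and the X1-specific tags 2,432. That test used the library totals, adapter-matching reads included, so it is no check on the scaling.

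**Figure D4:**
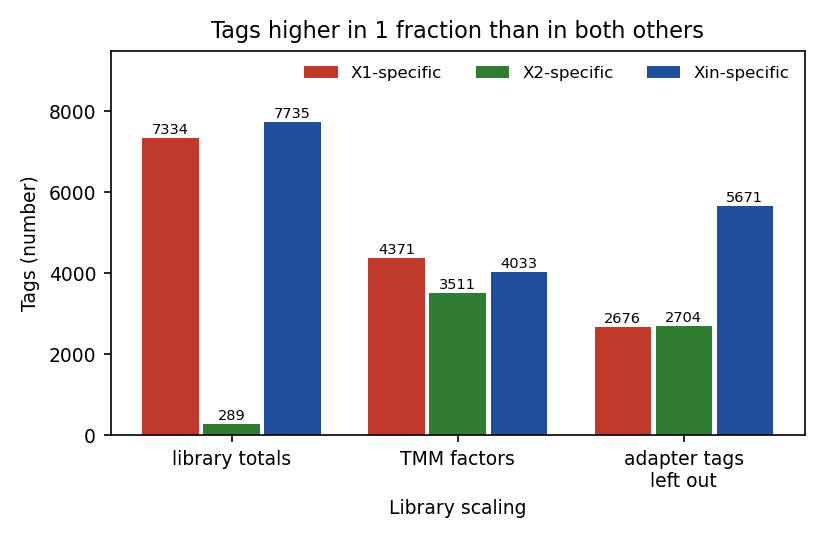
Number of tags higher in 1 fraction than in both others by the exact binomial test, for 3 ways of scaling the libraries, with no error bars since each fraction has 1 library. The X2-specific tags number 289 with library totals, 3511 with TMM factors and 2704 with the adapter-matching tags left out.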

The plot produced with the data provided by Labbé [14] from their RNA-Seq analysis on X1, X2 and Xin cell fractions for *S. mediterranea* shows a similar pattern (Additional file 13B). Moreover, comparison among the three sets using Pearson and Spearman correlations indicates that X1 and X2 are the most correlated populations (Additional file 14). 

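Across the tags with reads in both libraries and at least 5 reads over the 3 libraries, on log10 cpm, Pearson's r was 0.623 between X1 and X2 (10,660 tags), 0.534 between X2 and Xin (6,060 tags) and 0.472 between X1 and Xin (7,921 tags). Spearman's rho was 0.592, 0.504 and 0.450 for the same pairs. These are correlations across tags, which are not independent replicates, and no p-value is given for the 3 pairs. Keeping the tags at 0 reads in either library moved r most, to 0.404, 0.298 and 0.0870. The order of the pairs was kept there, with a minimum of 10 reads (0.567, 0.478 and 0.376) and with the adapter-matching tags left out (0.651, 0.565 and 0.480). With no minimum on the reads, r was 0.709 between X1 and X2, 0.606 between X2 and Xin and 0.632 between X1 and Xin, so that the last pair came second.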

Following these results, most of the transcripts expressed in X2 are also expressed in X1. Hence, X2 is a heterogeneous population that cannot be transcriptionally differentiated from X1 without a deeper discrimination method. 

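Among the tags with at least 5 reads over the 3 libraries, 10,660 of the 15,105 tags found in X2 were also found in X1, or 70.6% (95% Wilson interval 69.8 to 71.3). The share of X2 tags also found in Xin was 40.1% (39.3 to 40.9). For comparison, 55.9% of the Xin tags (55.1 to 56.8) were found in X1 and 34.3% of the X1 tags (33.8 to 34.9) in X2. The X2 tags shared with X1 held 97.7% of the X2 reads, and 87.9% once the adapter-matching tags were left out. Those shared with Xin held 95.7% of the X2 reads, and 75.5% without the adapter-matching tags. The share of X2 tags also in X1 moved most with no minimum on the reads, to 48.9%. With X1 and X2 downsampled to the 1,168,399 reads of Xin it was 66.3%. The minimum favours shared tags, since a tag with fewer than 5 reads in X2 passes it only with reads in another library. It lowered the tags found in X2 only from 11,231 to 3,385. Those found in X1 and X2 but not Xin fell from 6,919 to 5,660.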

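The paper concludes that X2 is a mixed population that its transcripts do not set apart from X1 without finer separation. It rests this on the few transcripts specific to X2, the correlation of X1 with X2 and the transcripts they share. It also reports a similar pattern in the RNA-Seq data of Labbé on these fractions, which were not analysed here. On the deposited counts, 2,125 tags were higher in X2 than in X1 and 17,986 higher in X1 than in X2 by the exact binomial test with library totals. With the TMM factors of edgeR these numbers were 6,022 and 5,114, and with the adapter-matching tags left out 6,480 and 3,475. With X1 and X2 downsampled to the total of Xin they were 399 and 7,563. This is no check on depth, since the adapter-matching reads, 6.87% of X1 and 82.9% of X2, stayed in these totals.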

In this regard, the strategy recently applied by van Wolfswinkel and collaborators using the last sequencing technology to obtain the transcriptome of individual cells [94], represents the most promising approach to deciphering the heterogenity of the neoblast progeny.

Randomization simulations also illustrate the specificity of the 21bp tags to detect real transcripts, corroborating previous estimations [29,46,48,49,95,96]. Furthermore, those results reinforce the assumption that most of the non-mapping tags will correspond to real transcripts [46-49], still lacking from reference data sets for this species. Antisense transcription was also detected, confirming previous reports [25,36,49]. Although further analysis will be required to determine whether this could explain a fraction of the “novel” tags, our primary focus was to characterize the canonical protein-coding transcripts. Due to the heterogeneity of this species genome, we would expect some variability-both at sequence and expression arising from individuals (the pool of animals taken for the samples), and cells (as they do not come from a cell culture). This could explain another fraction of tags not mapping onto the reference transcriptomes. Consequently, we were quite strict in the current manuscript to look for exact tag matches, taking into account that one or more mismatches represents a mappability issue even for finished transcriptomes of the quality of human [97] or *Drosophila melanogaster* [98].

DGE has proven to be reliable for transcript quantification and new gene identification in planaria. In this work, we have described a new member of the TALE-class homeobox family, *Smed-meis-like*. Similar to other members of this family, this gene seems to be involved exclusively on anterior polarity determination during regeneration. Given that the expression of this gene is not restricted to neoblasts, its role can also be important in committed cells. Our results with the NF-Y complex suggest that the knockdown of this complex blocks early differentiation of the epidermal and, probably, neural lineages, both belonging to the ectodermal line, generating a neoblast accumulation and deregulation. This effect has been shown in other organisms such as *Drosophila*, in which NF-Y knockout blocks differentiation of R7 neurons through *senseless* [89,99]. The majority of the new neoblast genes reported and validated in this study were found to participate in cell proliferation, cell cycle regulation, embryogenesis or development in other models, and many of them are involved in processes related to cancer. The pathways participating in tumorigenic processes and stem cell regulation are often the same, as has been proposed previously for planarians [100]. These genes are probably fundamental for stem cell maintenance andthe control of proliferation in organisms with the capacity to regenerate [101], thus reinforcing the potential valueof *S. mediterranea* as an in vivo model for stem cell research [102].

Our DGE analysis pointed out a high resemblance among all the transcriptomes available for *S. mediterranea*. We have also shown the redundancy of the transcriptomes currently available for *S. mediterranea* in agreement with Kao [17], together with their incompleteness under the light of the DGE data. Although our results provide a comprehensive comparison among them, it would be desirable to agree on a unique transcriptome to be used by the whole community. To this end, the PlanMine initiative [103] is attempting to obtain consensus among the researchers on an appropriate reference. Nonetheless, the need for a completely sequenced and well-annotated genome remains. The DGE strategy can help in this endeavour, since short sequences can be rapidly projected over the reference genome or the transcriptome, even from different laboratories, in order to improve their annotation [46]. Similarly, DGE allows the data generated to be reassessed as many times as required, as a more complete genome and transcriptome references for this species become available. Hence, the quantitative data provided here by DGE will prove useful in order to recover and annotate more undescribed genes in the future.

## Methods

### Animal samples

Planarians used in this study were from the asexual clonal line of *S. mediterranea* BCN10. Animals were maintained in artificial water and were starved at least seven days prior to experimentation.

### Cell dissociation, cell sorting and RNA extraction

To trigger neoblast proliferation and differentation, two days head and tail regenerating animals were used for the preparation of the libraries. Three animals per library were used in order to obtain the required amount of RNA. Cell dissociation and FACS were carried out as described by Möritz [31] and Hayashi [30]. Briefly, after cell staining with Calcein AM and Hoechst 33342 (Molecular Probes, Life Technologies), one million cells were separated for each population in a FACSAria sorter (Becton Dickinson) at the Scientific and Technological Centers of the University of Barcelona (CCiTUB) cytometry facilities. A representative plot of the cell populations after the sorting can be seen in Additional file 1A. Cells were directly collected in TRIzol LS (Life Technologies) at 4°C and maintained in ice to preserve RNA integrity. RNA extraction followed to obtain 1 *μ*g of total RNA for each library. Quantification of RNA was assessed with a Nanodrop ND-1000 spectrophotometer (Thermo Scientific) and quality check was performed by capillary electrophoresis in an Agilent 2100 Bioanalyzer (Agilent Technologies) prior to librarypreparation.

### DGE sequencing

Unlike RNA-Seq, this method only sequences a short read of a fixed length, named tag, derived from a single site proximal to the 3’-end of polyadenylated transcripts. This short read is later used to identify the full transcript. The number of times that the very same tag has been sequenced—its number of occurrences—is proportional to the abundance of the transcript which it belongs to. Since it only counts one sequence per transcript, its ability to quantify is not affected by the transcript length. For that reason, DGE is better suited for the detection of short transcripts and low expressed genes when compared with RNA-Seq [20-22].

Sequence tag preparation was done with Illumina’s DGE Tag Profiling Kit according to the manufacturer’s protocol as described [104]. In short, the most relevant steps included the incubation of 1 *μ*g of total RNA with oligo-dT beads to capture the polyadenlyated RNA fraction followed by cDNA synthesis. Then, samples were digested with NlaIII to retain a cDNA fragment from the most 3’ CATG proximal site to the poly(A)-tail. Subsequently, a second digestion with MmeI was performed, which cuts 17 bp downstream of the CATG site, generating, thus, the 21 bp tags.

Cluster generation was performed after applying 4pM of each sample to the individual lanes of the Illumina 1G flowcell. After hybridization of the sequencing primer to the single-stranded products, 18 cycles of base incorporation were carried out on the 1G analyzer according to the manufacturer’s instructions. Image analysis and base calling were performed using the Illumina pipeline, where tag sequences were obtained after purity filtering. Generation of expression matrices, data annotation, filtering and processing were performed by using the Biotag software (SkuldTech, France) [104].

Raw sequencing data in FASTQ format as well as processed tag sequences and their associated expressions have been deposited at NCBI Gene Expression Omnibus (GEO) [105] and are accessible through GEO Series accession number GSE51681 [106].

### Comparison of expression data

Tag raw expression was normalized to counts per million (cpm). The statistical value of DGE data comparisons, as a function of tag counts, was calculated by assuming that each tag has an equal chance to be detected, in fair agreement with a binomial law. 

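For 10 genes named in the text, the paper's p-values were compared with several forms of a binomial test on the deposited counts. For Smed-prog-1, with 7 reads in X1 and 44 in Xin, the exact two-sided binomial test on reads gave p = 3.18e-20. The binomial probability of the cpm values rounded to whole numbers, with equal shares for both libraries, gave p = 7.09e-10, and the paper's reported value is 7.09e-10. For Smed-smg-1 in X1 against Xin the exact binomial test on reads gave p = 2.52e-09 and the binomial probability of rounded cpm 1.51e-06, and the paper's reported value is 1.51e-06. The binomial probability of rounded cpm differed from the paper's value for 4 of the 20 p-values of these genes: 5.02e-75 for Smed-prog-1 in X2 (paper 7.42e-74), 8.66e-102 for Smed-wi-3 in X1 (paper 9.76e-101), and for Smed-nf-YC 1.69e-65 in X1 (paper 4.54e-64) and 7.64e-04 in X2 (paper 0.0146). In a later count over all joined genes of Tables 2 to 4 and Additional file 7, it lay within 1.5 times the paper's value for 333 of 486 p-values and was farther off for 153, all of them with rounded cpm values summing to at least 100. With rounded cpm and equal shares, 313 tags were higher in X2 than in X1 and 7,036 higher in X1 than in X2, against 2,125 and 17,986 on reads.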

An internal algorithm allows the comparison between different libraries and measures the significance threshold for the observed variations and p-value calculation (see Mathematical Appendix of Piquemal et al. 2002 [104]).

Different Perl [107] scripts were designed for the subsequent analyses. All of them are available from the web site planarian.bio.ub.edu/SmedDGE.

### Tag mapping

A database with all the possible CATG + 17bp theoretical tag sequences was constructed for each one of the reference data sets. Tags were compared to these databases to identify all perfect matches and, when more than one tag mapped over the same transcript, only the tag closer to the 3’-end was considered. For the genome reference, 2 mismatches were also considered for unmappable tags with the SeqMap mapper [108,109].

In addition, tags were also mapped against a database of 8,662,308 CDS and 5,189 genomic sequences from bacteria directly downloaded from GenBank [110] repositories to check sample contaminations. Only two tags mapped on bacterial transcripts, confirming the purity of our libraries.

For the 3’-UTR prediction, all 23,020 contigs of the transcriptome from Kao et al. 2013 [17], were mapped over the genome using Exonerate 2.2.0 [111] to characterize the putative 3’-UTR ends (poly-A sites were not predicted though). Apart from aligning the transcripts to the genomic contigs, the strand for the longest ORF contained was also considered to ensure proper transcript orientation. For each transcript, 1,000bp upstream and downstream regions around the genomic coordinate for the putative 3’-UTR ends found were considered to retrieve DGE tags (noted as transcripts 3’-end relative position in Additional file 5).

### Libraries and reference sequence data sets randomization

Libraries and reference data sets were randomized using Perl [107] scripts and the Inline::C library to generate analogous sets of random sequences. This method resembles the original data sets in terms of size and nucleotide abundance in comparison with other approximations which generate virtual sequences based on mathematical distributions [49]. 500 and 100 randomizations for each library and data sets respectively were generated. Mapping was performed using cutoffs of 1, 5, 10, 15 and 20 occurrences (Additional file 3).

### Browsing data sets

Mapped tags are also available from the web site through a set of dynamic tables (Figure 4A). They were implemented using the jQuery jqGrid-4.5.2 [112] library, an Ajax-enabled JavaScript control to represent and manipulate tabular data on the web. Those tables summarize the tags along with their mappings on the different transcriptomes publicly available (which were downloaded from the locations cited at the respective papers [10-17]), their correspondence with the Smed454 transcriptome, and their annotation.

The transcriptome browser shown in Figure 4B was initialized with the Smed454 [10] contigs using the GBrowse2 engine [113]. The browser also includeshigh-scoring segment pairs (HSPs) from whole-transcriptome BLAST searches performed over the UniProt database [114] (NCBI BLAST+ 2.2.29 [51] with default parameters), as well as the Pfam [115,116] domains mapped by HMMER—with E-val =1 and domain E-val =1—[117] on the six-frame translations for the contigs sequences. DGE tag sequences—together with the corresponding counts, normalized scores, their ranks, etc.—were uploaded to the GBrowse2 MySQL database, and they are shown in the browser using a customized version of the Bio::Graphics::Glyph::xyplot module.

Functional annotation was projected from the UniProt GO annotations over the homologous Smed454 contig sequences. Two-tailed hypergeometric test, which accounts for significant overrepresented (positive-tail) or under-represented (negative-tail), was performed by comparing the set of GO assigned to transcriptome contigs over-represented on each of the cell fractions against the set of GO annotations for the whole set of contigs. Significance threshold was set to *p* < 10^-5^ and the results are summarized in Additional file 6 for the different cell fraction sets.

### Gene nomenclature

New genes were named following the nomenclature proposed for *S. mediterranea* [118] based on their BLASTx homology—NCBI BLAST+ 2.2.29 [51] with default parameters against the UniProt database [114]—to its human homologous gene according to the official gene name approved by the HUGO Gene Nomenclature Committee (HGNC) [119] whenever possible, and trying to honor the names of other members of the family if they were already stated for *S. mediterranea*. When no significant homology for the corresponding gene was available, its characteristic domain found at the Pfam site [115,116] was used to identify it.

Gene sequences and primers used for cloning are deposited at the GenBank [110] site—see Table 4 for the accession numbers of the sequences.

### Irradiation

For experimental protocols requiring irradiated animals, irradiation was carried out at 75 Gy (1,66 Gy/minute) in a X-ray cabinet MaxiShot 200 (Yxlon Int.) at the facilities of the Scientific and Technological Centers of the University of Barcelona (CCiTUB).

### In situ hybridization

WISH was conducted for gene expression analysis, as previously described [120,121]. Images from representative organisms of each experiment were captured with a ProgRes C3 camera (Jenoptik) through a Leica MZ16F stereomicroscope. Animals were fixed and hybridized at the indicated time points.

### Fluorescence in situ hybridization

For double FISH animals were treated as described elsewhere [122]. Confocal laser scanning microscopy was performed with a Leica SP2.

### Immunohistochemistry

Immunostaining was carried out as described previously [123]. The following antibodies were used: *α*-SYNORF-1, a monoclonal antibody specific for SYNAPSIN, which was used as a pan-neural marker [124] (1:50; Developmental Studies Hybridoma Bank); and *α*-phospho-histone H3 (H3P), which was used to detect mitotic cells (1:500; Cell Signaling Technology). Alexa 488-conjugated goat *α*-mouse (1:400) and Alexa 568-conjugated goat *α*-rabbit (1:1000; Molecular Probes) were used as secondary antibodies.

### RNAi experiments

Double-stranded RNAs (dsRNA) were produced by in vitro transcription (Roche) and injected into the gut of the planarians as previously described [5]. Three aliquots of 32 nl (400-800ng/ *μ*l) were injected on three consecutive days with a Drummond Scientific Nanoject II injector. Head and tail ablation pre- and post-pharyngeally followed the fourth day. If no phenotype was observed after two weeks, a second round of injection and amputation was carried out in the same manner, unless otherwise stated. Control organisms were injected with *gfp* dsRNA.

### Availability of supporting data

All data sets are fully available without restriction. Yet relevant data sets were already included within this article and its additional files, further supporting material, as well as updates, will be publicly available through the project web site [https://planarian.bio.ub.edu/SmedDGE].

Raw sequencing data in FASTQ format, along with processed tag sequences and their associated expressions, have been deposited at NCBI Gene Expression Omnibus (GEO) [105]; they are accessible through GEO Series accession number GSE51681 [106]. Gene sequences and primers used for cloning are deposited at the GenBank [110] repository, the corresponding accession numbers for the gene sequences are listed on Table 4.

## Additional files

Additional file 1 observed. The sensitivity of the cells in these populations to irradiation responds to their composition of neoblasts in different stages of the cell cycle and distinct levels of determination: X1, proliferating stem cells in S/G2/M, and X2, stem cell progeny and proliferating neoblasts in G0/G1. Neoblasts are the only proliferating cells in this organism.

Additional file 2
**Distribution of mapped and orphan tags by number of occurrences.** **A** - Venn diagrams showing the tags overlap between the three cell populations, by occurrence (top), and by significative p-value, (*p* < 0.05, bottom). The number of mapping tags is detailed in italics. **B** - Frequency distribution of tags grouped by its number of occurrences, i.e., sequencing events, in all libraries. Tags detected in a low copy number are prone to be produced by sequencing errors—likely from more abundant tags. As can be appreciated, most of the tags with less than five occurrences do not map over any of the reference data sets, suggesting that those tags are less reliable [49], which is in agreement with the results of the randomization simulations (see the text and Additional file 3). Due to that, tags detected less than five times were discarded in further analysis.

Additional file 3
**Randomization simulations.** Number of tags mapped over the randomized reference data sets, and vice versa, at different occurrences cutoffs. When compared with the theoretical number of matches expected by chance, this facilitates the assessment of the minimum number of counts for a tag to be considered reliable.

Additional file 4
**X1 and X2 in irradiated animals.** Venn diagram showing the overlap between the results presented here and the DGE study conducted over irradiated planarians of the same clonal line by Galloni [36]. The number of mapping tags out of the total is detailed in italics. It can easily be appreciated that most of the tags present in X1 and X2 are not detected by the irradiation approach.

Additional file 5
**Tags potentially mapping in the 3’-UTR regions.** Y-axis represents the number of tags (tag counts) per nucleotide genomic position. The sequenced DGE tags were then classified in two groups: those mapping within the genomic region delimited by the transcript exons (green area), and those mapping outside (blue area). As position 0 depicts the last nucleotide for all the transcripts, we can only observe green marks upstream; blue marks can distribute across all the downstream region too. Background is defined by all those genomic CATG target sequences that do not match to any of the sequenced DGE tags (red areas). Dashed line depicts the average value for the downstream background tag counts.

Additional file 6
**Bar plots of the GO significant terms for different comparisons among X1, X2 and Xin annotation sets.** Each panel presents a list of the significant functional annotations (*p* < 10^-5^, hypergeometric test), along with the corresponding GO code, that are over- or under-represented (computed as log-odds of the term abundance by sequence set) on each of the three ontology domains (Biological Processes, BP; Molecular Functions, MF; and Cellular Components, CC). Bar plots compare results obtained when considering the following four non-overlapping sets: X1-only (red bars), X2-only (green bars), the intersection between X1 and X2 not in Xin (orange), and Xin-only (blue bars). Bars color-filling is proportional to the p-value for the given GO code, thus darker colors corresponds to smaller p-values (all below the significant threshold anyway). A Venn diagram on top of each page represents the comparison made among the fraction sets.

Additional file 7
**Genes involved in stemness, regeneration or tissue homeostasis overexpressed in neoblasts and their progeny.** DGE expression of clones reported in two experimental high-throughput screenings by Reddien [6] and Wenemoser [56] related to regeneration, stemness or tissue homeostasis identified as being overexpressed in neoblasts (*p* < 0.001).

Additional file 8
**Whole mount in situ hybridization of new neoblast genes.** Expression by WISH of new neoblast genes in control (left panel) and irradiated planarians (right panel). 38 out of the 42 genes tested are presented here. The remaining four are characterized in Figures 6A and 7A. Time after irradiation in days is shown in the top right corner for each gene. As expected for neoblast genes, expression is reduced or disappears after irradiation.

Additional file 9
**RNA interference of new neoblast genes showing defects in regeneration.** The stronger and most representative phenotype obtained after RNAi for those new neoblast genes producing aberrant regeneration after head and tail ablation. Days of regeneration and round of injection in superscript, and number of individuals affected with respect to the total are shown in the top right and bottom right corners of each panel. All pictures are dorsal except *Smed-rbbp4-4*, which illustrates the typical ventral curling of dying animals. The inhibition of most of the genes completely prevented the formation of the blastema. For those cases in which a small blastema was allowed to develop, a detail of the anterior part is shown to appreciate the defective head and eyes. For a regenerating control animal see Figures 6C and 7C.

Additional file 10
**Literature review of the new neoblast genes presented in this study.** A description is provided for each one of the new neoblast genes proposed in this study (summarized in Table 4) based on the literature about their homologs in other species.

Additional file 11
**Double fluorescence in situ hybridization of** ***Smed-h2b*** **with** ***Smed-meis-like*** **.** **A** - Double FISH of *Smed-meis-like* together with the neoblast marker *Smed-h2b* shows colocalization of both genes, demonstrating the expression of *Smed-meis-like* in neoblasts. Expression is also detected in differentiated cells. **B** - The pan-neural marker *α*-SYNAPSIN shows the different penetrance of phenotypes of *Smed-meis-like(RNAi)*.

Additional file 12
**Double fluorescence in situ hybridization of** ***Smed-h2b*** **with** ***Smed-nf-YA*** **,** ***Smed-nf-YB-2*** **, and** ***Smed-nf-YC*** **.** **A** - Double FISH of *Smed-nf-YA*, *Smed-nf-YB-2*, and *Smed-nf-YC* shows colocalization of the NF-Y subunits with the neoblast marker *Smed-h2b*, corroborating the expression of this complex in neoblasts. Expression is also detected in differentiated cells. **B** - The pan-neural marker *α*-SYNAPSIN shows reduced cephalic ganglia of RNAi animals compared with *gfp* controls.

Additional file 13
**Splashplot projection of the X1/X2 versus Xin expression changes of upregulated contigs by cell population.** **A** - Splashplot for overrepresented contigs in the three cell fractions X1, X2 and Xin according to our DGE data over the Smed454 transcriptome [10]. **B** - Same representation using the data published by Labbé [14]. Both plots show a similar composition, revealing a low number of transcripts overexpressed specifically in X2/progeny cells.

Additional file 14
**Pearson and Spearman correlations of the normalized expression levels among X1, X2 and Xin.** Diagonal panels show violin plots with the distribution of the normalized expression levels for each of the three cell populations data sets. Panels on the upper diagonal summarize both Pearson (parametric) and Spearman (non-parametric) correlations, along with the p-values and the linear regression model estimates for the pairwise comparison between data sets. On the bottom diagonal panels, for each pair of cell fractions the scatterplots show differences in expression for each DGE tag. Blue dotted line is defined by the intercept and slope values for the linear regression model presented on the corresponding upper panel, confidence interval is drawn as a grey shadow along that regression line. Those tags having a normalized expression value of zero in one or both of the cell types, when considering each pair-wise comparisons, were removed before computing correlations and for the plots. One can notice that X1 and X2 are the more correlated pair of cell fractions, then X2 and Xin, and finally X1 and Xin. Those results match to what would be expected.

## Abbreviations

3’-UTR: Three prime untranslated region
cpm: Counts per million
DGE: Digital gene expression
EST: Expressed sequence tag
FACS: Fluorescence-activated cell sorting
FISH: Fluorescence in situ hybridization
GO: Gene ontology
ORF: Open reading frame
RNAi: RNA interference
TALE: Three amino acid loop extension
WISH: Whole mount in situ hybridization

# Supplementary material for: Digital gene expression approach over multiple RNA-Seq data sets to detect neoblast transcriptional changes in Schmidtea mediterranea
**Source:** BMC Genomics. 2015 May 8;16(1):361. doi: 10.1186/s12864-015-1533-1
**Supplement:** Additional file 5 — Tags potentially mapping in the 3’-UTR regions. Y-axis represents the number of tags (tag counts) per nucleotide genomic position. The sequenced DGE tags were then classified in two groups: those mapping within the genomic region delimited by the transcript exons (green area), and those mapping outside (blue area). As position 0 depicts the last nucleotide for all the transcripts, we can only observe green marks upstream; blue marks can distribute across all the downstream region too. Background is defined by all those genomic CATG target sequences that do not match to any of the sequenced DGE tags (red areas). Dashed line depicts the average value for the downstream background tag counts.

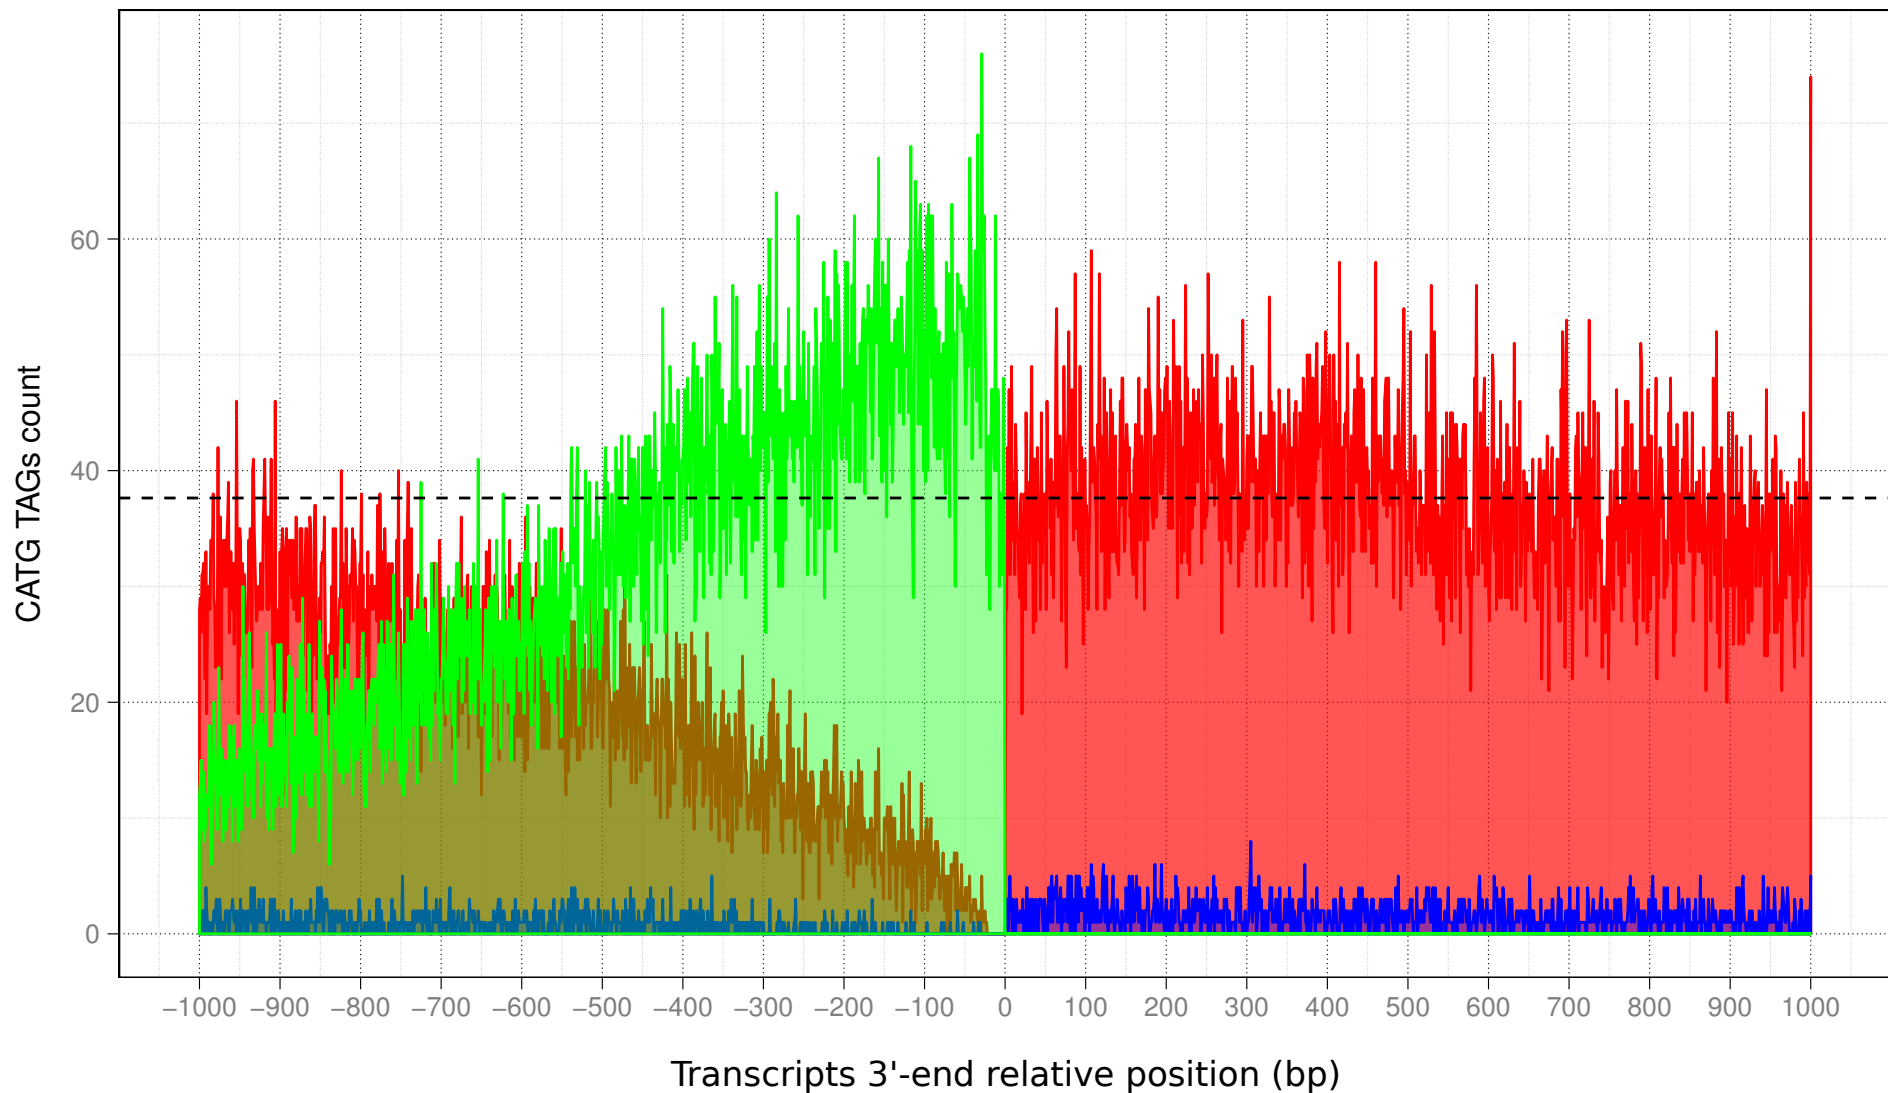

■ DGE TAGs mapped to transcripts

■ DGE TAGs mapped to genome

■ CATG sequences (background random DGE TAGs)

# Supplementary material for: Digital gene expression approach over multiple RNA-Seq data sets to detect neoblast transcriptional changes in Schmidtea mediterranea
**Source:** BMC Genomics. 2015 May 8;16(1):361. doi: 10.1186/s12864-015-1533-1

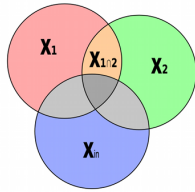

## GO BarPlots

$x_1$  (red) +  $x_2$  (green) +  $x_{1\cap 2}$  (orange) +  $x_i$  (blue)

## Cellular Component

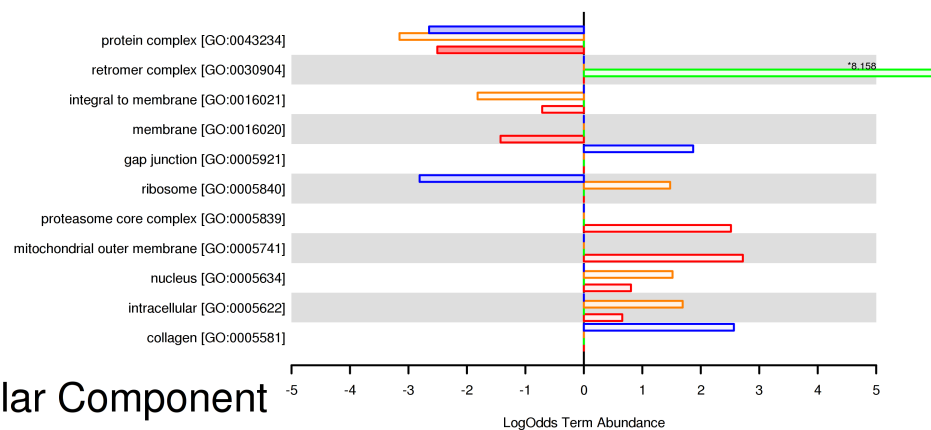

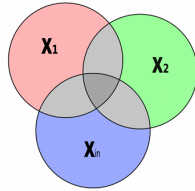

## GO BarPlots

$X_1$  (red) +  $X_2$  (green) +  $X_i$  (blue)

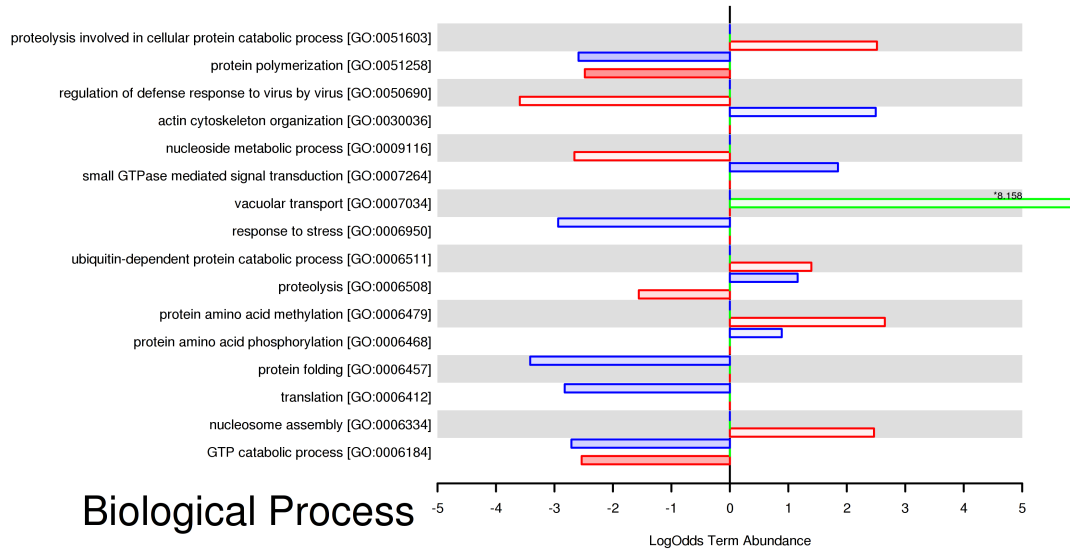

## Biological Process

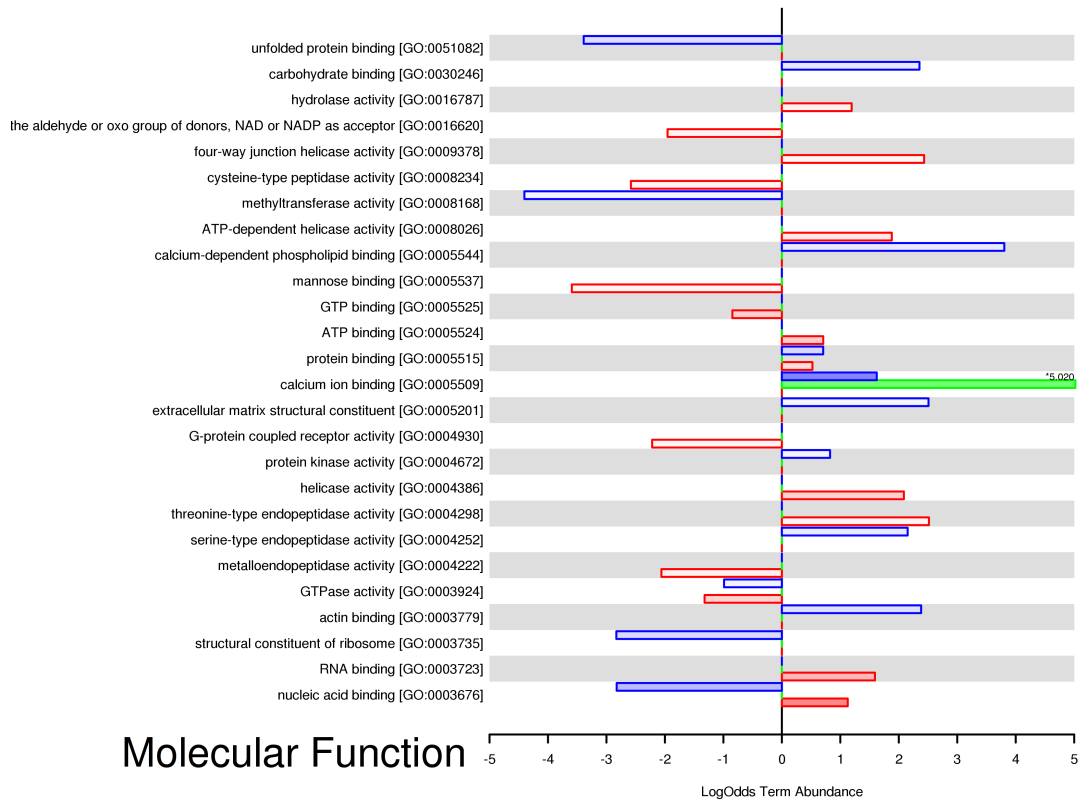

## Molecular Function

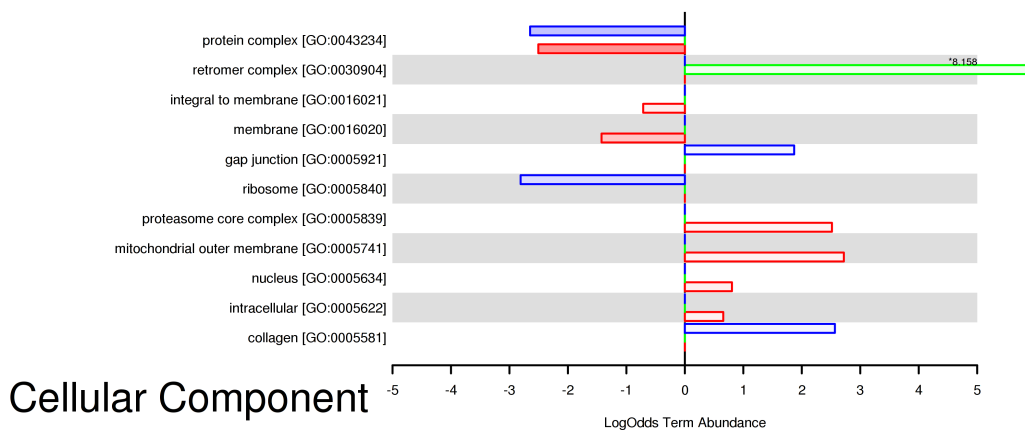

## Cellular Component

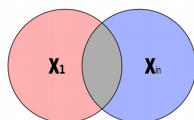

## GO BarPlots

$x_1$  (red) +  $x_i$  (blue)

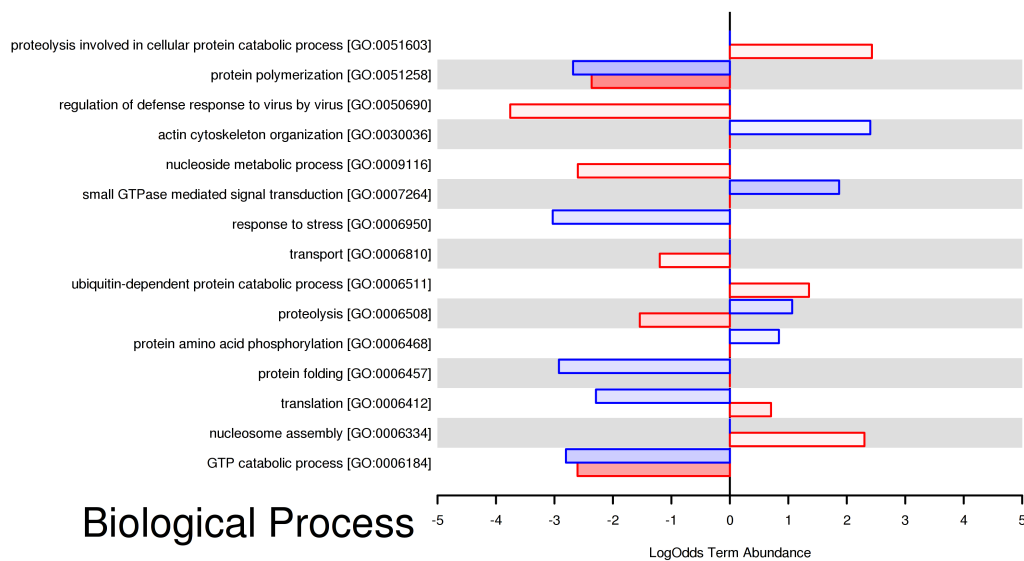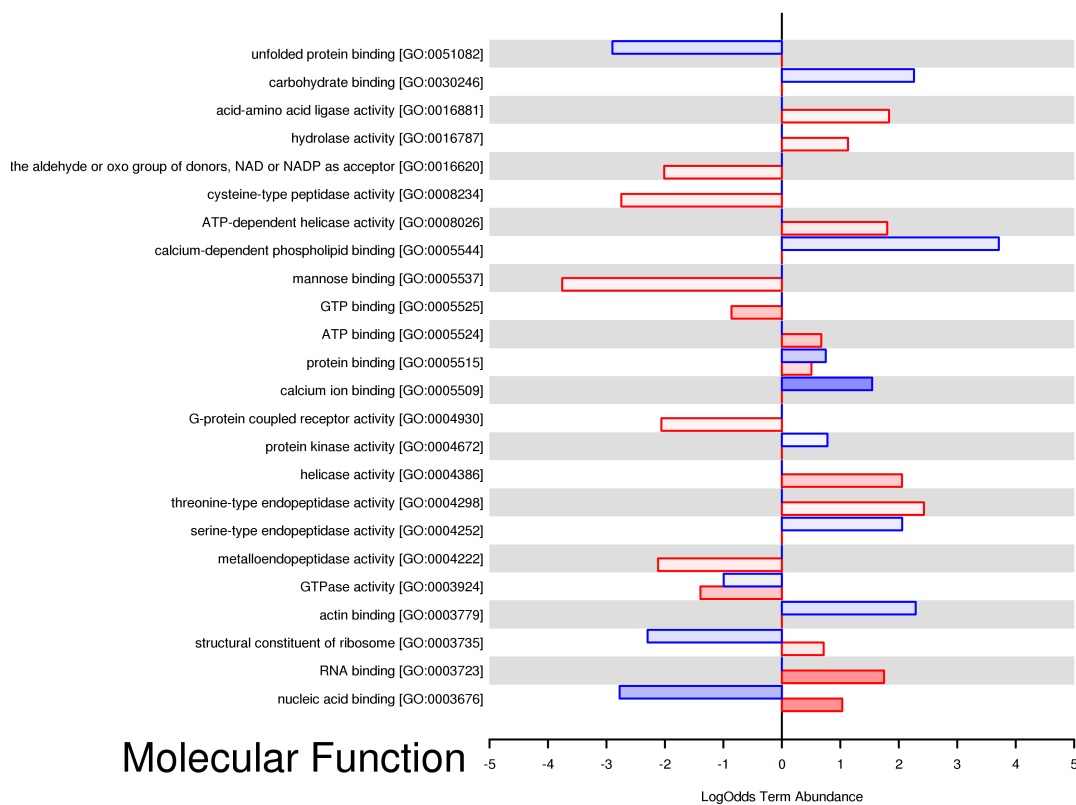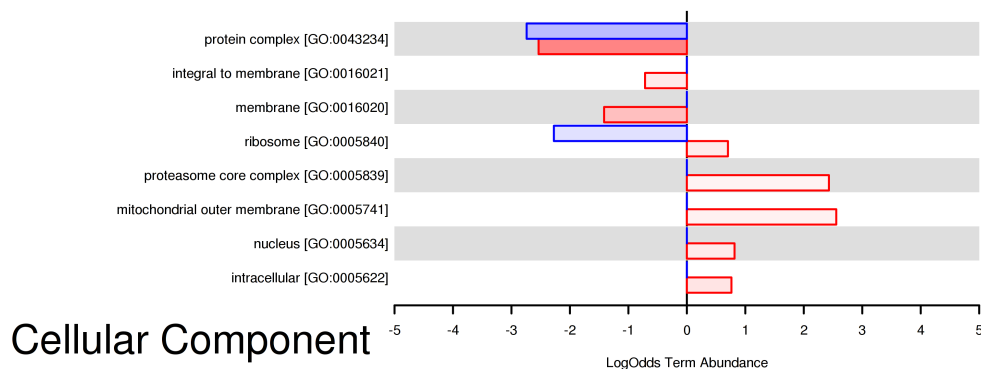

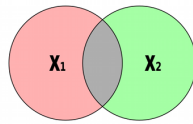

## GO BarPlots

$x_1$  (red) +  $x_2$  (green)

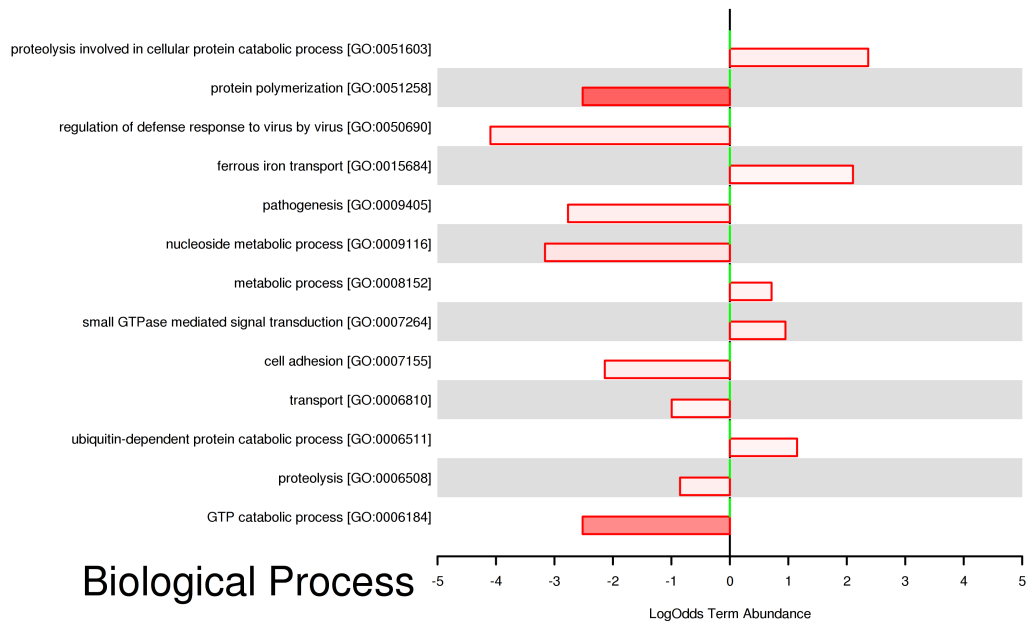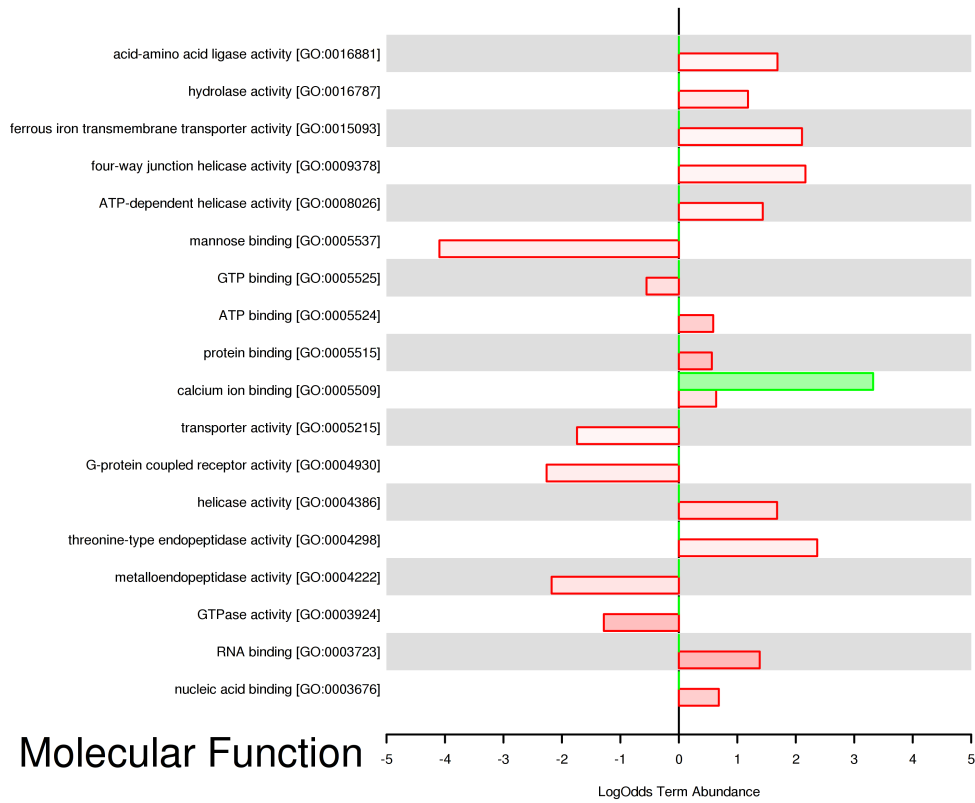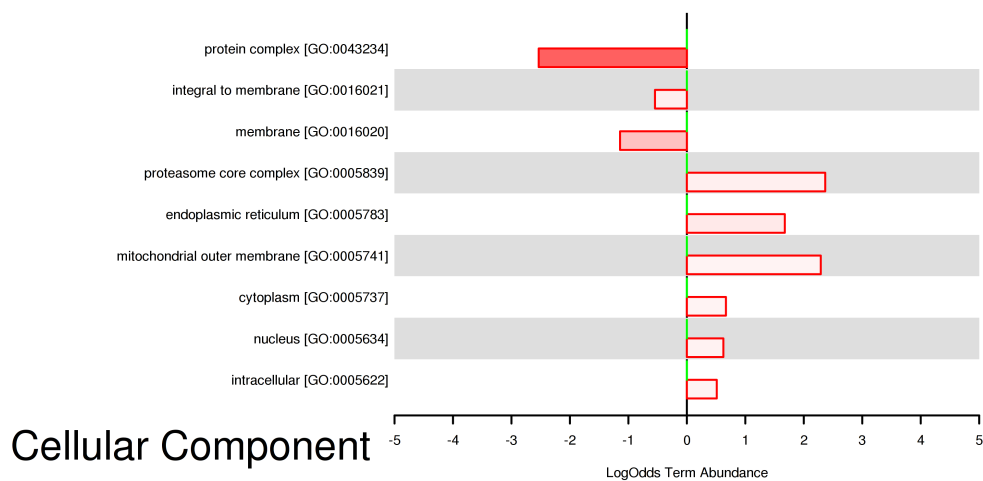

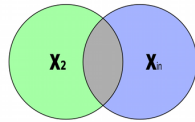

## GO BarPlots

$x_2$  (green) +  $x_i$  (blue)

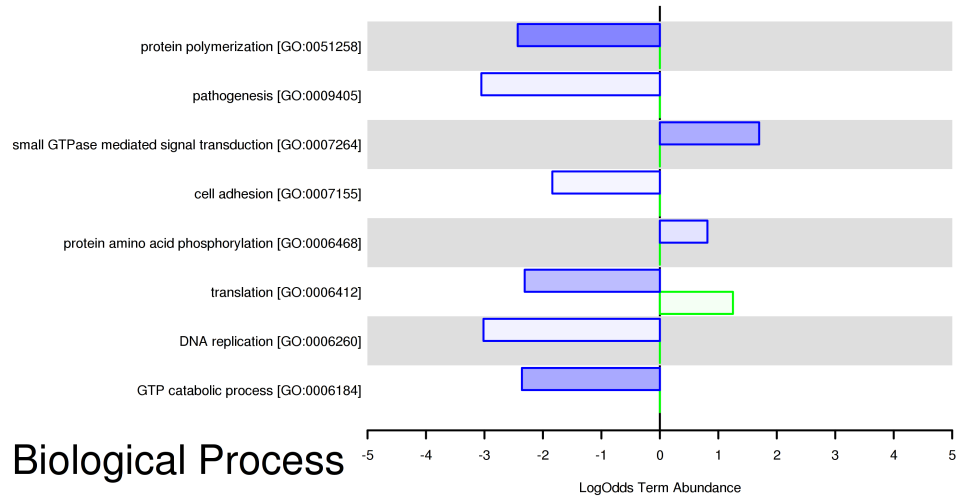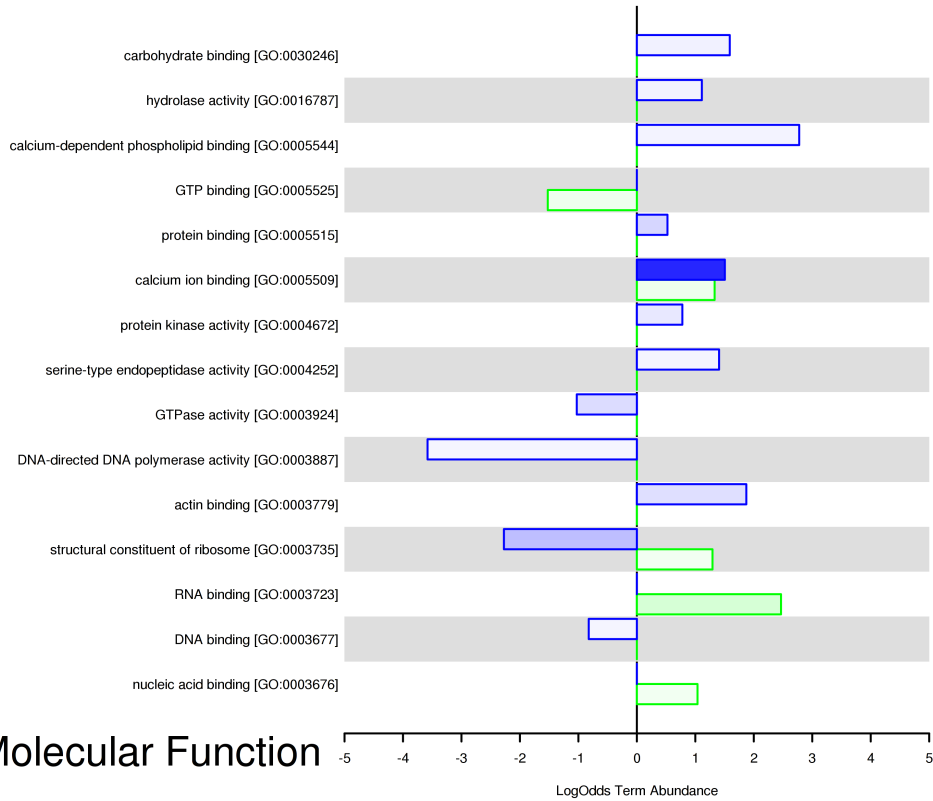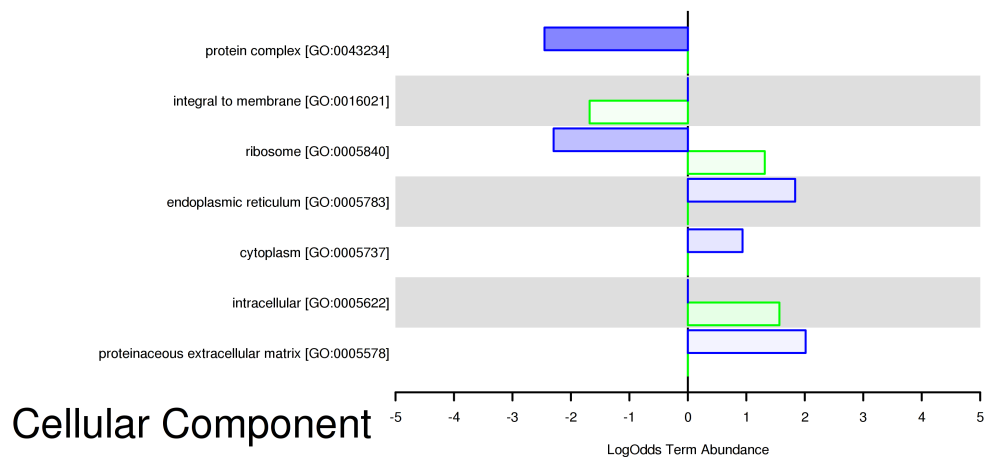

**Supplement:** Additional file 6 — Bar plots of the GO significant terms for different comparisons among X1, X2 and Xin annotation sets. Each panel presents a list of the significant functional annotations (p < 10-5, hypergeometric test), along with the corresponding GO code, that are over- or under-represented (computed as log-odds of the term abundance by sequence set) on each of the three ontology domains (Biological Processes, BP; Molecular Functions, MF; and Cellular Components, CC). Bar plots compare results obtained when considering the following four non-overlapping sets: X1-only (red bars), X2-only (green bars), the intersection between X1 and X2 not in Xin (orange), and Xin-only (blue bars). Bars color-filling is proportional to the p-value for the given GO code, thus darker colors corresponds to smaller p-values (all below the significant threshold anyway). A Venn diagram on top of each page represents the comparison made among the fraction sets.

# Supplementary material for: Digital gene expression approach over multiple RNA-Seq data sets to detect neoblast transcriptional changes in Schmidtea mediterranea
**Source:** BMC Genomics. 2015 May 8;16(1):361. doi: 10.1186/s12864-015-1533-1
**Supplement:** Additional file 10 — Literature review of the new neoblast genes presented in this study. A description is provided for each one of the new neoblast genes proposed in this study (summarized in Table 4) based on the literature about their homologs in other species.

## New neoblast genes

- *Smed-atf6A*

The Cyclic AMP-dependent Transcription Factor ATF-6 alpha forms a dimer which interacts with the Nuclear Transcription Factor Y (NF-Y) trimer through direct binding to the subunit C (NF-YC) (reviewed later in this study). It could also be involved in activation of transcription by the Serum Response Factor [1]. Interestingly, *Smed-srf* [2] is also overexpressed in X1 (Table 2).

- *Smed-ccar1*

Cell division cycle and apoptosis regulator protein 1 (CCAR1) is a perinuclear phospho-protein that associates with components of the Mediator complex and functions also as a p53 coactivator [3], which has a homolog in *S. mediterranea* [4]. Apart from playing an important role in transcriptional regulation, it modulates apoptosis signaling by CD437, a retinoid that causes cell cycle arrest and apoptosis in a number of cancer cells, and plays a role in cell cycle progression and cell proliferation. Loss of c-Myc sensitizes cells to apoptosis by CCAR1, whereas expression of c-Myc inhibits CCAR1-dependent apoptosis [5]. It has been proposed to act as a tumor growth suppressor in a variety of cancers, from breast cancer [6] to B-cell lymphoma [7] or medulloblastoma [8]. In addition, expression of CCAR1 has been detected in the neural crest of vertebrate embryos [9] and osteoblasts [10].

- *Smed-dnaJA3*

Molecular chaperones are a diverse family of proteins that function to protect proteins during synthesis and from cellular stress. Mitochondrial chaperone DNAJ, also known as Hsp40 (heat shock protein 40kD), is expressed in a wide variety of organisms from bacteria to humans, where it modulates apoptotic signal transduction or effector structures within the mitochondrial matrix and can modulate IFN-gamma-mediated transcriptional activity [11]. Isoform 2 inhibits apoptosis whereas Isoform 1 increases apoptosis triggered by Tumor Necrosis Factor (TNF) and could act as a tumor suppressor [12, 13, 14].

- *Smed-ergic3*

The Endoplasmic Reticulum-Golgi Intermediate Compartment protein 3 probably mediates transport between endoplasmic reticulum and Golgi. Recently, it has been identified as upregulated in lung cancer [15].

- *Smed-got2*

The glutamic-oxaloacetic transaminase 2 (GOT2) is an aspartate aminotransferase used by pancreatic cancer cells to convert Gln-derived glutamate (Glu) into  $\alpha$ -ketoglutarate ( $\alpha$ KG) in the mitochondria to fuel the tricarboxylic acid cycle [16]. In breast cancer, GOT2 could serve as a target for anti-neoplastic agents [17].

- *Smed-gtf2E1* and *Smed-gtf2F1*  
Transcriptional initiation and elongation from RNA polymerase II promoters is positively regulated by the General Transcription Factors IIE and IIF. The Fumble domain in the subunit 1 of GTF2E is required for cell division in *Drosophila*. Mutants lacking Fumble exhibit abnormalities in bipolar spindle organisation, chromosome segregation, and contractile ring formation [18].
- *Smed-hadhB*  
HADHB encodes the beta subunit of the mitochondrial trifunctional protein, which has thiolase activity and catalyzes the last three steps of mitochondrial beta-oxidation of long chain fatty acids. In breast cancer cells, it has been shown to be downregulated by the Estrogen Receptor  $\beta$  (ER $\beta$ ) [19].
- *Smed-hnrnpA1/A2B1*  
A component of the ribonucleosome, the Heterogeneous Nuclear Ribonucleoprotein A1, A2/B1 homolog, involved in the packaging of pre-mRNA into hnRNP particles has been described to be abundant in early embryo development in insects (*Schistocerca americana*) [20], and human embryonic stem cells [21].
- *Smed-leo1*  
The RNA polymerase-associated protein LEO1 is a component of the PAF1 complex (PAF1C) which has multiple functions during transcription by RNA polymerase II and seems to be required for heart formation and neural crest development in zebrafish (*Danio rerio*) [22]. It is implicated in maintenance of embryonic stem cell pluripotency [23] and in hematopoiesis and promotes leukemogenesis through *Hox* target genes [24].
- *Smed-lin9*  
Protein Lin-9 homolog is related to the retinoblastoma pathway. It acts as a tumor suppressor to prevent oncogenic transformation through its association with Retinoblastoma 1 (RB1) in the LIN Complex (LINC) [25], which regulates the expression of genes required for the progression through the distinct phases of the cell cycle [26].
- *Smed-maf*  
*Smed-maf* contains a Maf domain with an extended homology region (EHR) particular to this family of transcription factors that allows the recognition of longer DNA motifs (Maf recognition elements or MARE) than other leucine zippers. Small Maf proteins may act as competitive repressors of the NF2-E2 transcription factor together with Fos. In mouse, Maf1 plays an early role in axial patterning and defects in these proteins are a cause of autosomal dominant retinitis pigmentosa [27].
- *Smed-med7* and *Smed-med27*  
MED7 and MED27 are components of the Mediator complex, which serves as

a scaffold for the assembly of general transcription factors associated also with RNA polymerase II transcription. They play a role as intermediaries transducing regulatory signals from upstream transcriptional activator proteins to basal transcription machinery at the core promoter. In zebrafish, MED27 is necessary for the development of dopaminergic amacrine cells in the retina and may also negatively regulate the development of rod photoreceptor cells [28].

- *Smed-mlx*

The Max-like protein X (Mlx) interacts with the Max network of transcriptional factors regulating cell growth, the transition from proliferation to differentiation and apoptosis. Myc and Mad proteins associate with the bHLHZip protein Max to bind specific DNA sequences and regulate the expression of genes important for cell cycle progression. It has been suggested that Mlx may also associate with a subset of the Mad family of transcriptional repressors to antagonize the growth-promoting action of the *Myc* proto-oncogenes, resembling Max in some cell types or cellular stages and controlling the progression through the S phase and differentiation [29, 30]. Hence, Mlx might be important in the sequence of events leading to cell commitment.

- *Smed-ncapD2*

NcapD2 is a regulatory subunit of the condensin complex that is required for conversion of interphase chromatin into mitotic condensed chromosomes [31]. In interphase cells, the majority of the condensin complex is found in the cytoplasm until mitosis, when most of the complex is associated with chromatin. At the onset of prophase, the regulatory subunits of the complex are phosphorylated by CDK1, leading to condensin's association with chromosome arms and to chromosome condensation [32].

- *Smed-nme1* and *Smed-set*

The nucleoside diphosphate kinase NME1 was identified because of its reduced mRNA transcript levels in highly metastatic cells, including melanomas, breast and hepatocellular carcinomas, and neuroblastomas [33, 34, 35]. It acts as a suppressor of tumor metastasis and is implicated in cell death. SET is the specific inhibitor of NME1 [36]. Hence, SET acts as a nuclear proto-oncogene and has been described in myeloid leukemia [37] or Wilms' tumor [38]. The exonuclease TREX1 is in the SET complex and acts in concert with NME1 to degrade DNA during cell death [39]. NME1 is required for neural patterning and cell fate determination in the embryonic brain [40], whereas SET is reported to be involved in renal development [38].

- *Smed-nup50* and *Smed-ranbp2*

Nup50 and RanBP2 (Ran Binding Protein 2), also known as Nup358, are members of the nuclear pore complex, with a direct role in nuclear protein import. Nup50 plays a role in the control of cell proliferation during formation of the neuroepithelium and its deletion causes embryonic lethality

associated with neural tube abnormalities in mouse development [41]. It is also required for cell differentiation [42]. In addition, RanBP2 malfunction has been associated with inflammatory myofibroblastic tumors and other diseases [43, 44, 45, 46].

- *Smed-nfx1*

The transcriptional repressor NF-X1 binds to the X-box motif of MHC class II genes and silences their expression. It may be an important effector in regulating the duration of the inflammatory response [47]. Moderate expression of the *Drosophila* homolog protein Shuttle Craft (STC) is seen during embryogenesis and subsequent stages of fly development and plays an essential role during late embryonic neurogenesis, where it seems to affect axon guidance [48]. Different human isoforms of NF-X1 have been identified that either induce telomerase activity together with c-Myc through the hTERT promoter (NFX1-123) or repress it (NFX1-91) [49, 50].

- *Smed-pes1*

Pescadillo was originally identified in zebrafish, where it is widely and dynamically expressed during the first three days of embryogenesis. Its loss blocks the expansion of a number of tissues, generating severe defects in the developing embryo that suggest a role in the control of cell proliferation [51]. It has been confirmed to cause cell cycle arrest in mammals, in which it is essential in the PeBoW-complex for ribosome biogenesis and nucleologenesis during interphase. Blastomeres in mouse embryos lacking pescadillo stop at morula stages of development, the nucleoli fail to differentiate and accumulation of ribosomes is inhibited [52, 53]. Pescadillo is upregulated in malignant cells and may be necessary for oncogenic transformation and tumor progression in certain cancers [54, 55, 56].

- *Smed-rack1*

RACK1 is a highly conserved intracellular adaptor protein originally identified as the receptor for activated protein kinase C (PKC). It is involved in the recruitment, assembly and regulation of a variety of signaling molecules in many cellular processes: negative regulation of cell growth, positive regulation of cell migration and apoptosis, and regulation of the cell cycle [57, 58]. RACK1 is upregulated in several cancers [59], and plays an important role in angiogenesis and cancer growth [60]. In colon cancer it inhibits cell growth [61] whereas in breast carcinoma it promotes migration and metastasis by interacting with RhoA and activating the RhoA/Rho kinase pathway [62]. It also induces tumorigenicity in lung cancer through activation of the sonic-hedgehog signaling pathway [63]. In *Xenopus* neural development, it is required for neural tube closure [64].

- *Smed-ranbp2*

See *Smed-nup50* above.

- *Smed-rbbp*

Up to six different retinoblastoma binding proteins were overexpressed in neoblasts: four *RbbpP4*, one *Rbbp5* and one *Rbbp6* homolog. Transcriptional repression by retinoblastoma is crucial for the proper control of cell growth and it has been reported to regulate stem cell proliferation in freshwater planarians [65]. Three RBBP4s have already been annotated in *S. mediterranea*: *Smed-rbbp4-1* has been shown to be expressed in proliferative cells [66] whereas *Smed-rbbp4-2* was not further analyzed or proposed as neoblast gene [2], and *Smed-rbbp4-3* was only described at phenotype level associated with regeneration [67]. RBBP4 is a component of several complexes that regulate chromatin and promote transcriptional repression [68]. Those include the following: Chromatin Assembly Factor 1 (CAF-1), which mediates chromatin assembly in DNA replication and is required for efficient progression through the S phase and may participate in heterochromatin maintenance in proliferating cells [69]; Polycomb Repressive Complex 2 (PRC2), which inhibits homeotic genes during development [70]; and Nucleosome Remodeling and Histone Deacetylase (NuRD), which blocks embryonic stem cell-specific genes [71]. In addition, RBBP4 is associated with cervical cancer (probably through its regulation of tumor suppressors p53 and retinoblastoma), thyroid cancer (as a target of Nuclear Factor NF- $\kappa$ B), and apoptosis [72, 73]. The functions of RBBP5 and RBBP6 are less well known. RBBP5 is implicated in acute leukemias as part of the Mixed Lineage Leukemia protein 1 (MLL1) core, which is also essential in embryonic development—where it is predominantly associated with the expression of *Hox* genes [74, 75]. RBBP6 may function as a negative regulator of p53, leading to both apoptosis and cell growth, via MDM2 ubiquitination [76].

- *Smed-rrM2B*

The M2-B subunit of Ribonucleoside-diphosphate reductase together with the M1 subunit forms an active ribonucleotide reductase (RNR) complex which is expressed in both resting and proliferating cells in response to DNA damage. It also supplies deoxyribonucleotides for DNA repair in a p53-dependent manner in cells arrested at G1 or G2 [77, 78, 79], playing a pivotal role in cell survival, cancer [80, 81, 82] and mitochondrial-associated diseases [83, 84, 85, 86].

- *Smed-serinc*

Serinc are carrier proteins that incorporate serine into membranes and facilitate the synthesis of lipids derived from this amino acid. They form a unique family of five members with eleven transmembrane domains showing no homology to other proteins but highly conserved in eukaryotes [87].

- *Smed-set*

See *Smed-nme1* above.

- *Smed-srrt*

Arsenite is a carcinogenic compound that can act as a comutagen by inhibiting

DNA repair. Serrate RNA effector molecule was firstly described as Arsenite-resistance protein 2 (ARS2), since it modulates arsenic sensitivity [88]. ARS2 controls the multipotent progenitor state of postnatal and adult neural stem cells (NSCs), inducing their self-renewal by direct binding to the promoter of the pluripotency factor *Sox2* and positively regulating its transcription. It may also play a similar role in embryonic stem cells, since ARS2 is also essential for early mammalian development [89, 90].

- *Smed-thoc2*

As part of the THO Complex, it is required for transcription, processing and nuclear export of spliced mRNA associated with the TREX complex [91]. This complex has been identified as a key element in development, regulating pluripotency and self-renewal of embryonic stem cells, cell differentiation and somatic cell reprogramming as a mature ribonucleoprotein (mRNP) biogenesis factor [92, 93]. It may also be linked to tumorigenesis [94].

- *Smed-tif1A*

Transcription Intermediary Factor 1 is a transcriptional coactivator with a central role in the regulation of cell proliferation and apoptosis by promoting ubiquitination and proteasomal degradation of p53 [95]. In mice, it functions as a modulator of early embryonic gene expression during the first wave of transcription activation in the zygote [96] and plays a role in the control of retinoic acid-dependent proliferation of hepatocytes, acting as a liver-specific tumor suppressor [97]. In humans, it is known to be upregulated in breast and prostate cancers [98, 99].

- *Smed-traf-4* and *Smed-traf-5*

TNF Receptor Associated Factors (TRAFs) are a family of scaffold proteins that function as signal transducers of Toll/Interleukin-1 (Toll/IL-1) receptors leading to the activation of the NF- $\kappa$ B transcription factor and the c-Jun N-Terminal Protein Kinases (JNK) among others. Thus, they are involved in the control of inflammation, apoptosis and cell survival. TRAF2 and TRAF3 could act as tumor suppressors, whereas TRAF1 appears to be oncogenic in B cells. Overexpression of TRAF4 and TRAF6 has been reported in breast and lung carcinomas, and in osteosarcoma [100].

- *Smed-tsg101*

Tumor Susceptibility Gene 101 (TSG-101) takes part in MDM2-p53 regulatory feedback, stabilizing MDM2 and thus promoting p53 degradation through its ubiquitin ligase activity. Hence, loss of TSG101 would result in up-regulation of p53. Stabilization of MDM2 by TSG101 seems to be achieved by inhibiting ubiquitination [101]. This is consistent with the participation of TSG101 in the ubiquitin system as a component of the Endosomal Sorting Complexes Required for Transport 1 (ESCRT-1), which plays a critical function in endosomal sorting and trafficking of ubiquitinated proteins. Despite its name, the involvement of this gene in cancer remains to be clearly demonstrated.

Overexpression of TSG101 has been reported in most cancer types but, while initially discovered as negative regulator for tumorigenesis in a screen for potential tumor suppressors in immortalized fibroblasts, subsequent evidence points out TSG101 as a positive modulator of cancer progression. In any case, TSG101 has also been found to be essential for many processes in the cell, including transcriptional regulation, cell cycle control, and growth and proliferation, and it is clearly required for normal cell function in embryonic and adult tissues [102].

- *Smed-tssc1*

Tumor Suppressing Subtransferable Candidate 1 (TSSC1) protein was first discovered as one of several tumor-suppressing subtransferable fragments located in the imprinted gene domain of 11p15.5, an important tumor-suppressor gene region [103]. In a recent study it was reported that TSSC1 inhibits breast cancer cell invasion leading to bone metastasis [104];

- *Smed-tusc3*

Formally a magnesium transporter with a putative function in protein N-glycosylation, Tumor Suppressor Candidate 3 gene is closely related with embryonic development and cancer. Morpholino knockdown of TUSC3 protein expression in zebrafish embryos results in early developmental arrest [105]. As a tumor suppressor, it has been identified in prostate [106] and ovarian cancer [107] although it has been found expressed in most non-lymphoid cells and tissues examined. In addition, point mutations or deletions in the TUSC3 gene have been identified in individuals with nonsyndromic autosomal recessive intellectual disability (ARID) [108].

## References

1. Yoshida, H., Okada, T., Haze, K., Yanagi, H., Yura, T., Negishi, M., Mori, K.: Endoplasmic reticulum stress-induced formation of transcription factor complex ersf including nf- $\gamma$  (cbf) and activating transcription factors 6 $\alpha$  and 6 $\beta$  that activates the mammalian unfolded protein response. *Mol Cell Biol* **21**(4), 1239–1248 (2001)
2. Wenemoser, D., Lapan, S.W., Wilkinson, A.W., Bell, G.W., Reddien, P.W.: A molecular wound response program associated with regeneration initiation in planarians. *Genes Dev* **26**(9), 988–1002 (2012)
3. Kim, J.H., Yang, C.K., Heo, K., Roeder, R.G., An, W., Stallcup, M.R.: CCAR1, a key regulator of mediator complex recruitment to nuclear receptor transcription complexes. *Mol Cell* **31**(4), 510–519 (2008)
4. Pearson, B.J., Sánchez Alvarado, A.: A planarian p53 homolog regulates proliferation and self-renewal in adult stem cell lineages. *Development* **137**(2), 213–221 (2009)
5. Rishi, A.K., Zhang, L., Boyanapalli, M., Wali, A., Mohammad, R.M., Yu, Y., Fontana, J.A., Hatfield, J.S., Dawson, M.I., Majumdar, A.P.N., Reichert, U.: Identification and characterization of a cell cycle and apoptosis regulatory protein-1 as a novel mediator of apoptosis signaling by retinoid cd437. *J Biol Chem* **278**(35), 33422–33435 (2003)
6. Zhang, L., Levi, E., Majumder, P., Yu, Y., Aboukameel, A., Du, J., Xu, H., Mohammad, R., Hatfield, J.S., Wali, A., Adsay, V., Majumdar, A.P., Rishi, A.K.: Transactivator of transcription-tagged cell cycle and apoptosis regulatory protein-1 peptides suppress the growth of human breast cancer cells in vitro and in vivo. *Mol Cancer Ther* **6**(5), 1661–1672 (2007)
7. Levi, E., Zhang, L., Aboukameel, A., Rishi, S., Mohammad, R.M., Polin, L., Hatfield, J.S., Rishi, A.K.: Cell cycle and apoptosis regulatory protein (CARP)-1 is a novel, adriamycin-inducible, diffuse large b-cell lymphoma (dlbl) growth suppressor. *Cancer Chemother Pharmacol* **67**(6), 1401–1413 (2010)
8. Ashour, A.E., Jamal, S., Cheryan, V.T., Muthu, M., Zoheir, K.M.A., Alafeefy, A.M., Abd Allah, A.R., Levi, E., Tarca, A.L., Polin, L.A., Rishi, A.K.: CARP-1 functional mimetics: a novel class of small molecule inhibitors of medulloblastoma cell growth. *PLoS ONE* **8**(6), 66733 (2013)
9. Adams, M.S., Gammill, L.S., Bronner Fraser, M.: Discovery of transcription factors and other candidate regulators of neural crest development. *Dev Dyn* **237**(4), 1021–1033 (2008)

10. Sharma, S., Mahalingam, C.D., Das, V., Jamal, S., Levi, E., Rishi, A.K., Datta, N.S.: Cell cycle and apoptosis regulatory protein (CARP)-1 is expressed in osteoblasts and regulated by PTH. *Biochem Biophys Res Commun* **436**(4), 607–612 (2013)
11. Sarkar, S., Pollack, B., Lin, K., Kotenko, S., Cook, J., Lewis, A., Pestka, S.: hTid-1, a human DnaJ protein, modulates the interferon signaling pathway. *J Biol Chem* **276**(52), 49034–42 (2001)
12. Schilling, B., De-Medina, T., Syken, J., Vidal, M., Munger, K.: A novel human DnaJ protein, hTid-1, a homolog of the *Drosophila* tumor suppressor protein Tid56, can interact with the human papillomavirus type 16 E7 oncoprotein. *Virology* **247**(1), 74–85 (1998)
13. Syken, J., De-Medina, T., Munger, K.: TID1, a human homolog of the *Drosophila* tumor suppressor l(2)tid, encodes two mitochondrial modulators of apoptosis with opposing functions. *Proc Natl Acad Sci* **96**(15), 8499–8504 (1999)
14. Tsai, M., Wang, C., Chang, G., Chen, C., Chen, H., Cheng, C., Yang, Y., Wu, C., Shih, F., Liu, C., Lin, H., Jou, Y., Lin, S., Lin, C., Chen, W., Chan, W., Chen, J., Yang, P.: A new tumor suppressor DnaJ-like heat shock protein, HLJ1, and survival of patients with non-small-cell lung carcinoma. *J Natl Cancer Inst* **98**(12), 825–838 (2006)
15. Wu, M., Tu, T., Huang, Y., Cao, Y.: Suppression subtractive hybridization identified differentially expressed genes in lung adenocarcinoma: ERGIC3 as a novel lung cancer-related gene. *BMC Cancer* **13**(1), 44 (2013)
16. Son, J., Lyssiotis, C.A., Ying, H., Wang, X., Hua, S., Ligorio, M., Perera, R., Ferrone, C., Mullarky, E., Shyh-Chang, N., Kang, Y., Fleming, J., Bardeesy, N., Asara, J., Haigis, M., DePinho, R., Cantley, L., AC, K.: Glutamine supports pancreatic cancer growth through a KRAS-regulated metabolic pathway. *Nature* **496**(7443), 101–105 (2013)
17. Thornburg, J., Nelson, K., Clem, B., Lane, A., Arumugam, S., Simmons, A., Eaton, J., Telang, S., Chesney, J.: Targeting aspartate aminotransferase in breast cancer. *Breast Cancer Res* **10**(5), 84 (2008)
18. Afshar, K., Gonczy, P., DiNardo, S., Wasserman, S.A.: fumble encodes a pantothenate kinase homolog required for proper mitosis and meiosis in *Drosophila melanogaster*. *Genetics* **157**(3), 1267–1276 (2001)
19. Zhou, Z., Zhou, J., Du, Y.: Estrogen receptor beta interacts and colocalizes with HADHB in mitochondria. *Biochem Biophys Res Commun* **427**(2), 305–308 (2012)
20. Ball, E.E., Rehm, E.J., Goodman, C.S.: Cloning of a grasshopper cDNA coding for a protein homologous to the A1, A2/B1 proteins of mammalian hnRNP. *Nucleic Acids Res* **19**(2), 397–397 (1991)
21. Rigbolt, K.T.G., Prokhorova, T.A., Akimov, V., Henningsen, J., Johansen, P.T., Kratchmarova, I., Kassem, M., Mann, M., Olsen, J.V., Blagoev, B.: System-wide temporal characterization of the proteome and phosphoproteome of human embryonic stem cell differentiation. *Sci Signal* **4**(164), 3–3 (2011)
22. Nguyen, C.T., Langenbacher, A., Hsieh, M., Chen, J.N.: The PAF1 complex component leo1 is essential for cardiac and neural crest development in zebrafish. *Dev Biol* **341**(1), 167–175 (2010)
23. Ding, L., Paszkowski-Rogacz, M., Nitzsche, A., Slabicki, M.M., Heninger, A.K., de Vries, I., Kittler, R., Junqueira, M., Shevchenko, A., Schulz, H., Hubner, N., Doss, M.X., Sachinidis, A., Hescheler, J., Iacone, R., Anastassiadis, K., Stewart, A.F., Pisabarro, M.T., Caldarelli, A., Poser, I., Theis, M., Buchholz, F.: A genome-scale RNAi screen for Oct4 modulators defines a role of the Paf1 complex for embryonic stem cell identity. *Cell Stem Cell* **4**(5), 403–415 (2009)
24. Muntean, A.G., Tan, J., Sitwala, K., Huang, Y., Bronstein, J., Connelly, J.A., Basrur, V., Elenitoba-Johnson, K.S.J., Hess, J.L.: The PAF complex synergizes with MLL fusion proteins at HOX loci to promote leukemogenesis. *Cancer Cell* **17**(6), 609–621 (2010)
25. Gargra, S., Hauser, S., Kolfshoten, I., Osterloh, L., Agami, R., Gaubatz, S.: Inhibition of oncogenic transformation by mammalian Lin-9, a pRB-associated protein. *EMBO J* **23**(23), 4627–4638 (2004)
26. Knight, A.S., Notaridou, M., Watson, R.J.: A Lin-9 complex is recruited by B-Myb to activate transcription of G2/M genes in undifferentiated embryonal carcinoma cells. *Oncogene* **28**(15), 1737–1747 (2009)
27. Kurokawa, H., Motohashi, H., Sueno, S., Kimura, M., Takagawa, H., Kanno, Y., Yamamoto, M., Tanaka, T.: Structural basis of alternative DNA recognition by maf transcription factors. *Mol Cell Biol* **29**(23), 6232–6244 (2009)
28. Durr, K., Holzschuh, J., Filippi, A., Ettl, A.K., Ryu, S., Shepherd, I.T., Driever, W.: Differential roles of transcriptional mediator complex subunits Crsp34/Med27, Crsp150/Med14 and Trap100/Med24 during Zebrafish retinal development. *Genetics* **174**(2), 693–705 (2006)
29. Billin, A.N., Eilers, A.L., Queva, C., Ayer, D.E.: Mlx, a novel Max-like BHLHZip protein that interacts with the Max network of transcription factors. *J Biol Chem* **274**(51), 36344–36350 (1999)
30. Meroni, G., Cairo, S., Merla, G., Messali, S., Brent, R., Ballabio, A., Reymond, A.: Mlx, a new Max-like bHLHZip family member: the center stage of a novel transcription factors regulatory pathway? *Oncogene* **19**(29), 3266–3277 (2000)
31. Kimura, K., Cuvier, O., Hirano, T.: Chromosome condensation by a human condensin complex in *Xenopus* egg extracts. *J Biol Chem* **276**(8), 5417–5420 (2001)
32. Schmiesing, J., Gregson, H., Zhou, S., Yokomori, K.: A human condensin complex containing hCAP-C-hCAP-E and CNAP1, a homolog of *xenopus* XCAP-D2, colocalizes with phosphorylated histone H3 during the early stage of mitotic chromosome condensation. *Mol Cell Biol* **20**(18), 6996–7006 (2000)
33. Rosengard, A., Krutzsch, H., Shearn, A., Biggs, J., Barker, E., Margulies, I., King, C., Liotta, L., Steeg, P.: Reduced Nm23/Awd protein in tumour metastasis and aberrant *Drosophila* development. *Nature* **342**(6246), 177–180 (1989)
34. Dooley, S., Seib, T., Engel, M., Theisinger, B., Janz, H., Piontek, K., Zang, K., Welter, C.: Isolation and characterization of the human genomic locus coding for the putative metastasis control gene nm23-H1. *Hum Genet* **93**(1), 63–6 (1994)
35. Carotenuto, M., Pedone, E., Diana, D., de Antonellis, P., Dzeroski, S., Marino, N., Navas, L., Di Dato, V., Scoppettuolo, M., Cimmino, F., Correale, S., Pirone, L., Monti, S., Bruder, E., Zenko, B., Slavkov, I.,

- Pastorino, F., Ponzoni, M., Schulte, J., Schramm, A., Eggert, A., Westermann, F., Arrigoni, G., Accordi, B., Basso, G., Saviano, M., Fattorusso, R., Zollo, M.: Neuroblastoma tumorigenesis is regulated through the Nm23-H1/h-Prune C-terminal interaction. *Sci Rep* **3** (2013)
36. Fan, Z., Beresford, P., Oh, D., Zhang, D., Lieberman, J.: Tumor suppressor NM23-H1 is a granzyme a-activated DNase during CTL-mediated apoptosis, and the nucleosome assembly protein SET is its inhibitor. *Cell* **112**(5), 659–672 (2003)
  37. Li, M., Makkinje, A., Damuni, Z.: The myeloid leukemia-associated protein set is a potent inhibitor of protein phosphatase 2a. *J Biol Chem* **271**(19), 11059–62 (1996)
  38. Carlson, S., Eng, E., Kim, E., Perlman, E., Copeland, T., Ballermann, B.: Expression of SET, an inhibitor of protein phosphatase 2A, in renal development and wilms' tumor. *J Am Soc Nephrol* **9**(10), 1873–80 (1998)
  39. Chowdhury, D., Beresford, P., Zhu, P., Zhang, D., Sung, J., Demple, B., Perrino, F., Lieberman, J.: The exonuclease TREX1 is in the SET complex and acts in concert with NM23-H1 to degrade DNA during Granzyme A-mediated cell death. *Mol Cell* **23**(1), 133–142 (2006)
  40. Carotenuto, P., Marino, N., Bello, A., D'Angelo, A., Di Porzio, U., Lombardi, D., Zollo, M.: PRUNE and NM23-M1 expression in embryonic and adult mouse brain. *J Bioenerg Biomembr* **38**(3–4), 233–246 (2006)
  41. Smitherman, M., Lee, K., Swanger, J., Kapur, R., Clurman, B.: Characterization and targeted disruption of murine Nup50, a p27Kip1-interacting component of the nuclear pore complex. *Mol Cell Biol* **20**(15), 5631–5642 (2000)
  42. Buchwalter, A., Liang, Y., Hetzer, M.: Nup50 is required for cell differentiation and exhibits transcription-dependent dynamics. *Mol Biol Cell* **25**(16), 2472–2484 (2014)
  43. Li, J., Yin, W., Takeuchi, K., Guan, H., Huang, Y., Chan, J.: Inflammatory myofibroblastic tumor with RANBP2 and ALK gene rearrangement: a report of two cases and literature review. *Diagn Pathol* **8**(1), 147 (2013)
  44. Chen, S., Lee, J.: An inflammatory myofibroblastic tumor in liver with ALK and RANBP2 gene rearrangement: combination of distinct morphologic, immunohistochemical, and genetic features. *Hum Pathol* **39**(12), 1854–1858 (2008)
  45. Ma, Z., Hill, D., Collins, M., Morris, S., Sumegi, J., Zhou, M., Zuppan, C., Bridge, J.: Fusion of ALK to the Ran-binding protein 2 (RANBP2) gene in inflammatory myofibroblastic tumor. *Genes Chromosomes Cancer* **37**(1), 98–105 (2003)
  46. Pucci, A., Valori, A., Muscio, M., Garofalo, L., Ferroni, F., Abbruzzese, P.: Asymptomatic inflammatory myofibroblastic tumor of the heart: immunohistochemical profile, differential diagnosis, and review of the literature. *Cardiovasc Pathol* **18**(3), 187–190 (2009)
  47. Arlotta, P., Miyazaki, D., Copeland, N.G., Gilbert, D.J., Jenkins, N.A., Ono, S.J.: Murine NFX.1: isolation and characterization of its messenger RNA, mapping of its chromosomal location and assessment of its developmental expression. *Immunology* **106**(2), 173–181 (2002)
  48. Stroumbakis, N.D., Li, Z., Tolia, P.P.: A homolog of human transcription factor NF-X1 encoded by the drosophila shuttle craft gene is required in the embryonic central nervous system. *Mol Cell Biol* **16**(1), 192–201 (1996)
  49. Gewin, L., Myers, H., Kiyono, T., Galloway, D.A.: Identification of a novel telomerase repressor that interacts with the human papillomavirus type-16 E6/E6-AP complex. *Genes Dev* **18**(18), 2269–2282 (2004)
  50. Katzenellenbogen, R.A., Egelkrout, E.M., Vliet-Gregg, P., Gewin, L.C., Gafken, P.R., Galloway, D.A.: NF-X1-123 and Poly(A) binding proteins synergistically augment activation of telomerase in human papillomavirus type 16 E6-expressing cells. *J Virol* **81**(8), 3786–3796 (2007)
  51. Allende, M.L., Amsterdam, A., Becker, T., Kawakami, K., Gaiano, N., Hopkins, N.: Insertional mutagenesis in zebrafish identifies two novel genes, pescadillo and dead eye, essential for embryonic development. *Genes Dev* **10**(24), 3141–3155 (1996)
  52. Lerch Gagli, A., Haque, J., Li, J., Ning, G., Traktman, P., Duncan, S.A.: Pescadillo is essential for nucleolar assembly, ribosome biogenesis, and mammalian cell proliferation. *J Biol Chem* **277**(47), 45347–45355 (2002)
  53. Grimm, T., Hölzel, M., Rohmoser, M., Harasim, T., Malamoussi, A., Gruber Eber, A., Kremmer, E., Eick, D.: Dominant-negative Pes1 mutants inhibit ribosomal RNA processing and cell proliferation via incorporation into the PeBoV-complex. *Nucleic Acids Res* **34**(10), 3030–3043 (2006)
  54. Kinoshita, Y., Jarell, A.D., Flaman, J.M., Foltz, G., Schuster, J., Sopher, B.L., Irvin, D.K., Kanning, K., Kornblum, H.I., Nelson, P.S., Hieter, P., Morrison, R.S.: Pescadillo, a novel cell cycle regulatory protein abnormally expressed in malignant cells. *J Biol Chem* **276**(9), 6656–6665 (2000)
  55. Prisco, M., Maiorana, A., Guerzoni, C., Calin, G., Calabretta, B., Voit, R., Grummt, I., Baserga, R.: Role of Pescadillo and Upstream Binding Factor in the proliferation and differentiation of murine myeloid cells. *Mol Cell Biol* **24**(12), 5421–5433 (2004)
  56. Maiorana, A., Tu, X., Cheng, G., Baserga, R.: Role of *pescadillo* in the transformation and immortalization of mammalian cells. *Oncogene* **23**(42), 7116–7124 (2004)
  57. Mamidipudi, V., Cartwright, C.: A novel pro-apoptotic function of RACK1: suppression of Src activity in the intrinsic and Akt pathways. *Oncogene* **28**(50), 4421–4433 (2009)
  58. Chang, B., Conroy, K., Machleder, E., Cartwright, C.: RACK1, a receptor for activated C kinase and a homolog of the beta subunit of G proteins, inhibits activity of src tyrosine kinases and growth of NIH 3T3 cells. *Mol Cell Biol* **18**(6), 3245–56 (1998)
  59. Li, J., Xie, D.: RACK1, a Versatile Hub in Cancer. in press
  60. Berns, H., Humar, R., Hengeler, B., Kiefer, F., Battegay, E.: RACK1 is up-regulated in angiogenesis and human carcinomas. *FASEB J* **14**(15), 2549–2558 (2000)
  61. Mamidipudi, V., Dhillon, N., Parman, T., Miller, L., Lee, K., Cartwright, C.: RACK1 inhibits colonic cell

- growth by regulating Src activity at cell cycle checkpoints. *Oncogene* **26**(20), 2914–2924 (2006)
62. Cao, X., Xu, J., Xu, J., Liu, X., Cheng, Y., Li, Q., Xu, Z., Liu, X.: RACK1 promotes breast carcinoma migration/metastasis via activation of the rhoa/rho kinase pathway. *Breast Cancer Res Treat* **126**(3), 555–563 (2010)
  63. Shi, S., Deng, Y., Zhao, J., Ji, X., Shi, J., Feng, Y., Li, G., Li, J., Zhu, D., Koeffler, H., Zhao, Y., Xie, D.: RACK1 promotes non-small-cell lung cancer tumorigenicity through activating sonic hedgehog signaling pathway. *J Biol Chem* **287**(11), 7845–7858 (2012)
  64. Wehner, P., Shnitsar, I., Urlaub, H., Borchers, A.: RACK1 is a novel interaction partner of PTK7 that is required for neural tube closure. *Development* **138**(7), 1321–1327 (2011)
  65. Zhu, S.J., Pearson, B.J.: The Retinoblastoma pathway regulates stem cell proliferation in freshwater planarians. *Dev Biol* **373**(2), 442–452 (2013)
  66. Wagner, D.E., Ho, J.J., Reddien, P.W.: Genetic regulators of a pluripotent adult stem cell system in planarians identified by RNAi and clonal analysis. *Cell Stem Cell* **10**(3), 299–311 (2012)
  67. Reddien, P.W., Bermange, A.L., Murfitt, K.J., Jennings, J.R., Sánchez Alvarado, A.: Identification of genes needed for regeneration, stem cell function, and tissue homeostasis by systematic gene perturbation in planaria. *Dev Cell* **8**(5), 635–649 (2005)
  68. Nicolas, E.: RbAp48 belongs to the histone deacetylase complex that associates with the retinoblastoma protein. *J Biol Chem* **275**(13), 9797–9804 (2000)
  69. Hoek, M., Stillman, B.: Chromatin assembly factor 1 is essential and couples chromatin assembly to DNA replication in vivo. *Proc Natl Acad Sci U S A* **100**(21), 12183–12188 (2003)
  70. Richly, H., Aloia, L., Di Croce, L.: Roles of the polycomb group proteins in stem cells and cancer. *Cell Death and Disease* **2**(9), 204 (2011)
  71. Luo, M., Ling, T., Xie, W., Sun, H., Zhou, Y., Zhu, Q., Shen, M., Zong, L., Lyu, G., Zhao, Y., Ye, T., Gu, J., Tao, W., Lu, Z., Grummt, I.: NuRD blocks reprogramming of mouse somatic cells into pluripotent stem cells. *Stem Cells* **31**(7), 1278–1286 (2013)
  72. Pacifico, F., Paolillo, M., Chiappetta, G., Crescenzi, E., Arena, S., Scaloni, A., Monaco, M., Vascotto, C., Tell, G., Formisano, S., Leonardi, A.: RbAp48 is a target of nuclear factor- $\kappa$ B activity in thyroid cancer. *J Clin Endocrinol Metab* **92**(4), 1458–1466 (2007)
  73. Kong, L., Yu, X.P., Bai, X.H., Zhang, W.F., Zhang, Y., Zhao, W.M., Jia, J.H., Tang, W., Zhou, Y.B., Liu, C.J.: RbAp48 is a critical mediator controlling the transforming activity of human papillomavirus type 16 in cervical cancer. *J Biol Chem* **282**(36), 26381–26391 (2007)
  74. Cao, F., Chen, Y., Cierpicki, T., Liu, Y., Basur, V., Lei, M., Dou, Y.: An Ash2L/RbBP5 heterodimer stimulates the MLL1 methyltransferase activity through coordinated substrate interactions with the MLL1 SET domain. *PLoS ONE* **5**(11), 14102 (2010)
  75. Odho, Z., Southall, S.M., Wilson, J.R.: Characterization of a novel WDR5-binding site that recruits RbBP5 through a conserved motif to enhance methylation of histone h3 lysine 4 by mixed lineage leukemia protein-1. *J Biol Chem* **285**(43), 32967–32976 (2010)
  76. Pugh, D.J., Ab, E., Faro, A., Luty, P.T., Hoffmann, E., Rees, D.J.: DWN, a novel ubiquitin-like domain, implicates RBBP6 in mRNA processing and ubiquitin-like pathways. *BMC Struct Biol* **6**(1), 1 (2006)
  77. Nakamura, Y., Tanaka, H., Arakawa, H., Yamaguchi, T., Shiraishi, K., Fukuda, S., Matsui, K., Takei, Y.: A ribonucleotide reductase gene involved in a p53-dependent cell-cycle checkpoint for DNA damage. *Nature* **404**(6773), 42–49 (2000)
  78. p53R2-dependent pathway for DNA synthesis in a p53-regulated cell cycle checkpoint: Yamaguchi, t and matsuda, k and sagiya, y and iwadate, m and fujino, ma and nakamura, y and arakawa, h. *Cancer Res* **61**(22), 8256–62 (2001)
  79. Guittet, O., Hakansson, P., Voevodskaya, N., Fridd, S., Graslund, A., Arakawa, H., Nakamura, Y., Thelander, L.: Mammalian p53R2 protein forms an active ribonucleotide reductase in vitro with the R1 protein, which is expressed both in resting cells in response to DNA damage and in proliferating cells. *J Biol Chem* **276**(44), 40647–40651 (2001)
  80. Cho, E., Kuo, M., Liu, X., Yang, L., Hsieh, Y., Wang, J., Cheng, Y., Yen, Y.: Tumor suppressor FOXO3 regulates ribonucleotide reductase subunit RRM2B and impacts on survival of cancer patients. *Oncotarget* **5**(13), 4834–44 (2014)
  81. Tian, H., Ge, C., Li, H., Zhao, F., Hou, H., Chen, T., Jiang, G., Xie, H., Cui, Y., Yao, M., Li, J.: Ribonucleotide reductase M2B inhibits cell migration and spreading by early growth response protein 1-mediated phosphatase and tensin homolog/Akt1 pathway in hepatocellular carcinoma. *Hepatology* **59**(4), 1459–1470 (2014)
  82. Jørgensen, C., Ejlersen, B., Bjerre, K., Balslev, E., Nielsen, D., Nielsen, K.: Gene aberrations of RRM1 and RRM2B and outcome of advanced breast cancer after treatment with docetaxel with or without gemcitabine. *BMC Cancer* **13**(1), 541 (2013)
  83. Bourdon, A., Minai, L., Serre, V., Jais, J., Sarzi, E., Aubert, S., Chrétien, D., de Lonlay, P., Paquis-Flucklinger, V., Arakawa, H., Nakamura, Y., Munnich, A., Rötig, A.: Mutation of RRM2B, encoding p53-controlled ribonucleotide reductase (p53R2), causes severe mitochondrial DNA depletion. *Nat Genet* **39**(6), 776–780 (2007)
  84. Shaibani, A., Shchelochkov, O., Zhang, S., Katsonis, P., Lichtarge, O., Wong, L., Shinawi, M.: Mitochondrial neurogastrointestinal encephalopathy due to mutations in RRM2B. *Arch Neurol* **66**(8), 1028–32 (2009)
  85. Bornstein, B., Area, E., Flanigan, K., Ganesh, J., Jayakar, P., Swoboda, K., Coku, J., Naini, A., Shanske, S., Tanji, K., Hirano, M., DiMauro, S.: Mitochondrial DNA depletion syndrome due to mutations in the RRM2B gene. *Neuromuscul Disord* **18**(6), 453–459 (2008)
  86. Finsterer, J., Ahting, U.: Mitochondrial depletion syndromes in children and adults. *Can J Neurol Sci* **40**(5), 635–44 (2013)

87. Inuzuka, M., Hayakawa, M., Ingi, T.: Serinc, an activity-regulated protein family, incorporates serine into membrane lipid synthesis. *J Biol Chem* **280**(42), 35776–35783 (2005)
88. Rossman, T., Wang, Z.: Expression cloning for arsenite-resistance resulted in isolation of tumor-suppressor *fau* cDNA: possible involvement of the ubiquitin system in arsenic carcinogenesis. *Carcinogenesis* **20**(2), 311–316 (1999)
89. Andreu-Agullo, C., Maurin, T., Thompson, C., Lai, E.: *Ars2* maintains neural stem-cell identity through direct transcriptional activation of *Sox2*. *Nature* **481**(7380), 195–198 (2011)
90. Wilson, M., Wang, D., Wagner, R., Breyssens, H., Gertsenstein, M., Lobe, C., Lu, X., Nagy, A., Burke, R., Koop, B., Howard, P.: *ARS2* is a conserved eukaryotic gene essential for early mammalian development. *Mol Cell Biol* **28**(5), 1503–1514 (2008)
91. Chi, B., Wang, Q., Wu, G., Tan, M., Wang, L., Shi, M., Chang, X., Cheng, H.: Aly and THO are required for assembly of the human TREX complex and association of TREX components with the spliced mRNA. *Nucleic Acids Res* **41**(2), 1294–1306 (2012)
92. Jimeno, S., Aguilera, A.: The THO complex as a key mRNP biogenesis factor in development and cell differentiation. *J Biol* **9**(1), 6 (2010)
93. Wang, L., Miao, Y., Zheng, X., Lackford, B., Zhou, B., Han, L., Yao, C., Ward, J., Burkholder, A., Lipchina, I., Fargo, D., Hochedlinger, K., Shi, Y., Williams, C., Hu, G.: The THO complex regulates pluripotency gene mRNA export and controls embryonic stem cell self-renewal and somatic cell reprogramming. *Cell Stem Cell* **13**(6), 676–690 (2013)
94. Domínguez-Sánchez, M., Sáez, C., Japón, M., Aguilera, A., Luna, R.: Differential expression of THOC1 and ALY mRNP biogenesis/export factors in human cancers. *BMC Cancer* **11**(1), 77 (2011)
95. Allton, K., Jain, A.K., Herz, H.M., Tsai, W.W., Jung, S.Y., Qin, J., Bergmann, A., Johnson, R.L., Barton, M.C.: Trim24 targets endogenous p53 for degradation. *Proc Natl Acad Sci U S A* **106**(28), 11612–11616 (2009)
96. Torres-Padilla, M.E., Zernicka-Goetz, M.: Role of TIF1 as a modulator of embryonic transcription in the mouse zygote. *J Cell Biol* **174**(3), 329–338 (2006)
97. Khetchoumian, K., Teletin, M., Tisserand, J., Mark, M., Herquel, B., Ignat, M., Zucman-Rossi, J., Cammas, F., Lerouge, T., Thibault, C., Metzger, D., Chambon, P., Losson, R.: Loss of trim24 (*tif1α*) gene function confers oncogenic activity to retinoic acid receptor alpha. *Nat Genet* **39**(12), 1500–1506 (2007)
98. Tsai, W.W., Wang, Z., Yiu, T.T., Akdemir, K.C., Xia, W., Winter, S., Tsai, C.Y., Shi, X., Schwarzer, D., Plunkett, W., Aronow, B., Gozani, O., Fischle, W., Hung, M., Patel, D.J., Barton, M.C.: TRIM24 links a non-canonical histone signature to breast cancer. *Nature* **468**(7326), 927–932 (2010)
99. Kikuchi, M., Okumura, F., Tsukiyama, T., Watanabe, M., Miyajima, N., Tanaka, J., Imamura, M., Hatakeyama, S.: TRIM24 mediates ligand-dependent activation of androgen receptor and is repressed by a bromodomain-containing protein, BRD7, in prostate cancer cells. *Biochim Biophys Acta* **1793**(12), 1828–1836 (2009)
100. Xie, P.: TRAF molecules in cell signaling and in human diseases. *J Mol Signal* **8**(1), 7 (2013)
101. Li, L., Liao, J., Ruland, J., Mak, T.W., Cohen, S.N.: A TSG101/MDM2 regulatory loop modulates MDM2 degradation and MDM2/p53 feedback control. *Proc Natl Acad Sci U S A* **98**(4), 1619–1624 (2001)
102. Cheng, X.: Role of TSG101 in cancer. *Front Biosci* **18**(1), 279 (2013)
103. Hu, R.J., Lee, M.P., Connors, T.D., Johnson, L.A., Burn, T.C., Su, K., Landes, G.M., Feinberg, A.P.: A 2.5-Mb transcript map of a tumor-suppressing subchromosomal transferable fragment from 11p15.5, and isolation and sequence analysis of three novel genes. *Genomics* **46**(1), 9–17 (1997)
104. Wang, D.C., Wang, H.F., Yuan, Z.N.: Runx2 induces bone osteolysis by transcriptional suppression of TSSC1. *Biochem Biophys Res Commun* **438**(4), 635–639 (2013)
105. Zhou, H., Clapham, D.E.: Mammalian MagT1 and TUSC3 are required for cellular magnesium uptake and vertebrate embryonic development. *Proc Natl Acad Sci U S A* **106**(37), 15750–15755 (2009)
106. Horak, P., Tomasich, E., Vaňhara, P., Kratochvílová, K., Anees, M., Marhold, M., Lemberger, C.E., Gerschpacher, M., Horvat, R., Sibilia, M., Pils, D., Krainer, M.: TUSC3 loss alters the ER stress response and accelerates prostate cancer growth *in vivo*. *Sci Rep* **4**(3739) (2014)
107. Vaňhara, P., Horak, P., Pils, D., Anees, M., Petz, M., Gregor, W., Zeillinger, R., Krainer, M.: Loss of the oligosaccharyl transferase subunit TUSC3 promotes proliferation and migration of ovarian cancer cells. *Int J Oncol* **42**(4), 1383–1389 (2013)
108. Loddo, S., Parisi, V., Doccini, V., Filippi, T., Bernardini, L., Brovedani, P., Ricci, F., Novelli, A., Battaglia, A.: Homozygous deletion in TUSC3 causing syndromic intellectual disability: a new patient. *Am J Med Genet* **161**(8), 2084–2087 (2013)

# Supplementary material for: Digital gene expression approach over multiple RNA-Seq data sets to detect neoblast transcriptional changes in Schmidtea mediterranea
**Source:** BMC Genomics. 2015 May 8;16(1):361. doi: 10.1186/s12864-015-1533-1

# Smed454 DGE Expression Levels [X1 vs X2 vs Xin]

## X1\_norm

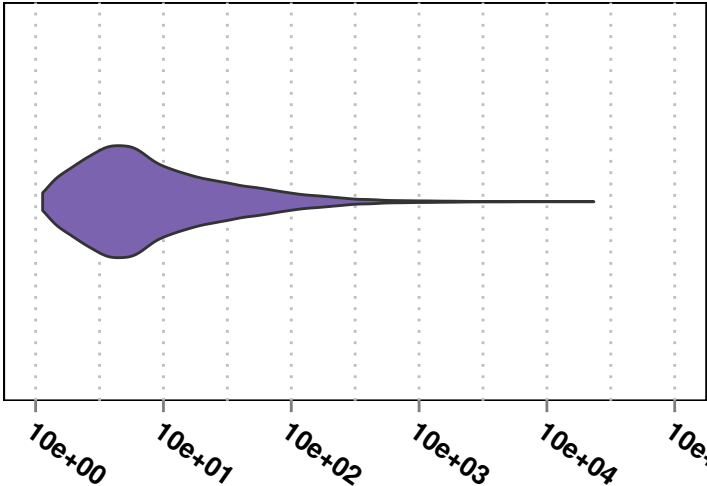

### X1\_norm x X2\_norm

Pearson's product-moment correlation  
corr = 0.617194  
p-val = 0 \*\*\*

Spearman's rank correlation rho (two sided)  
Rho = 0.573385  
p-val = 0 \*\*\*

#### Linear model estimates (lm)

| Coefficients | Estimate | Std.Error | t value | Pr(> t ) |
|--------------|----------|-----------|---------|----------|
| Intercept    | 0.8047   | 0.008391  | 95.9    | 0 ***    |
| Slope        | 0.6976   | 0.009713  | 71.83   | 0 ***    |

Residual standard error: 0.548442 on 8384 degrees of freedom  
Multiple R-squared: 0.38093 / Adjusted R-squared: 0.38085  
F-statistic: 5158.87 on 1 and 8384 DF, p-value: 0

### X1\_norm x Xin\_norm

Pearson's product-moment correlation  
corr = 0.38877  
p-val = 0 \*\*\*

Spearman's rank correlation rho (two sided)  
Rho = 0.35448  
p-val = 5.63048e-182 \*\*\*

#### Linear model estimates (lm)

| Coefficients | Estimate | Std.Error | t value | Pr(> t )       |
|--------------|----------|-----------|---------|----------------|
| Intercept    | 0.5964   | 0.0216    | 27.62   | 2.304e-158 *** |
| Slope        | 0.4993   | 0.01507   | 33.13   | 1.326e-221 *** |

Residual standard error: 0.688590 on 6163 degrees of freedom  
Multiple R-squared: 0.15114 / Adjusted R-squared: 0.15100  
F-statistic: 1097.34 on 1 and 6163 DF, p-value: 1.326e-221

## X2\_norm

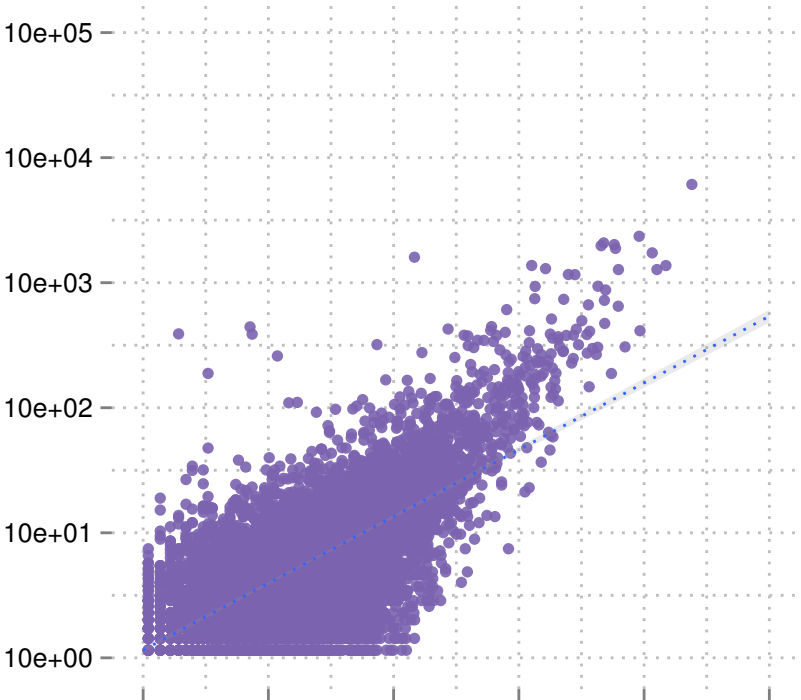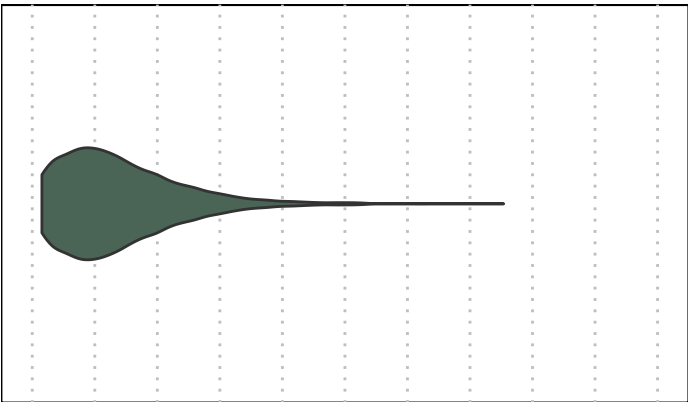

### X2\_norm x Xin\_norm

Pearson's product-moment correlation  
corr = 0.48481  
p-val = 0 \*\*\*

Spearman's rank correlation rho (two sided)  
Rho = 0.440947  
p-val = 2.2985e-225 \*\*\*

#### Linear model estimates (lm)

| Coefficients | Estimate | Std.Error | t value | Pr(> t )       |
|--------------|----------|-----------|---------|----------------|
| Intercept    | 0.014    | 0.02089   | 0.6703  | 0.5027         |
| Slope        | 0.5366   | 0.01404   | 38.21   | 9.117e-279 *** |

Residual standard error: 0.570205 on 4751 degrees of freedom  
Multiple R-squared: 0.23504 / Adjusted R-squared: 0.23488  
F-statistic: 1459.79 on 1 and 4751 DF, p-value: 9.117e-279

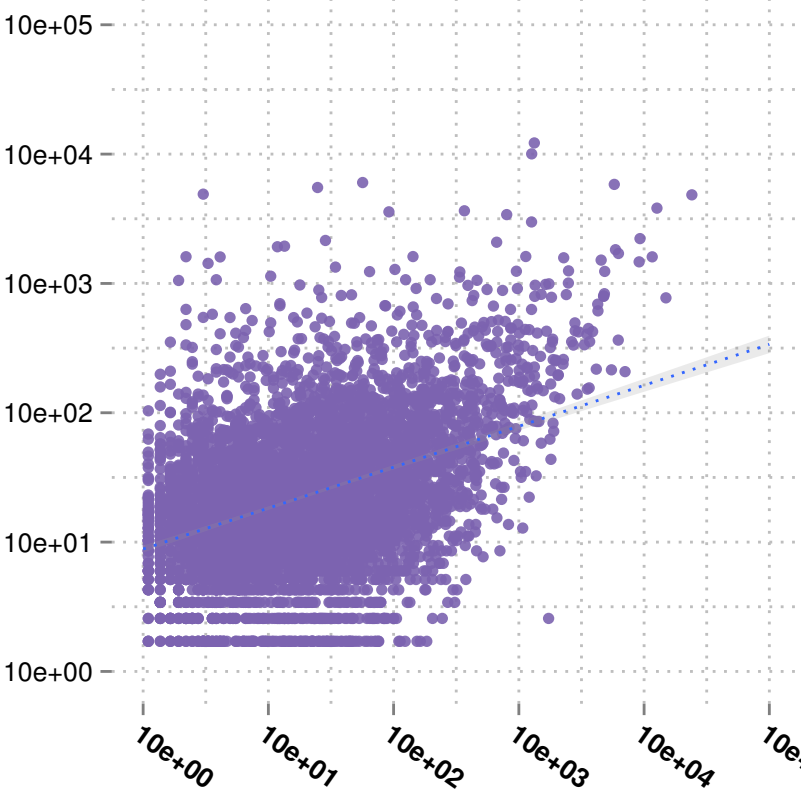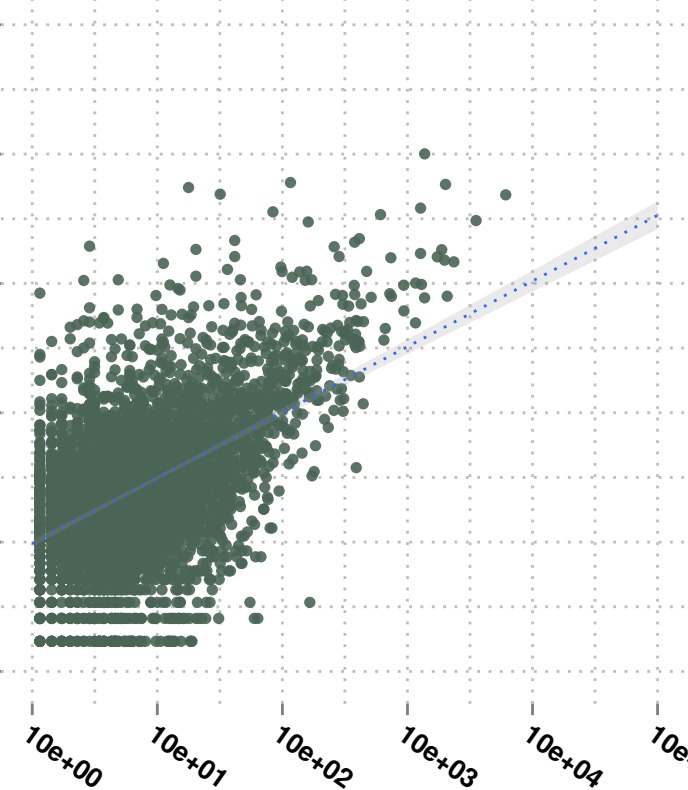

## Xin\_norm

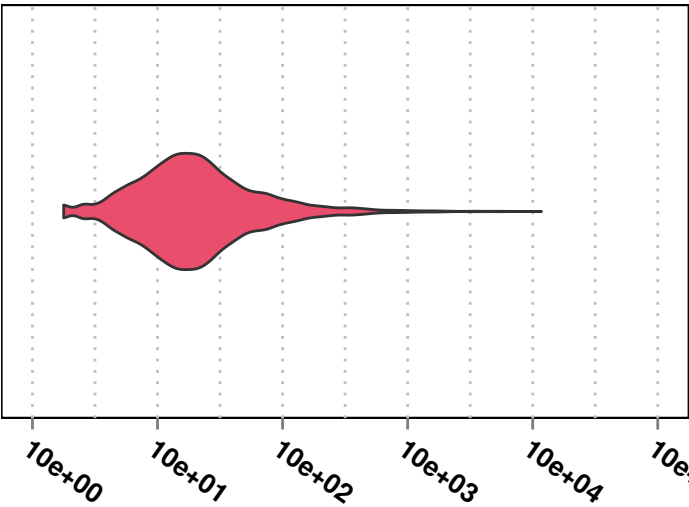

**Supplement:** Additional file 14 — Pearson and Spearman correlations of the normalized expression levels among X1, X2 and Xin. Diagonal panels show violin plots with the distribution of the normalized expression levels for each of the three cell populations data sets. Panels on the upper diagonal summarize both Pearson (parametric) and Spearman (non-parametric) correlations, along with the p-values and the linear regression model estimates for the pairwise comparison between data sets. On the bottom diagonal panels, for each pair of cell fractions the scatterplots show differences in expression for each DGE tag. Blue dotted line is defined by the intercept and slope values for the linear regression model presented on the corresponding upper panel, confidence interval is drawn as a grey shadow along that regression line. Those tags having a normalized expression value of zero in one or both of the cell types, when considering each pair-wise comparisons, were removed before computing correlations and for the plots. One can notice that X1 and X2 are the more correlated pair of cell fractions, then X2 and Xin, and finally X1 and Xin. Those results match to what would be expected.

How the deposited data were processed for this re-analysis (not part of the article)

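The samples were the 3 cell fractions X1, X2 and Xin of Schmidtea mediterranea, sorted from animals at 2 days of regeneration, with 1 DGE library per fraction. The paper's methods state 3 animals per library and the sample labels a pool of 32, and both refer to animals pooled before the library was made. For each library the authors deposited the count of every distinct tag, the raw number of times it was sequenced. The authors made these counts from 18-cycle Illumina reads after base calling with a purity filter, and generated and filtered the expression matrices with the Biotag software; which filters were applied is not stated. The files include no mapping and no gene names, and no reference came with them, so mapping, antisense tags, transcript sets and functional annotation were not analysed here.

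The tags of the 3 libraries were combined into a table of 98,156 distinct tags. Library totals were 3,641,099 reads in X1, 3,488,712 in X2 and 1,168,399 in Xin, so that 1 read stood for 0.275 cpm, 0.287 cpm and 0.856 cpm. With 3 reads as the smallest number taken as detected, the floors were 0.824 cpm, 0.86 cpm and 2.57 cpm. Each tag with at least 5 reads over the 3 libraries was compared between each pair of libraries by an exact two-sided binomial test, doubling the smaller tail, with the share set by the library totals and a threshold of 0.001. Values of p under 1e-300 were set to 1e-300. The log2 ratios had 0.5 reads added to each count, and their 95% intervals came from the exact Clopper-Pearson interval of the share of reads. Shares of tags or reads have 95% Wilson intervals. Correlations were computed across tags on log10 cpm, without tags at 0 in either library and without p-values. The expected number of tags at each depth was computed from the hypergeometric distribution.

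Genes of Tables 2 to 4 and Additional file 7 were joined to tags by turning their 3 listed cpm values into whole reads. Of 244 list entries, some of which repeat a gene, 243 were joined and 192 of them matched a single tag. The exception, Smed-ncoa5, was left out. For 159 entries with a single tag, fewer than 5% of the counts within 10 reads of the listed ones matched any tag. The text names the genes whose DGE level the paper discusses, the highest and lowest of each list and the exceptions, the most abundant tag of each library, and per comparison with Xin the 2 tags that rose most and the 2 that fell most.

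The start of the Illumina 3′ adapter, 20 bases, was taken from general knowledge of the kit, since neither the paper's text nor the sample labels print it; the barcodes were taken from the sample labels. A tag was called adapter-matching when it shared 10 bases in a row with the adapter. The alternatives were the binomial probability of rounded cpm with equal shares, Benjamini-Hochberg adjustment, no minimum or at least 10 reads, TMM factors from edgeR, X1 and X2 downsampled to the Xin total, the edgeR exact test with an assumed biological coefficient of variation of 0.2 or 0.4, another pseudocount, and the removal of tags 1 base from a tag with at least 100 times the reads. The removal of adapter-matching tags and of tags with a barcode was added after seeing the data. A count was taken as unchanged within 1.5 times its value, and a share or correlation within its 95% interval. A log2 ratio was taken as unchanged when it kept its sign and its side of the threshold, whatever its size.

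The test was tested on simulated data. In simulated libraries with 40,670 tags, of which 200 were changed 4-fold, 100% of the changed tags and 0.0321% of the others passed the threshold. The changed tags were drawn from the more abundant ones, and counts varied by counting error only. Spread between animals and unequal shares of adapter-matching reads were not simulated, so these rates do not cover them. A 4-base sequence was also taken out of the observed tags and found absent, which tests the search only. The figure of 100% does not extend to tags with few reads. For example, Smed-dlx, with 19 reads in X1 and 0 in Xin, did not pass (exact binomial p = 0.0101). Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, with a fixed seed of 1.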

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

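The tests in this part were chosen only after the results they weigh had been seen, apart from the TMM scaling, which was set beforehand.

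The paper does not report on reads that match the sequencing adapter. Tags that share at least 10 bases with the start of the Illumina 3′ adapter, TCGTATGCCGTCTTCTGCTT, held 6.87% of the reads in X1, 82.9% in X2 and 42.2% in Xin, far above the 3 reads taken as the smallest signal the depth can show. A candidate explanation is that adapter sequence was read in place of a transcript tag. Among 100 shuffled versions of the adapter that share no 10 bases with it, the largest share of X2 reads in matching tags was 0.0096%. The first 10 bases of the adapter occurred at 8 of the 8 start positions that a tag of 17 bases allows, whereas a transcript tag would carry them at a fixed distance from CATG. The evidence rests on the first 4 positions, since starts from base 5 on held at most 28 reads each in any library. In X2, 1,616,974 reads began with these bases, 15,700 had them from base 2, 1,201,906 from base 3 and 5695 from base 4. Both tests are consistent with adapter reads. No planarian genome or transcript set was analysed here, so a match of these tags to a transcript was not tested, and no biological explanation was tested.

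The adapter-matching reads are part of the library totals, and the total of X2 was 5.84 times the number of its other reads, against 1.07 times in X1 and 1.73 times in Xin. They may therefore lower every cpm value of X2. With the adapter-matching tags left out, the tags specific to X2 rose from 289 to 2704, those specific to X1 fell from 7334 to 2676 and those specific to Xin numbered 5671. The scarcity of X2-specific tags relative to X1-specific tags may thus come in large part from the totals. The paper reports few X2-specific transcripts in the RNA-Seq data of Labbé too, which were not analysed here. The TMM factors of edgeR, set as an alternative beforehand, gave 3511 X2-specific tags and 4371 X1-specific tags. This scaling and the removal of adapter-matching tags disagreed on X1 against Xin. Tags higher in X1 than in Xin numbered 7741 with library totals, 9203 with TMM factors and 5091 without adapter-matching tags. With 1 library per fraction, what remains of the difference between fractions cannot be told apart from a difference between libraries.

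Another signal lies in tags that are abundant in 2 libraries and at 0 reads in the other. Abundant means at least 50 cpm in both, on totals without adapter-matching reads. Of such tags, 39 contain ACGT and had 0 reads in X1, 154 contain AATG and had 0 reads in X2, and 104 contain AGCA and had 0 reads in Xin. These 4-base sequences are the barcodes that the sample labels give for X1, X2 and Xin. In each library, 0 tags of any level contain its own barcode. To weigh chance absence, all 256 sequences of 4 bases were searched in each library. The number absent from a library other than its own barcode was 0, and the next rarest, CATG, occurred in 691 tags of X1, 147 of X2 and 206 of Xin.

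Tags that contain the barcode of their own library may have been lost when reads were assigned to libraries. The paper's methods place each sample in individual flowcell lanes, so whether reads were assigned by barcode at all is not known. Such tags made up 93.3% of the abundant tags at 0 reads in X2 and 52.7% of those at 0 reads in X1, but 27.2% of those at 0 reads in Xin. The tags at 0 without the barcode, 35 of 74 in X1, 11 of 165 in X2 and 279 of 383 in Xin, need another explanation. Of the 26 abundant tags that end in AGC, the first 3 bases of the Xin barcode, 17 had 0 reads in Xin without containing the whole barcode, while 0 of 9 tags ending in ACG had 0 reads in X1 and 1 of 21 ending in AAT had 0 reads in X2. The effect reaches genes the paper names. The tag joined to Smed-nlk-1 contains ACGT, so its 0 reads in X1 cannot be told apart from this loss. Leaving out all tags known to contain a barcode kept every count of tags and listed genes within 1.5 times its value, for example 108 of the 133 clones of Additional file 7, but genes joined to several tags stayed in these counts, since their tag is not identified. No biological explanation was tested for the missing sequences.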

How the results depend on the processing

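The alternatives that leave out adapter-matching tags or tags with a barcode were chosen after seeing the data, and all others before the data were examined. No paired analysis was possible because each fraction has 1 library, and the replicate number 1 that the libraries share does not pair animals. The alternatives for the share of tags found in a reference, for the mean cpm of tags found and not found and for antisense tags were not run, since no reference was analysed here. Apart from the share of adapter-matching reads in the library totals, the cause was not tested for any change given here.

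With the TMM factors of edgeR in place of library totals, 6439 tags were higher in X2 than in Xin (1176 with library totals), 4878 higher in Xin than in X2 (10289), 5114 higher in X1 than in X2 (17986) and 6022 higher in X2 than in X1 (2125). The specific tags then numbered 3511 for X2 (289), 4371 for X1 (7334) and 4033 for Xin (7735). The log2 ratio of X2 over Xin reversed to 1.06 for Smed-smg-1 (from -1.22), to 1.06 for Smed-nf-YA (from -1.22) and to 1.72 for Smed-nf-YC (from -0.55). Of the reversed ratios, only that of Smed-nf-YC passed the threshold (exact binomial p = 2.04e-39). Those of Smed-smg-1 (exact binomial p = 0.00291) and Smed-nf-YA (exact binomial p = 0.511) did not.

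With the edgeR exact test at an assumed biological coefficient of variation of 0.4, the tags numbered 3623 for X1 over Xin, 4570 for Xin over X1, 427 for X2 over Xin, 6013 for Xin over X2, 8543 for X1 over X2 and 608 for X2 over X1. The specific tags numbered 105 for X2, 2432 for X1 and 4064 for Xin, and 88 of the clones of Additional file 7 passed. With a coefficient of 0.2, all 13 counts stayed within 1.5 times their value. Either coefficient was run only with the library totals, adapter-matching reads included, and never with another scaling.

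With the binomial probability of rounded cpm and equal shares, 7036 tags were higher in X1 than in X2, 313 higher in X2 than in X1 and 167 specific to X2. With X1 and X2 downsampled to the Xin total, 7563 tags were higher in X1 than in X2 and 399 higher in X2 than in X1, and r between X2 and Xin was 0.485. The adapter-matching reads stayed in these totals, so the depth of the other tags was not made equal. Restricting Table 3 to genes that match exactly 1 tag left 18 genes higher in X1 than in Xin.

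For the correlations of X1 with X2, X2 with Xin and X1 with Xin, in this order, r was 0.404, 0.298 and 0.0870 with zeros kept, 0.709, 0.606 and 0.632 with no minimum, 0.567, 0.478 and 0.376 with at least 10 reads, and Spearman's rho was 0.592, 0.504 and 0.450. X1 with X2 was the highest pair in each of these.

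With the adapter-matching tags left out, the tags numbered 5091 for X1 over Xin, 4478 for X2 over Xin, 6363 for Xin over X2, 3475 for X1 over X2 and 6480 for X2 over X1, with 2704 specific to X2 and 2676 to X1. The correlation rose to 0.651 between X1 and X2 and to 0.565 between X2 and Xin. The log2 ratio of X2 over Xin reversed to 0.54 for Smed-smg-1, to 0.54 for Smed-nf-YA and to 1.20 for Smed-nf-YC. Again only that of Smed-nf-YC passed the threshold (exact binomial p = 7.63e-20). The exact binomial p was 0.143 for Smed-smg-1 and 0.867 for Smed-nf-YA. With tags that contain a barcode left out as well, the tags numbered 4043 for X1 over Xin, 3908 for X2 over Xin, 4999 for Xin over X2, 2402 for X1 over X2 and 5801 for X2 over X1, with 2327 specific to X2, 1944 to X1 and 4625 to Xin.

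The counts of genes of Tables 2 and 4 higher in X1 than in Xin stayed within 1.5 times their value under all alternatives run for them, between 24 and 35 genes in Table 2 and between 30 and 41 in Table 4. Among shares, distinct tags, named genes and named tags, the alternatives set before the data were examined left 75 values in place and moved 17 others, besides the 3 reversals. A log2 ratio counts here as left in place when it kept its sign and its side of the threshold, even where its size changed: with the TMM factors, X2 over Xin went from 3.35 to 5.63 for Smed-prog-1, from 6.14 to 8.42 for Smed-nlk-1, from 1.82 to 4.09 for Smed-wi-3 and from 0.04 to 2.31 for the tag CATCGTATGCCGTCTTC. For named genes, these numbers do not include the edgeR exact test, the Benjamini-Hochberg adjustment or the binomial probability of rounded cpm. For Smed-smg-1 in X2 against Xin, the adjusted exact binomial p was 0.00275 and the binomial probability of rounded cpm 0.00438. Both fell short of the threshold. With the assumed coefficient of 0.4, X1 against Xin was no longer past the threshold for Smed-smg-1 (p = 0.107), Smed-meis-like (p = 0.00303), Smed-nf-YA (p = 0.00142) and Smed-nf-YC (p = 0.0191), nor X2 against Xin for Smed-smg-1 (p = 0.205), Smed-wi-3 (p = 0.0424) and Smed-nf-YC (p = 0.522), all by the exact test of edgeR. With 0.2, the same exact test left Smed-smg-1 (p = 0.00345 in X1 and 0.0331 in X2) and Smed-nf-YC in X2 (p = 0.208) short of the threshold. Those added later left 36 in place, moved 5 and made 2 weaker, besides 3 reversals. Smed-meis-like (log2 ratio of X1 over Xin 4.01) and Smed-smg-1 (0.75) were no longer past the threshold once the adapter-matching reads were left out. The depth limits statements about low levels, since the 3 reads taken as detected stand for 0.824 cpm in X1, 0.86 cpm in X2 and 2.57 cpm in Xin. Without the adapter-matching reads these floors were 0.885 cpm, 5.02 cpm and 4.44 cpm, the highest being that of X2.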

Differences from the paper's values

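No test in this part was chosen after its result was seen. The paper's correlations are those of Additional file 14, whose heading names the Smed454 transcriptome and whose caption speaks of DGE tags, so the set of tags behind them is not clear. The values here are across all tags with at least 5 reads and none at 0 in either library. The degrees of freedom the paper gives show fewer points for every pair than the tags used here. A gap that an alternative closes is therefore no explanation of the difference.

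Between X1 and X2, Spearman's rho was 0.592 against the paper's 0.573, and none of the alternatives set before the data were examined closed the gap. Between X1 and Xin, Pearson's r was 0.472 against the paper's 0.389, and Spearman's rho was 0.450 against the paper's 0.354. The minimum of 10 reads closed both gaps (0.376 and 0.354), and the other alternatives did not. Between X1 and X2, however, this minimum opened a gap in Pearson's r, from 0.623 to 0.567 against the paper's 0.617. Spearman's rho there fell to 0.530, below the paper's 0.573. Between X2 and Xin, Pearson's r was 0.534 against the paper's 0.485 and Spearman's rho 0.504 against the paper's 0.441. The minimum of 10 reads (0.478 and 0.445) and the downsampling of X1 and X2 to the Xin total (0.485 and 0.447) closed both gaps, and the others did not.

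For p-values of X1 against Xin, the exact binomial test on reads gave 0.0101 for Smed-dlx against the paper's 0.0312, 3.18e-20 for Smed-prog-1 against the paper's 7.09e-10, 2.52e-09 for Smed-smg-1 against the paper's 1.51e-06 and 1.81e-17 for Smed-sp6-9 against the paper's 1.82e-12. It gave 2.93e-05 for Smed-meis-like against the paper's 4.88e-04, 1.35e-10 for Smed-nf-YA against the paper's 3.48e-07 and 6.42e-08 for Smed-nf-YB-2 against the paper's 7.63e-06. For X2 against Xin, the exact binomial test gave 9.88e-04 for Smed-smg-1 against the paper's 0.00438, 1 for Smed-sp6-9 against the paper's 0.5, 6.74e-13 for Smed-wi-3 against the paper's 4.01e-09, 1.34e-13 for Smed-nlk-1 against the paper's 9.31e-10 and 0.491 for Smed-nf-YA against the paper's 0.25. For each of these 12 p-values, the binomial probability of rounded cpm with equal shares closed the gap, and every other alternative set before the data were examined left it open.

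For 4 other p-values none of these alternatives closed the gap. The exact binomial test gave 7.15e-152 for Smed-wi-3 in X1 against the paper's 9.76e-101, and rounded cpm with equal shares gave a binomial probability of 8.66e-102. For Smed-prog-1 in X2 the exact binomial p was 1.53e-113 against the paper's 7.42e-74, and 5.02e-75 by the binomial probability of rounded cpm. For Smed-nf-YC the exact binomial p was 2.45e-103 in X1 against the paper's 4.54e-64, and 1.01e-04 in X2 against the paper's 0.0146. By the binomial probability of rounded cpm, those of Smed-nf-YC were 1.69e-65 and 7.64e-04.

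Smed-nlk-1 is placed by the paper in X2 and not in X1. Its tag had 105 reads in X2 and 0 in X1, and 0 tags of X1 contain the 4-base sequence ACGT that it contains.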

Other observations

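The tests in this part were set before their results were seen, apart from the counts for Tables 2 and 3, for which no prediction was written beforehand.

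Of 2861 tags with at least 20 reads in X1 and in X2, without adapter match, barcode or a final AGC, 772 (27.0%) had 0 reads in Xin, while 78 had 1 to 3 reads. If the Xin library had lost tags regardless of their transcript, the lost tags would have the same ratio of X2 over X1 as tags of the same X1 level with reads in Xin. Their median log2 ratio, on totals without adapter-matching reads, was 0.72, against a median of 1.11 in 10000 random lists of tags matched for the X1 level (lowest 0.91, highest 1.30), and 0% of the lists had a lower median. Without matching, the tags with reads in Xin had a median of 0.58. The matched difference goes against loss regardless of the transcript as the only cause of these zeros. Its direction rests on the matching, since without matching the tags at 0 reads in Xin had the higher median. A hypothesis is that part of these tags stand for transcripts of proliferating cells, but losses that depend on the tag's sequence or on its share of the library were not tested, and the pattern cannot be told apart from them with 1 library per fraction.

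In X1, 28848 tags were seen once and in no other library. Of these, 50.7% lie 1 base from a tag with at least 100 reads in X1, against 0.0312% after shuffling their bases and 6.50% of the tags with 10 to 99 reads in X1. About that share of the tags seen once may be sequencing errors in abundant tags. By the wider rule that leaves out, in each library, any tag 1 base from a tag with at least 100 times its reads, 47876 distinct tags remained in X1, 20882 in X2 and 20751 in Xin.

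Since tags that contain AGCA are always at 0 reads in Xin, lists chosen for a high ratio of X1 over Xin could hold more of them than other tags do. Among the 35 genes of Table 4 joined to a single tag, 1 tag contains AGCA, against a mean of 2.05 in 10000 random lists of tags with the same X1 level (0 to 5 in 95% of the lists), and 88.6% of the lists held as many. Among the 112 clones of Additional file 7 joined to a single tag with reads in X1, 10 tags contain AGCA, against a mean of 6.53 (2 to 12), and 11.9% of the lists held as many. In Table 3, 2 of 18 such tags contain AGCA, against a mean of 1.04 (27.6% of the lists held as many), and in Table 2, 0 of 25, against a mean of 1.43. The excess in Additional file 7 and in Table 3 lies within the range that held 95% of the random lists. The lists overlap, since Smed-znf207-1 of Table 3 is also a clone of Additional file 7, so their counts are not independent.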
